# IL-1β priming triggers an adaptive stress response that enhances pancreatic β-cell resilience to subsequent cytotoxic inflammatory insult

**DOI:** 10.1038/s41419-025-08059-0

**Published:** 2025-10-21

**Authors:** Carolina Sétula, Ingrid Pensado-Evans, Andrea Scelza-Figueredo, Miranda Sol Orellano, Ignacio Rodríguez-Valero, Eduardo Spinedi, Raghavendra G. Mirmira, Luz Andreone, Marcelo Javier Perone

**Keywords:** Cell death, Endocrine system and metabolic diseases

## Abstract

Pancreatic β-cells fine-tune glucose homeostasis through insulin secretion. The endoplasmic reticulum (ER) is critical for insulin production, relying on the unfolded protein response (UPR) to adapt to the body’s fluctuating demands. Islets from both type 1 (T1D) and type 2 diabetes (T2D) exhibit inflammation, β-cell dysfunction, and loss. ER stress is present in the inflamed islets of autoimmune diabetes-prone mice and individuals with T1D and T2D. Inflammatory cytokines induce ER stress and disrupt UPR regulation, driving β-cell apoptosis and contributing to diabetes development. Inflammatory cytokines, *e.g*., IL-1β, impair β-cell function and survival, contributing to diabetes pathogenesis by inducing stress, altering gene expression, driving dedifferentiation, and reducing insulin production. Paradoxically, β-cells exhibit a high density of IL-1R1, and IL-1R1/KO mice display impaired glucose tolerance and reduced insulin secretion. Postprandial IL-1β secreted by macrophages helps maintain blood glucose homeostasis. These observations suggest that circulating low IL-1β concentrations may have physiologically relevant roles; however, their effects on β-cell function and survival remain unclear due to conflicting reports. Preconditioning β-cells with physiological circulating levels of IL-1β (IL-1β^low^) induced a resilient state, protecting them from pro-inflammatory cytokine (CYT)-induced cell death while preserving glucose-stimulated insulin secretion through hormesis. IL-1β^low^-treated INS-1E cells reduced CYT-induced NO secretion by suppressing NF-κB signaling and decreasing iNOS expression, correlating with reduced β-cell death. IL-1β^low^ conditioning reduced ER stress and upregulated p-eIF2α in response to CYT, thereby enhancing the expression of ER chaperones and biomarkers linked to improved β-cell identity/functionality. Transcriptomic analysis revealed that IL-1β^low^ preconditioning mitigated the CYT-induced loss of genes involved in β-cell function/identity, and suppressed the expression of genes linked to NF-κB signaling, cytokine-induced inflammation, and apoptosis. IL-1β^low^ treatment counteracted the upregulation of stress-related genes triggered by pro-inflammatory stimuli. Enhancing IL-1β^low^-induced stress-response hormesis may provide a novel strategy to sustain β-cell function and survival during harmful diabetic inflammation.

## Introduction

Pancreatic β-cells play a crucial role in maintaining glucose homeostasis by secreting insulin. Type 1 (T1D) and type 2 diabetes (T2D), the most common clinical presentations of diabetes, are both characterized by β-cell dysfunction and loss.

The endoplasmic reticulum (ER) in β-cells is essential for protein folding and insulin synthesis, with the unfolded protein response (UPR) helping to manage fluctuating insulin production demands [1]. ER stress markers are present in the inflamed islets of autoimmune diabetes-prone nonobese diabetic mice [2] and individuals with T1D [3], and T2D [4].

Hormesis is a phenomenon in which a cytotoxic agent, in small doses, benefits organisms. Cells exposed to low toxin levels can resist subsequent high-dose exposures [5]. It is suggested that the hormetic response to lifestyle detrimental factors such as poor diet, sedentarism, and stress may influence protection levels and impact T2D progression [6].

Inflammatory cytokines, such as IL-1β, TNF-α and IFN-γ negatively affect β-cell function and survival, contributing to the pathogenesis of both T1D and T2D [7–10]. Inflammation exacerbates ER stress and activates the UPR, which, when prolonged or dysregulated, leads to β-cell apoptosis [11–14]. Therefore, restoring ER homeostasis in β-cells has been proposed as a potential strategy to alleviate T1D [15]. Pro-inflammatory cytokines, particularly IL-1β, drive β-cell dedifferentiation by inducing cellular stress, altering gene expression, and reducing insulin production. This involves the downregulation of key transcription factors essential for β-cell identity (Pdx-1, Mafa, FoxO1, Nkx6.1). IL-1β and other inflammatory cytokines induce the expression of inducible nitric oxide synthase (iNOS) in β-cells, leading to nitric oxide (NO) accumulation. Elevated NO disrupts insulin secretion, protein synthesis, oxidative metabolism, and causes DNA damage, impairing β-cell function and health [16, 17]. IFN-γ amplifies the harmful effects of IL-1β on β-cells [18]. In contrast, acute low concentrations of IL-1β stimulate insulin release in rat islets [19], underscoring its complex and context-dependent effects on β-cell function and insulin regulation. Meanwhile, the long-term impact of very low IL-1β concentrations on β-cells remains uncertain.

In this study, we explored the role of IL-1β-mediated hormesis in defending β-cells against dysfunction and death induced by pro-inflammatory cytokines. Our findings show that IL-1β, at basal physiological concentrations, triggers a hormetic response in β-cells, enhancing their resilience to future cytotoxic cytokine challenges. Inducing hormetic responses in vivo offers a promising strategy to prevent β-cell decline in diabetes and warrants further investigation.

## Results

### Preconditioning INS-1E cells with low concentrations of IL-1β mitigates NO secretion in response to a cytotoxic pro-inflammatory cytokine challenge

Increases in iNOS-derived NO act as a trigger for pro-inflammatory cytokine-mediated ER stress and death in a β-cell-specific manner [20]. INS-1E cells exposed to IL-1β (200 pg/ml) for 16 h secreted significant amounts of NO (228 ± 33.9 pmol/μg protein) into the culture medium. Notably, priming these cells with IL-1β (7.5 and 15 pg/ml for 72 h) reduced NO secretion in response to IL-1β (200 pg/ml/16 h) (Fig. 1A). In a similar experiment, IL-1β preconditioning reduced NO secretion (Supplementary Figure 1A) in INS-1E cells compromised by a 16 h exposure to a cytokine mixture containing IL-1β (200 pg/ml) and TNF-α (8 ng/ml).

**Fig. 1:**
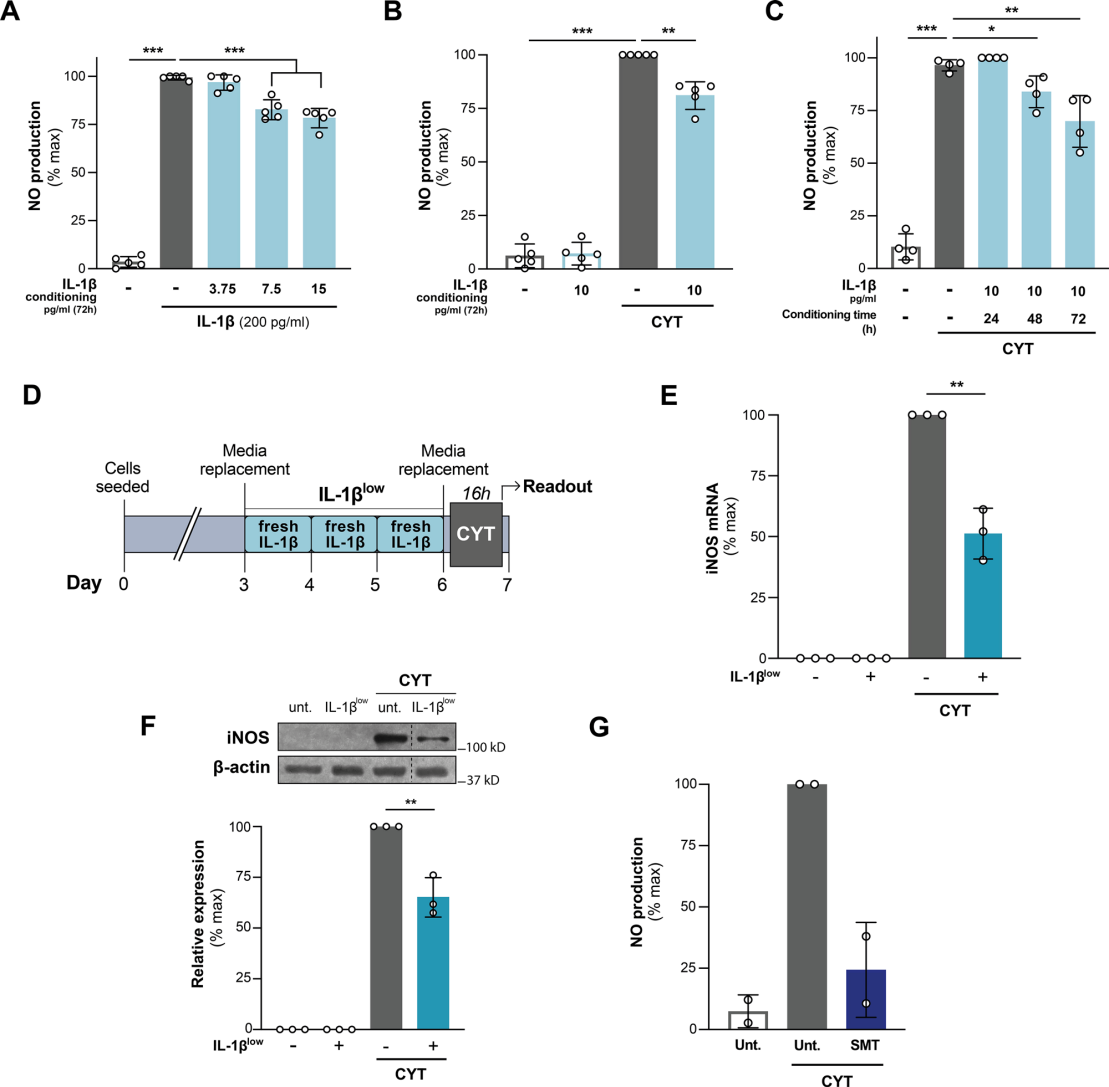
Preconditioning with low concentrations of IL-1β reduces pro-inflammatory cytokine-induced iNOS expression and activity in INS-1E cells. **A**, **B** INS-1E cells were treated for 72 h with IL-1β (3.75, 7.5, 15 pg/ml or 10 pg/ml as indicated) and subsequently challenged or not with IL-1β 200 pg/ml or IL-1β 100 pg/ml + IFN-γ 5 ng/ml (CYT) for 16 h, *n* = 5. **C** INS-1E cells were conditioned with IL-1β (10 pg/ml) for 24, 48, or 72 h, as indicated, and subsequently challenged or not with CYT for 16 h, *n* = 4. **D** Schematic diagram of IL-1β preconditioning. Cells were treated with IL-1β (10 pg/ml), added fresh every 24 h for 72 h without media change (IL-1β^low^). After media renewal, cells were challenged with a proinflammatory mix (CYT: IL-1β 100 pg/ml + IFN-γ 5 ng/ml). **E**, **F** INS-1E cells were treated with IL-1β^low^ and subsequently challenged or not with CYT for 6 h, *iNOS* mRNA and protein expression were analyzed by RT-qPCR (mRNA levels normalized to HPRT, *n* = 3) and Western blot (β-actin was used as loading control, *n* = 3), respectively. **G** NO secretion induced by CYT in the presence of 5-methylisothiourea sulfate (SMT), a selective iNOS inhibitor, was assessed in two independent experiments. NO levels in the conditioned media were assessed by Griess reaction and normalized to total cell protein content. Data are shown as mean ± SD. (*) *p* < 0.05, (**) *p* < 0.01, (***) *p* < 0.001.

TNF-α and IL-1β, together with IFN-γ trigger similar signaling pathways [21]. Thus, INS-1E cells were challenged with IL-1β 100 pg/ml + IFN-γ 5 ng/ml (CYT). IL-1β preconditioning reduced CYT-induced NO secretion (Fig. 1B), with effects starting at 48 h and persisting through 72 h (Fig. 1C). Hereafter, IL-1β (10 pg/ml for 72 h) is referred to as IL-1β^low^. A schematic diagram of the treatment protocol is shown in Fig. 1D.

To explore the mechanisms behind reduced NO secretion in IL-1β^low^-preconditioned INS-1E cells, we examined iNOS expression and found decreased mRNA (*p* < 0.01; Fig. 1E) and protein levels (*p* < 0.01; Fig. 1F) following CYT-challenge. The iNOS-specific inhibitor SMT abolished NO secretion, confirming CYT acts via iNOS in INS-1E cells (Fig. 1G). Unlike IL-1β^low^, IFN-γ preconditioning did not reduce CYT-induced NO secretion (Supplementary Figure 1B).

The IL-1β^low^ effect was reversible, lasting about 2 weeks after treatment, as shown by reduced CYT-induced NO secretion (Supplementary Figure 1C).

### Priming INS-1E cells with IL-1β^low^ impairs the NF-kB pathway activation triggered by the pro-inflammatory cytokine mixture

NF-κB activation links CYT-induced NO production, β-cell dysfunction, and apoptosis.

IL-1β^low^ reduced CYT-induced IκBα phosphorylation, abolishing the second peak of p-IκBα levels triggered by the pro-inflammatory cytokine mixture (*p* < 0.01; Fig. 2A–C), and reducing NF-κB p65 nuclear translocation in INS-1E cells (*p* < 0.05, IL-1β^low^ + CYT vs. CYT; Fig. 2D, E). Additionally, preincubation of INS-1E cells with IL-1β^low^ attenuated CYT-induced NF-κB transcriptional activity, as determined by a reporter assay using a plasmid with NF-κB response elements upstream of the luciferase gene (*p* < 0.05, CYT vs. IL-1β^low^ + CYT; Fig. 2F).

**Fig. 2:**
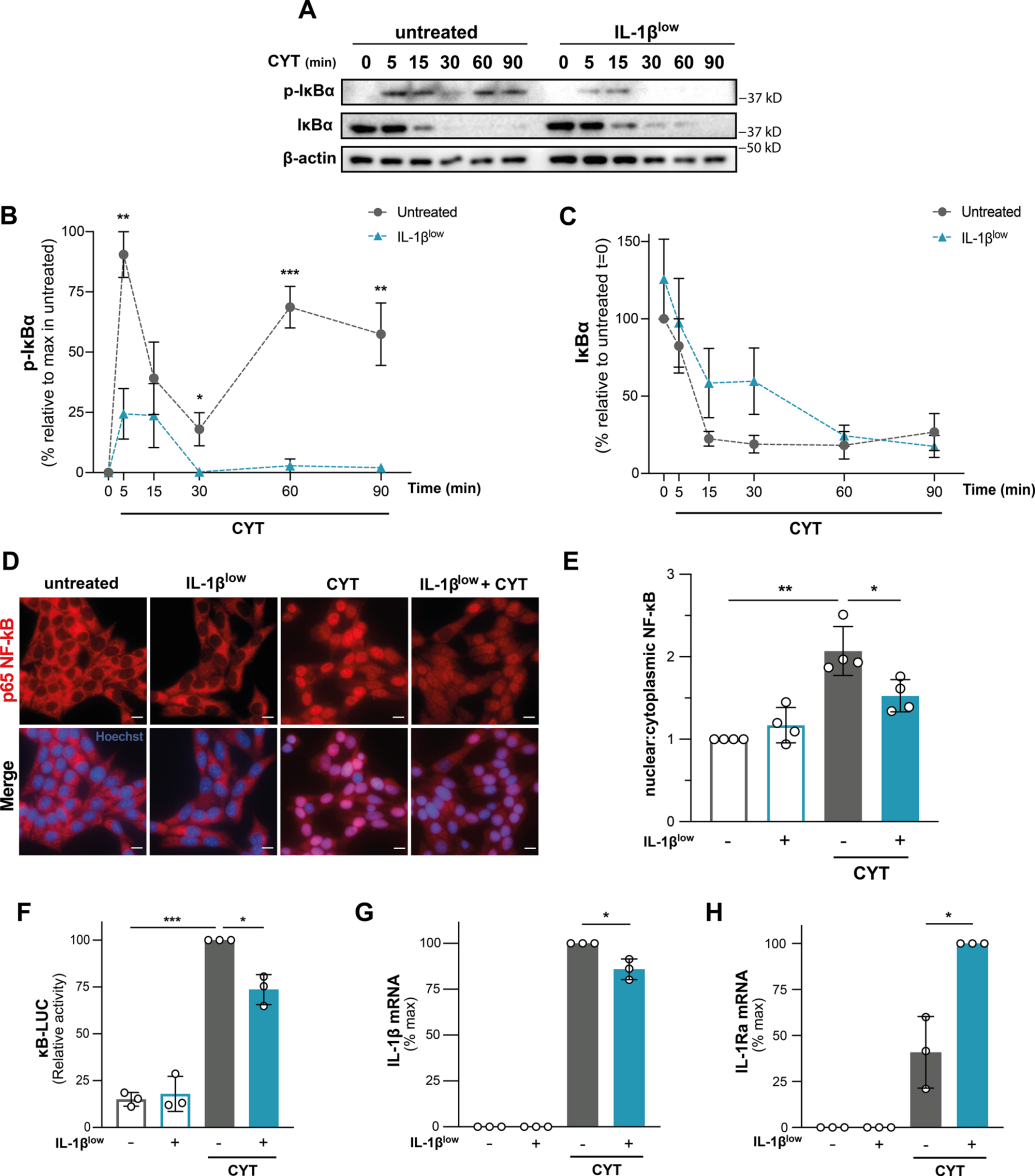
Priming with IL-1β^low^ impairs cytokine-triggered NF-κB pathway activation in INS-1E cells. **A**–**C** INS-1E cells were preconditioned with IL-1β^low^ and then challenged or not with CYT. After indicated time, protein levels of phospho-IκBα and total-IκBα were analyzed by Western blot. β-actin was used as a loading control. Data are shown as mean ± SEM, *n* = 5. **D**, **E** INS-1E cells were treated as described in (**A**), followed by 30 min stimulation with CYT. Cellular localization of p65 NF-κB immunostaining (red) was analyzed by fluorescence microscopy; nuclei were counterstained with Hoechst (blue). Scale bars: 10 μm. Nuclear-to-cytoplasmic ratio was quantified based on analysis of ten high-power fields per condition, *n* = 4. **F** IL-1β^low^-preconditioned INS-1E were transiently transfected with κB-LUC and CMV-RL reporter plasmids. After 24 h, cells were challenged or not with CYT for 16 h. Firefly luciferase (LUC) activity was then measured and normalized to Renilla luciferase (RL) activity as control for transfection efficiency, *n* = 3. **G** *IL-1β mRNA* and **H**) *IL-1Ra mRNA* levels were assessed by RT-qPCR in IL-1β^low^-preconditioned INS-1E cells, with or without CYT challenge for 6 h. Relative mRNA levels were normalized to *HPRT*, *n* = 3. Data are shown as mean ± SD. (*) *p* < 0.05, (**) *p* < 0.01, (***) *p* < 0.001.

IL-1β promotes its own synthesis, partly via NF-κB [22, 23]. Its autocrine or paracrine production by β-cells may contribute to their damage [24]. IL-1β^low^ attenuated CYT-induced IL-1β mRNA levels (*p* < 0.05, Fig. 2G) while upregulating the transcript expression of IL-1Ra (*p* < 0.05, Fig. 2H), an endogenous IL-1β antagonist. Similar results were obtained in isolated mouse islets under IL-1β^low^ regimen and iCYT (IL-1β 100 pg/ml + IFN-γ 5 ng/ml + TNF-α 8 ng/ml) challenge (Supplementary Figure 2A, B). The increase in *IL-1Ra* and the decrease in *IL-1β* mRNA levels induced by IL-1β^low^ likely play a role in mitigating CYT-induced adverse effects on β-cells. *IL1-R1* and *IL1-R2* mRNA expression levels showed an increasing trend in INS-1E cells pretreated with IL-1β^low^ before CYT challenge (Supplementary Figure 2C, D). IL1-R2, a decoy receptor for IL-1β, may reduce signal transduction by increasing expression in response to its cognate ligand [25].

### IL-1β^low^ preconditioning enhances resilience to pro-inflammatory cytokine-induced death in INS-1E cells

IL-1β^low^ reduced apoptosis/death in INS-1E cells after CYT/16 h, with protection lasting up to 48 h (*p* < 0.05 and p < 0.01 vs. CYT/16 h and CYT/48 h, respectively; Fig. 3A, B). These findings were further validated by assessing apoptosis through annexin-V/PI staining (*p* < 0.05 vs. CYT at 48 h; Fig. 3C, D).

**Fig. 3:**
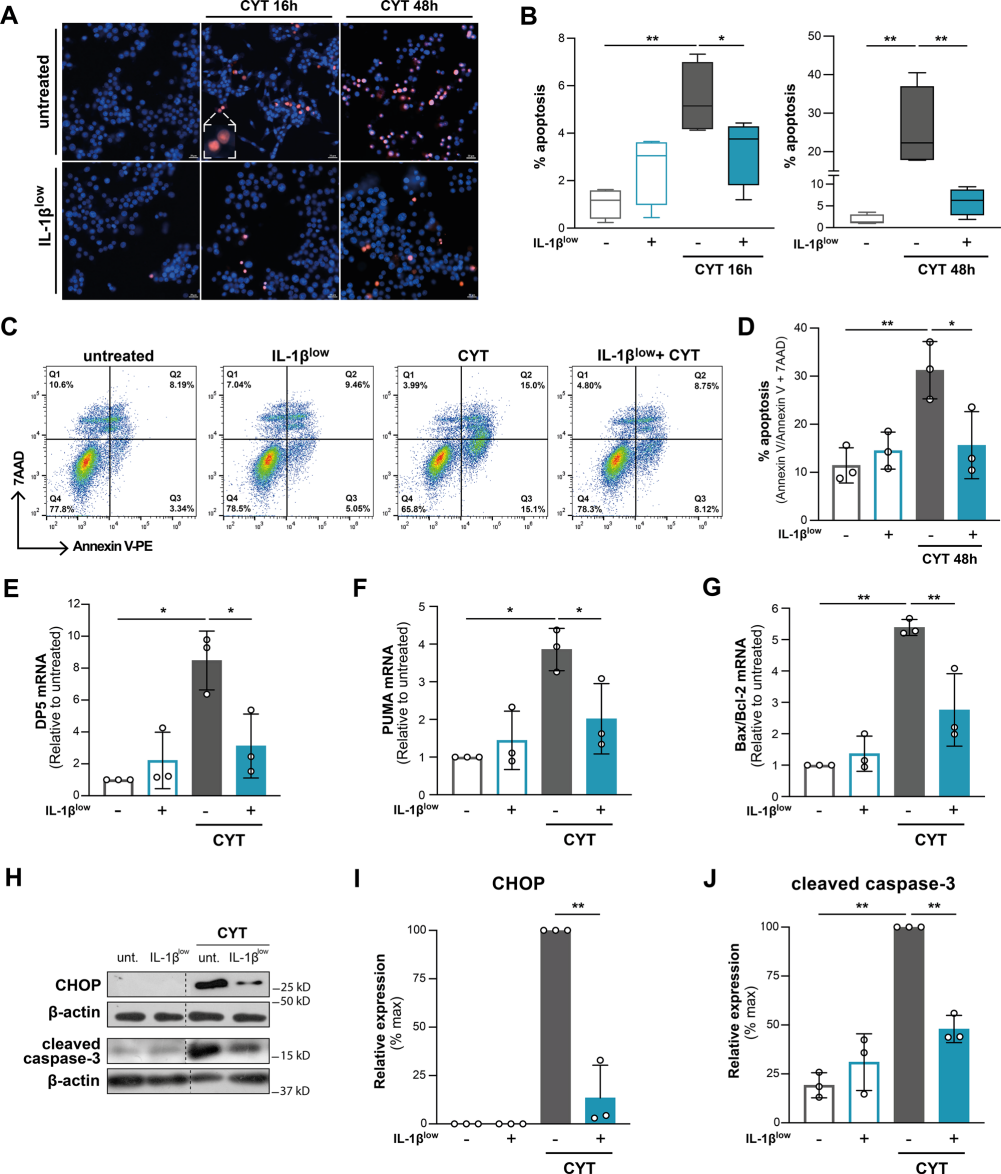
IL-1β^low^ enhances resilience to cytokine-induced death in INS-1E cells. **A**, **B** INS-1E cells were conditioned with IL-1β^low^ and subsequently challenged or not with CYT. After indicated time, cell death was analyzed by fluorescence microscopy after Hoechst (blue)/propidium iodide (red) dual staining. **A** Representative images of cells under indicated experimental conditions; scale bars 10 μm. Selected apoptotic cells are shown at higher magnification in the inset, *n* = 4. **B** Percentage of apoptotic cells based on analysis of ten high-power fields per condition, *n* = 4. **C**, **D** IL-1β^low^-preconditioned INS-1E cells were challenged or not with CYT for 48 h. Apoptosis was quantified by flow cytometry after Annexin-V/7AAD dual staining. **C** Representative dot plots of cells under each experimental condition. **D** Percentage of early (Q3) and late (Q2) apoptotic cells, *n* = 3. **E**–**J** IL-1β^low^-preconditioned INS-1E cells were treated or not with CYT for 16 h. **E** *DP5* mRNA levels, **F***PUMA* mRNA levels, and **G***Bax/Bcl-2* mRNA ratio was analyzed by RT-qPCR. Relative mRNA levels were normalized to HPRT, *n* = 3. **H**–**J** CHOP and cleaved caspase-3 protein levels were analyzed by Western blot; β-actin was used as loading control, *n* = 3. Data are shown as mean ± SD. (*) *p* < 0.05, (**) *p* < 0.01.

To investigate IL-1β^low^ ‘s pro-survival mechanisms, we analyzed Bcl-2 family members involved in apoptosis. IL-1β^low^ treatment hampered the CYT-induced increases in *DP5* and *PUMA* mRNA (63.2% and 47.7%, respectively, vs. IL-1β^low^ + CYT, Fig. 3E, F) and counteracted the CYT-induced increase in *Bax/Bcl-2* mRNA ratio, suggesting reduced apoptosis susceptibility (*p* < 0.01 vs. CYT, Fig. 3G). Additionally, IL-1β^low^ reduced CYT-mediated upregulation of CHOP (86.6% vs. CYT; Fig. 3H, I) and cleaved caspase-3 (52.9% vs. CYT; Fig. 3H, J), both key mediators in the final steps of apoptosis. These results support the notion that IL-1β^low^ triggers a hormetic response, as evidenced by minimal apoptosis compared to INS-1E cells exposed to CYT alone.

### IL-1β^low^ triggers a stress-response hormesis

We investigated if IL-1β^low^ ‘s protective effect on β-cells requires baseline ER stress for hormesis by adding TUDCA, an ER stress alleviator [15], during preconditioning. Under this condition, CYT-induced NO secretion by INS-1E cells was comparable to that observed in cells treated only with TUDCA, without IL-1β^low^ preconditioning (Fig. 4A). As expected, TUDCA reduced levels of the ER stress sensor ATF4, along with CHOP and cleaved caspase-3, which are effectors of CYT-induced ER stress-mediated cell death. Interestingly, TUDCA during the IL-1β^low^ preconditioning eliminates the stress-response hormesis, as evidenced by the unchanged expression levels of ATF4, CHOP, and cleaved caspase-3 under CYT stimulation (Fig. 4C–E). These results highlight that a minimal level of ER stress is required to elicit an effective, adaptive pro-survival stress-response hormesis in INS-1E cells against CYT insult.

**Fig. 4:**
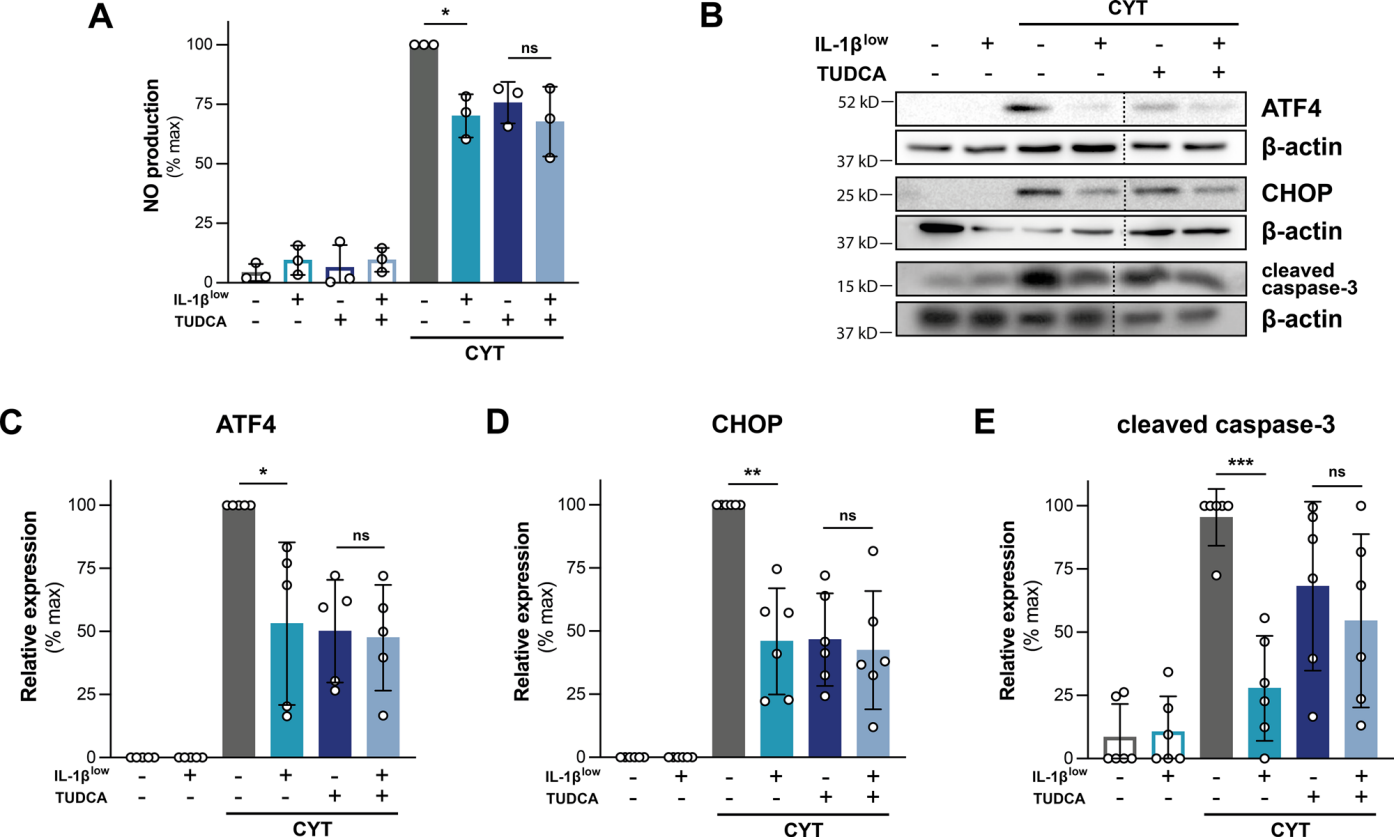
Mild ER stress is needed for an effective IL-1β^low^-induced hormesis in INS-1E cells. INS-1E cells were conditioned with IL-1β^low^ in the absence or presence of tauroursodeoxycholic acid (TUDCA, 5 μM) and subsequently challenged or not with CYT for 16 h. **A** NO levels in the culture media were quantified by the Griess reaction and normalized to total cell protein content, *n* = 3. **B–E** Protein levels of ATF4, CHOP, and cleaved caspase-3 were analyzed by Western blot. β-actin was used as a loading control, *n* = 5–6. Data are shown as mean ± SD. (*) *p* < 0.05, (**) *p* < 0.01, (***) *p* < 0.001. (ns) not significant.

### IL-1β^low^ preconditioning boosts CYT-induced eIF2α phosphorylation promoting cellular stress adaptation

In β-cells, pro-inflammatory cytokines activate the PERK branch of the UPR, leading to phosphorylation of eIF2α at Ser51 (p-eIF2α) [14, 26]. While initially protective, prolonged activation can cause β-cell dysfunction and apoptosis [27, 28]. p-eIF2α suppresses global protein synthesis to conserve energy while facilitating gene reprogramming and the induction of key ER chaperones like BiP to restore protein homeostasis. IL-1β^low^ preconditioning further amplified the CYT-induced elevation of p-eIF2α levels in INS-1E cells (*p* < 0.05 vs. CYT; Fig. 5A, B) [14]. Both IL-1β^low^ preconditioning alone and followed by CYT stimulation led to a significant increase in BiP expression, as assessed by WB (*p* < 0.05 IL-1β^low^ vs. control; p < 0.01 IL-1β^low^ + CYT vs. CYT; Fig. 5C, D). *BiP* mRNA expression also increased following IL-1β^low^, requiring a 24 h washout period to return to baseline upon CYT stimulation *p* < 0.01 IL-1β^low^ + CYT vs. CYT; Fig. 5H).

**Fig. 5:**
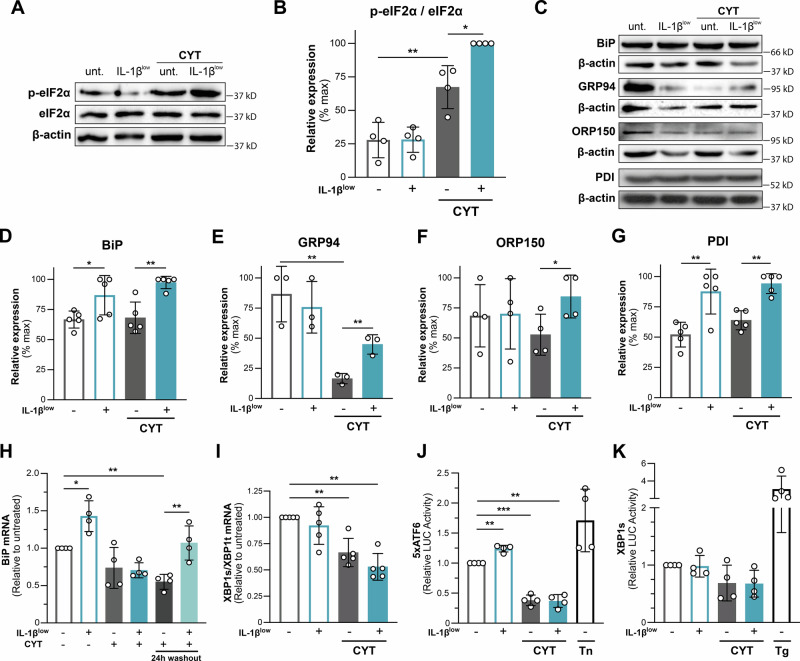
IL-1β^low^ boosts cytokine-induced eIF2α phosphorylation promoting cellular stress adaptation. INS-1E cells were preconditioned with IL-1β^low^ and subsequently challenged or not with CYT for 16 h. **A**, **B** Protein levels of phospho-eIF2α and total eIF2α were analyzed by Western blot and quantification expressed as phospho-eIF2α/total eIF2α ratio. β-actin was used as a loading control, *n* = 4. **C**–**G** Protein levels of BIP, GRP94, ORP150 and PDI were analyzed by Western blot; β-actin was used as loading control, *n* = 3-5. **H** *BIP* mRNA expression was analyzed by RT-qPCR and relative mRNA levels normalized to *HPRT*; a 24 h washout condition (without CYT) was also evaluated, *n* = 4. **I** XBP1 mRNA splicing was analyzed by RT-qPCR and expressed as *XBP1s/XBP1t* mRNA ratio. Relative mRNA levels were normalized to *HPRT*, *n* = 5. **J**, **K** IL-1β^low^-preconditioned INS-1E cells were transiently transfected with either the 5×ATF6-LUC or XBP1u-LUC reporter plasmids, along with the CMV-RL plasmid. At 24 h post-transfection, cells were challenged or not with CYT for 16 h. Firefly luciferase (LUC) activity was measured and normalized to Renilla luciferase (RL) activity, *n* = 4. Tunicamycin (2 µg/mL, Tn) and thapsigargin (50 nM, Tg) for 16 h were used as positive controls. Data are presented as mean ± SD. (*) *p* < 0.05, (**) *p* < 0.01, (***) *p* < 0.001.

In addition, IL-1β^low^ enhanced the expression of PDI, a chaperone essential for β-cell function (*p* < 0.01 vs. untreated), and restored the expression of chaperones downregulated by CYT, including GRP94 (*p* < 0.01), ORP150 (*p* < 0.05), and PDI (*p* < 0.01) (Fig. 5E–G). This IL-1β^low^-induced upregulation of key chaperones suggests an improved capacity for protein folding, processing, and secretion, potentially reinforcing β-cell resilience.

Regarding UPR sensor activation, CYT differentially affected the transcriptional activity of IRE1α-XBP1 and ATF6 pathways in INS-1E cells. While ATF6 transcriptional activity was reduced by CYT (*p* < 0.001), IRE1α-mediated XBP1 splicing remained unchanged, consistent with previous findings [14] (Fig. 5I, K). IL-1β^low^ treatment alone increased ATF6 transcriptional activity (*p* < 0.01 vs. control, Fig. 5J), but IL-1β^low^ preconditioning did not alter the transcriptional activity of ATF6 or IRE1α-mediated XBP1 splicing in response to CYT. XBP1s mRNA levels were downregulated by CYT; however, this reduction remained unaffected by IL-1β^low^ conditioning (Fig. 5I).

Overall, the INS-1E response to IL-1β^low^ suggests that, upon CYT stimulation, the induced proapoptotic ER stress is primarily regulated through the PERK/p-eIF2α pathway, leading to decreased expression of ATF4 (Fig. 4C), CHOP, and cleaved caspase-3 (Fig. 3H–J). Notably, IL-1β^low^ pre-treatment significantly attenuated CYT-induced expression of these proapoptotic drivers while simultaneously increasing the mRNA levels of antiapoptotic genes (Fig. 3E–G). IL-1β^low^-induced intracellular signaling highlights the PERK/p-eIF2α pathway as a key mediator of an adaptive response that helps preserve β-cell integrity.

### IL-1β^low^ attenuates CYT-induced downregulation of gene transcripts associated with β-cell identity/function, as well as the expression of Pdx-1 and insulin proteins

The harmful islet microenvironment during diabetes progression disrupts β-cell identity and maturity [29]. CYT stimulation reduced the expression of β-cell identity mRNA transcripts (*Pdx-1*, *MafA*, *Ucn3*, *Ins1/2*, *p* < 0.05 vs. untreated) in INS-1E cells (Fig. 6A–E). IL-1β^low^ mitigated these reductions, particularly for *Pdx-1*, *MafA* and *Ins1/2*, and enhanced their recovery, including *Ucn3* mRNA, after a 24 h washout.

**Fig. 6:**
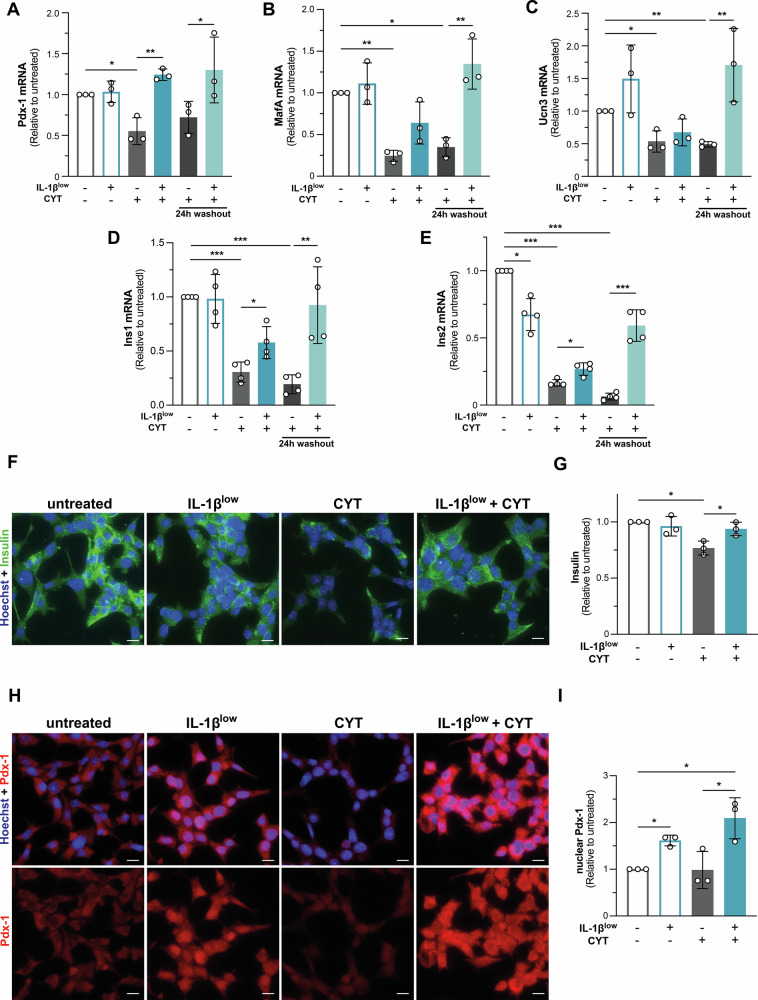
Effects of IL-1β^low^ on β-cell identity and function markers. **A**–**E** INS-1E cells were conditioned with IL-1β^low^ and subsequently challenged or not with CYT for 16 h. A 24 h washout period (without CYT) was also evaluated. **A** *Pdx-1* mRNA, **B** *Maf*A mRNA, **C** *Ucn3* mRNA, **D** *Ins1* mRNA, and **E** *Ins2* mRNA expression was analyzed by RT-qPCR. Relative mRNA levels were normalized to *HPRT*, *n* = 3–4. **F**–**I** INS-1E cells were preconditioned with IL-1β^low^ and subsequently challenged or not with CYT for 16 h. **F**, **G** Insulin (green) and **H**, **I** Pdx-1 (red) immunostaining were analyzed by fluorescence microscopy; nuclei were counterstained with Hoechst (blue). Scale bars = 10 μm. Quantifications were performed from the analysis of ten separate high-power fields per condition; *n* = 3. Data are shown as mean ± SD. (*) *p* < 0.05, (**) *p* < 0.01, (***) *p* < 0.001.

In line with these findings, IL-1β^low^ prevented the CYT-induced reduction (23% vs. untreated) in immune-reactive insulin in INS-1E cells (*p* < 0.05 IL-1β^low^ + CYT vs. CYT; Fig. 6F, G). Nuclear localization of Pdx-1 immunoreactivity was enhanced by IL-1β^low^, both in the absence of challenge (*p* < 0.05 vs. untreated) and under CYT exposure (*p* < 0.05 vs. CYT; Fig. 6H, I).

The pro-inflammatory cytokine mixture iCYT (IL-1β 100 pg/ml + IFN-γ 5 ng/ml + TNF-α 8 ng/ml) reduced mRNA expression of β-cell identity and functionality markers in isolated murine islets. IL-1β^low^ treatment facilitated their recovery in most cases, particularly after the washout period (Fig. 7A–F). IL-1β^low^ alone increased the expression of *Pdx-1*, *GLUT2* and *BiP* mRNA compared to untreated islets (Fig. 7B, C, F) and showed a trend toward mitigating the CYT-induced increase in the β-cell dedifferentiation marker *Aldh1a3* mRNA [30] (Fig. 7G). Collectively, the results indicate that IL-1β^low^ helps preserve β-cell identity in pancreatic islets under harmful CYT-induced stimuli.

**Fig. 7:**
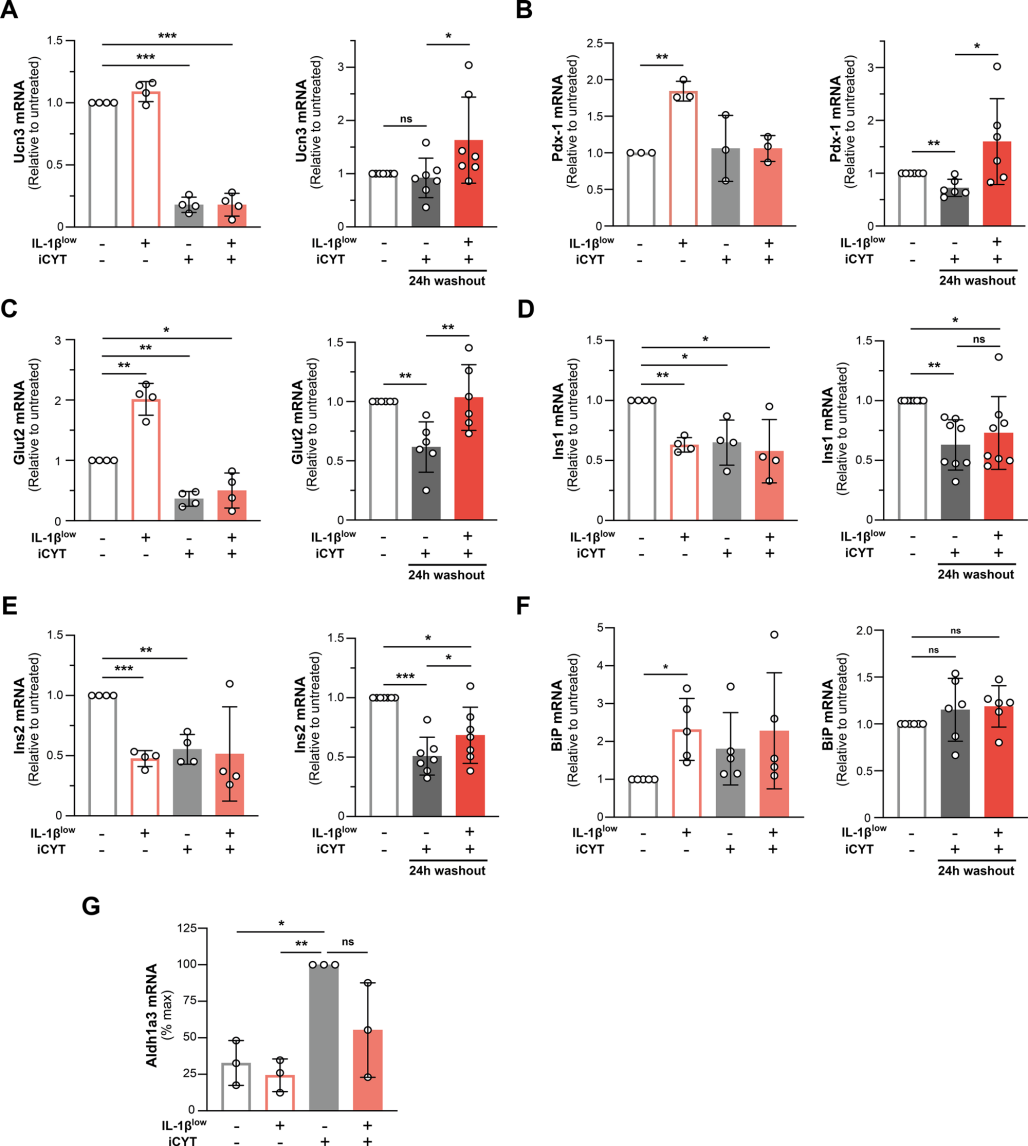
IL-1β^low^’s effects on gene transcripts associated with β-cell identity and function in murine islets. Murine islets (50 IEQ/well) were preconditioned with IL-1β^low^ and subsequently challenged or not with IL-1β 100 pg/ml + IFN-γ 5 ng/ml + TNF-α 8 ng/mL (iCYT) for 16 h. An additional condition involving a 24 h washout period (without iCYT) was also evaluated. **A** *Ucn3* mRNA, **B** *Pdx-1* mRNA, **C** *Glut2* mRNA, **D** *Ins1* mRNA, **E** *Ins2* mRNA, **F** *BIP* mRNA and **G** *Aldh1a3* mRNA expression were analyzed by RT-qPCR. Relative mRNA levels were normalized to *HPRT*, *n* = 3–8. Data are shown as mean ± SD (*) *p* < 0.05, (**) *p* < 0.01, (***) *p* < 0.001, (ns) not significant.

### IL-1β^low^ enhances glucose-stimulated insulin secretion impaired by pro-inflammatory cytokines

To determine whether the beneficial effects of IL-1β^low^ on β-cells observed thus far translate into improved insulin secretion, we assessed glucose-stimulated insulin secretion (GSIS).

CYT exposure impaired GSIS (0.86 ± 0.29-fold vs. 3.2 ± 1.7-fold untreated, *p* < 0.05; Fig. 8A), an effect partially counteracted by IL-1β^low^ treatment in INS-1E cells (*p* < 0.05; Fig. 8A). IL-1β^low^ alone had no effect on insulin secretion. Remarkably, IL-1β^low^ restored GSIS in iCYT-challenged isolated islets, further supporting its role in improving islet health and enhancing insulin secretion (*p* < 0.05; Fig. 8B). Supplementary Fig. 3 presents the individual quantification of insulin secretion in response to low (2 mM) and high (20 mM) glucose for both INS-1 cells and isolated murine islets.

**Fig. 8:**
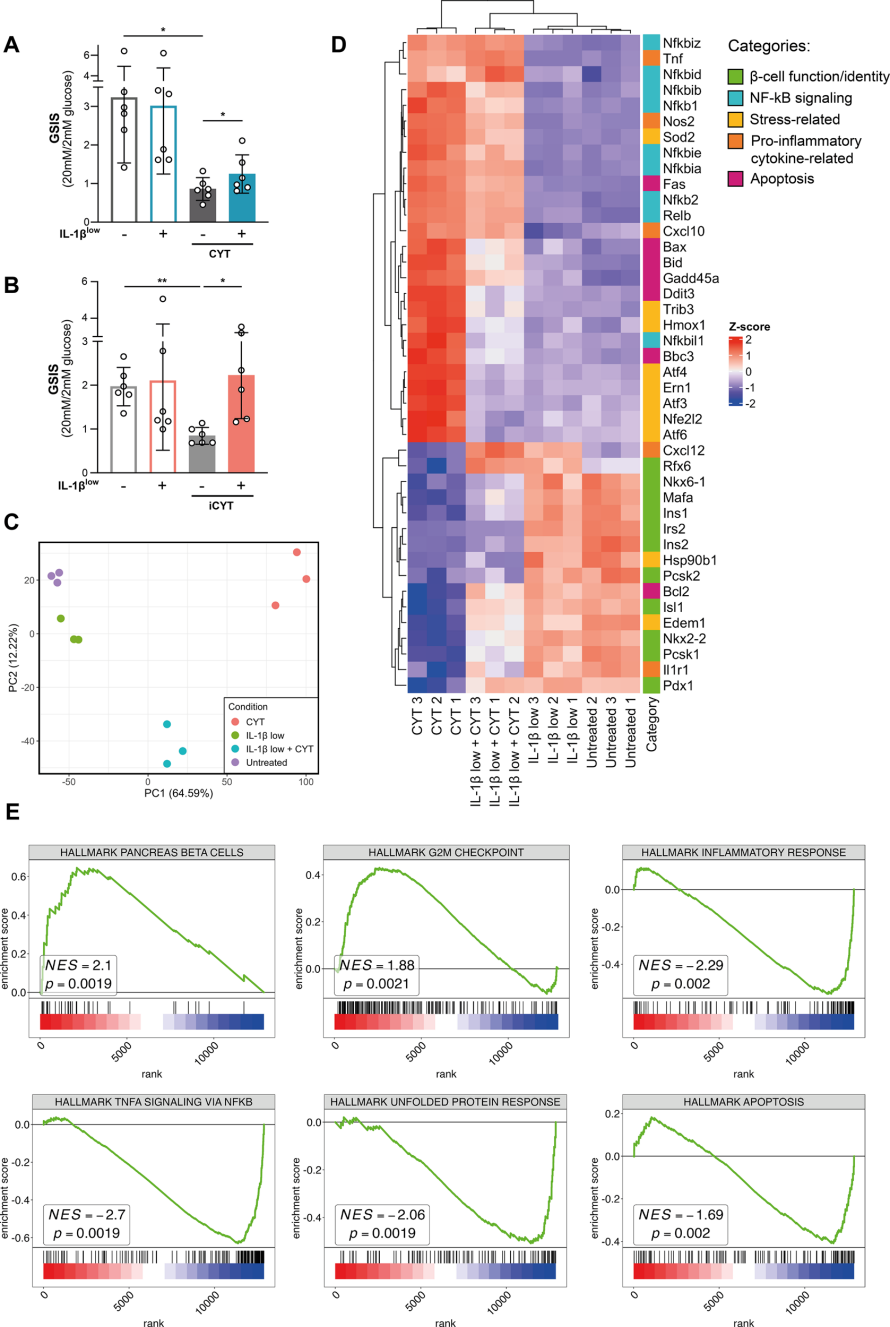
IL-1β^low^ helps preserve GSIS and modulates the transcriptomic profile. **A** INS-1E cells and **B** isolated mouse islets (5 IEQ/well) were preconditioned with IL-1β^low^ and then challenged or not with CYT (IL-1β 100 pg/ml + IFN-γ 5 ng/ml) or iCYT (IL-1β 100 pg/ml + IFN-γ 5 ng/ml + TNF-α 8 ng/ml), respectively. After 16 h, a glucose-stimulated insulin secretion (GSIS) assay was performed. Insulin levels in conditioned media were measured by ELISA. The insulin secretion index (20 mM/2 mM glucose) is expressed as mean ± SD, *n* = 6. (*) *p* < 0.05, (**) *p* < 0.01. **C**–**E** INS-1E cells were treated as in (**A**), and bulk RNA-seq was performed, *n* = 3. **C** Principal component analysis (PCA) of transcriptomic profiles shows distinct clustering by condition. Each point represents an individual sample, with the variance explained indicated on each axis. **D** Heatmap of log2CPM-normalized data (Z-score transformed), filtered to include differentially expressed genes (DEGs) identified from all pairwise comparisons. Colors indicate higher (red) and lower (blue) expression relative to the mean for a curated subset of these genes. Genes and samples were hierarchically clustered based on expression similarity. **E** Gene set enrichment analysis (GSEA) of IL-1β^low^-preconditioned INS-1E cells exposed to CYT, compared to CYT-challenged cells without preconditioning, using Hallmark gene sets: pancreatic β-cells, G2M checkpoint, inflammatory response, TNF-α signaling via NF-κB, unfolded protein response, and apoptosis. Normalized enrichment scores (NES) and p-values are shown for each pathway.

This finding is particularly significant as it underscores IL-1β^low^ ‘s protective role in preserving β-cell function in a cytokine-induced harmful environment, closely resembling the inflammatory microenvironment of islets in diabetes.

### RNA-seq reveals protective transcriptome modulation in IL-1β^low^-conditioned INS-1E cells challenged with cytotoxic cytokines

To identify the genetic mechanisms underlying phenotypic changes following IL-1β^low^ and CYT-treated cells conditioned with IL-1β^low^, we performed transcriptome analysis (Fig. 8C). We generated and sequenced bulk RNA-seq libraries from INS-1E cells subjected to these treatments, along with untreated and CYT-challenged cells as controls.

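INS-1E is an established rat insulinoma line that secretes insulin and serves as a β-cell model, and it was sequenced here in 4 groups of 3 libraries each. The groups were untreated cells, cells preconditioned with IL-1β low (10 pg/ml for 72 h), cells given the CYT challenge alone (100 pg/ml IL-1β with 5 ng/ml IFN-γ for 16 h), and cells preconditioned with IL-1β low before the same challenge (IL-1β low + CYT). The authors trimmed the reads with rfastp, aligned them to the rat genome mRatBN7.2 with Rsubread and counted them on genes with featureCounts. The deposited values are whole-number counts per gene symbol, without normalization. Total counts ran from 15812640 to 17835111 in untreated libraries (median 17179648) and from 15868003 to 19053194 in IL-1β low libraries (median 16514794). They ran from 17744203 to 19488861 in CYT libraries (median 18516437) and from 16648591 to 20246806 in IL-1β low + CYT libraries (median 16672185). The ribosomal RNA gene Rn45s took 9.31% ± 1.16 (SD, n = 12) of the counts and was the largest single gene in every library. Of 34034 gene symbols, 9813 had no count in any library. The paper's filter, CPM above 1 in at least 2 libraries, kept 14324 genes with 99.9% of the counts. These were scaled by TMM and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 12 libraries together, which left 8 residual degrees of freedom and gave a common biological coefficient of variation of 0.123. The paper used edgeR's exactTest. Its thresholds were kept, an adjusted p under 0.01 with an absolute log2 fold change above 0.6 for IL-1β low against untreated cells and above 1 elsewhere. Expression of a gene is given as TMM-normalized CPM, mean ± SD over the 3 libraries of a group. Counts of libraries of one group differed by 7.09 to 27.2 times the sampling noise (chi-square per degree of freedom), so no 2 libraries of one group held the same reads, and each was counted as 1 replicate, as it is labelled. An exact permutation test of 3 libraries against 3 cannot go below p = 0.1. The paper's text does not name the strand setting of the counting, so values of genes that overlap another gene are uncertain. Overlaps were taken from the RefSeq annotation of the assembly GRCr8, which holds 29433 of the symbols, and no positions are given because the mRatBN7.2 annotation was not used here.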

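Principal components were computed from the voom-transformed expression of the 14324 genes, centred but not scaled. PC1 carried 67.6% of the variance, PC2 12.3% and PC3 6.96%. On PC1, CYT libraries lay at 87.9 ± 9.45 (SD, n = 3) and untreated libraries at -56.6 ± 2.14 (SD, n = 3). IL-1β low libraries lay near the untreated ones at -46.6 ± 5.53 (SD, n = 3), and IL-1β low + CYT libraries lay between both ends at 15.3 ± 4.84 (SD, n = 3). PC2 set the IL-1β low + CYT libraries, at -39.6 ± 6.45 (SD, n = 3), apart from CYT libraries at 19.5 ± 9.38 and untreated libraries at 19.9 ± 1.48. The IL-1β low libraries had PC2 scores of 0.222 ± 4.13 (SD, n = 3). With genes scaled to unit variance, the setting that moved the shares most, PC1 carried 48.7% and PC2 19.3%. The distance between group means over all tested genes was largest between CYT and untreated libraries, at 145 log2 units. The distances from IL-1β low + CYT libraries to CYT and to untreated libraries came to 64.9% and 64.4% of it. In all 6 pairs of groups the real grouping gave the largest distance of the 10 possible splits of the 6 libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 allow).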

Principal component analysis reveals distinct clustering among experimental conditions, highlighting differences in transcriptional profiles. 

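The mean expression of IL-1β low cells lay 40.0 log2 units from that of untreated cells, which was 27.5% of the distance between CYT and untreated cells. Between single libraries of replicate numbers 1, 2 and 3 that share was 40.1%, 37.6% and 31.3% (SD 4.54, n = 3). Spread between libraries adds to such distances, so these shares are not estimates of the 27.5% and their SD is not its spread. The same spread also enters the distance of 40.0 between means, and a share without it was not estimated. Over the 500 genes with the largest variance, the alternative that moved the share of 27.5% most, it was 21.4%. Single untreated and IL-1β low libraries lay 47.3 to 67.0 log2 units apart, and libraries within either group 41.8 to 55.6. Between IL-1β low and untreated cells 62 of 14324 genes passed the thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 38 higher and 24 lower, and 1982 genes had an unadjusted p under 0.05. By ratio this count moved most with glmTreat, which tests against the fold change minimum itself and called 10 genes, and by number without a filter on low counts, where 229 passed. The paper's exactTest called 137 genes and DESeq2's Wald test 139. With the replicate number as a block, 141 genes passed, including the 62. The correlation of deviations from the group mean between same-numbered libraries of these groups was 0.0196. C3 rose from 0.0788 ± 0.0343 CPM to 9.19 ± 1.90 CPM, at least 50.4-fold, because untreated libraries held at most 3 counts of it (adjusted p = 1.7e-07 from the quasi-likelihood test). Cd74 had a log2 fold change of 5.03 (standard error 0.23, adjusted p = 4.1e-08) and Tmem176a one of 3.90 (standard error 0.31, adjusted p = 1.0e-05) in the same test. Among the genes that fell, Kcnn1 had a log2 fold change of -1.38 (standard error 0.17, adjusted p = 8.5e-04) and Tmem255a one of -1.35 (standard error 0.17, adjusted p = 9.7e-04). Of the 62 genes, 41 also passed in the same direction in CYT against untreated cells, and 52 in IL-1β low + CYT against untreated cells. These comparisons share the same untreated libraries, so part of the overlap can come from those libraries alone. The overlap without a shared response was not estimated.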

IL-1β^low^-treated cells exhibited a gene expression pattern similar to that of untreated cells. However, IL-1β^low^ preserved the expression of β-cell identity and functionality genes (*Rfx6*, *Nkx6-1*, *Ins1*, *Pdx-1*, *Mafa*, *Pcsk1*) in INS-1E cells that were subsequently exposed to a CYT challenge.

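CYT lowered each of the genes Rfx6, Nkx6-1, Ins1, Pdx1, Mafa and Pcsk1, and each was higher in IL-1β low + CYT than in CYT cells. Rfx6 was at 74.4 ± 3.57 CPM in untreated, 45.2 ± 9.13 in CYT and 121 ± 9.09 in IL-1β low + CYT cells (SD, n = 3). Its log2 fold change between IL-1β low + CYT and CYT cells was 1.42 (standard error 0.13, adjusted p = 9.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GRCr8 it overlaps other annotated genes. Pdx1 fell from 266 ± 3.64 to 103 ± 27.4 CPM with CYT and stood at 263 ± 34.8 CPM in IL-1β low + CYT cells, a log2 fold change of 1.35 (standard error 0.15, adjusted p = 6.6e-06 from the same test) over CYT cells. Ins1 went from 23994 ± 2894 CPM to 7197 ± 691 CPM with CYT and was at 11822 ± 1594 CPM in IL-1β low + CYT cells. That difference, 0.72 on the log2 scale (standard error 0.14, adjusted p = 6.2e-04), was under the paper's fold change minimum. Mafa was at 302 ± 33.9 CPM in CYT and 531 ± 70.5 CPM in IL-1β low + CYT cells, a log2 fold change of 0.81 (standard error 0.11, adjusted p = 3.0e-05), also under that minimum. Nkx6-1, at 10.2 ± 1.92 and 15.8 ± 1.63 CPM, had a log2 fold change of 0.65 (standard error 0.20) with an adjusted p of 0.015, above the 0.01 threshold. With the replicate number as a block its adjusted p was 0.0011. Pcsk1 was at 145 ± 19.8 CPM in untreated, 12.7 ± 1.85 in CYT and 51.7 ± 7.15 in IL-1β low + CYT cells. In IL-1β low cells without CYT, none of the 6 genes passed the thresholds, with log2 fold changes from -0.51 for Pcsk1 to 0.47 for Rfx6.

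**Figure D1:**
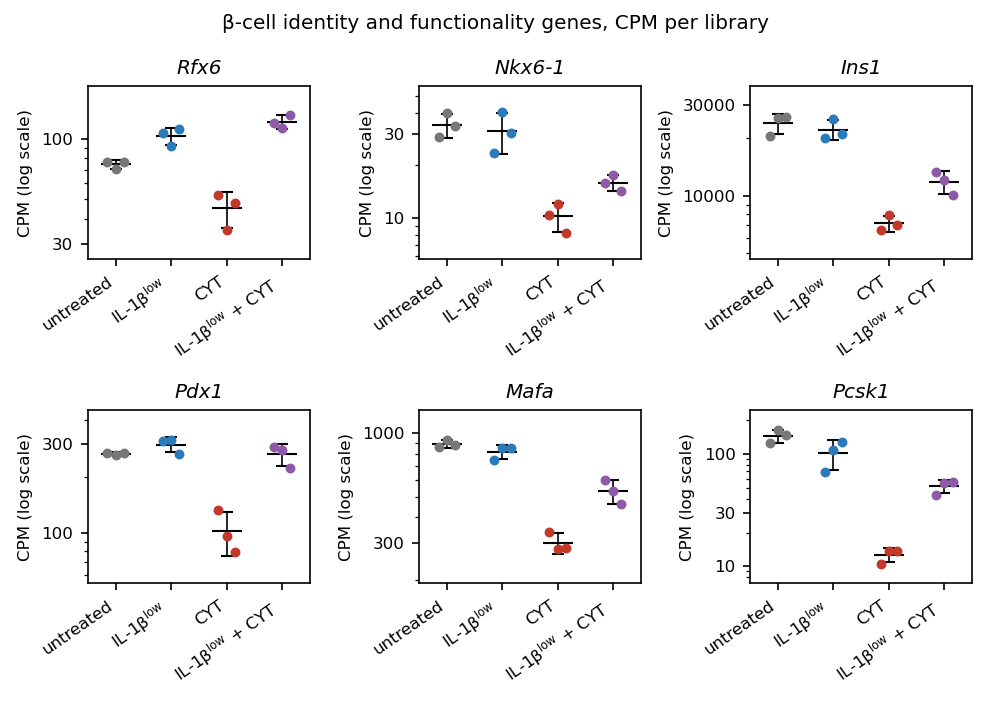
TMM-normalized CPM (log axis) of Rfx6, Nkx6-1, Ins1, Pdx1, Mafa and Pcsk1 in the 4 groups. Each point is 1 library, and the bars give mean and SD of the 3 libraries. For each gene the CYT group has the lowest mean, 45.2 CPM for Rfx6 and 12.7 CPM for Pcsk1.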

The CYT challenge induced significant transcriptional changes. However, IL-1β^low^-treated cells exhibited a distinct response to the proinflammatory challenge, displaying a transcriptional profile that set them apart from CYT-treated cells. 

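In CYT against untreated cells, 3096 of 14324 genes passed the thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1439 higher and 1657 lower. With the replicate number as a block 3246 genes passed, 3085 of them shared, where the correlation of same-numbered libraries of these groups was 0.0508. Nos2 rose at least 3119-fold, from at most 3 counts in any untreated library to 569 ± 142 CPM (SD, n = 3). Its pseudogene Nos2-ps1, which can share its reads, rose at least 188-fold. RT1-DMb rose at least 239-fold. The genes that fell furthest were Oxtr, with a log2 fold change of -6.14 (standard error 0.22, adjusted p = 3.5e-11), Kdr with -5.54 (standard error 0.47, adjusted p = 1.8e-07) and Cyp4a8-ps1 with -5.07 (standard error 0.37, adjusted p = 3.3e-08), from the same test.

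**Figure D2:**
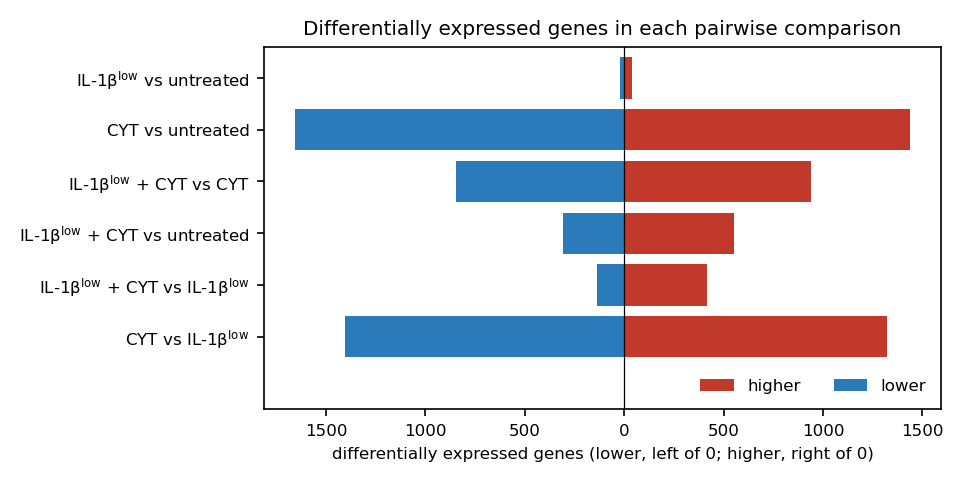
Number of differentially expressed genes in the 6 pairwise comparisons, with genes lower in the group named first drawn to the left of 0 and higher genes to the right. CYT against untreated cells has the most, 1439 higher and 1657 lower.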

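Between IL-1β low + CYT and CYT cells 1785 genes passed the thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 937 higher and 848 lower. With the replicate number as a block there were 1870, of which 1772 were shared, and the correlation of same-numbered CYT and IL-1β low + CYT libraries was 0.320. IL-1β low + CYT cells differed from untreated cells in 858 genes and from IL-1β low cells in 556. Of the 1439 genes that rose with CYT, 1344 were lower in direction in IL-1β low + CYT than in CYT cells, whether or not they passed. Between IL-1β low + CYT and CYT cells, 713 of the 1439 passed the thresholds as lower and 17 as higher. Of the 1657 that fell, 1586 were higher in direction, and 737 passed as higher and 3 as lower. The genes were chosen with the same CYT libraries, so the choice alone favours these directions. How many genes it would give without an effect of IL-1β low was not estimated. The median gene that rose with CYT kept 40.1% of its log2 change in IL-1β low + CYT cells (38.9%, 42.2% and 38.6% by replicate number, SD 2.00, n = 3). The median gene that fell kept 32.1% (38.4%, 37.7% and 19.9%, SD 10.5, n = 3). Measured against IL-1β low instead of untreated cells, the alternative that moved them most, these shares were 32.7% and 21.5%. With genes chosen without 1 replicate number, they were 39.5% and 29.1%. A further 155 genes passed in IL-1β low + CYT but not in CYT cells against untreated cells, 95 higher and 60 lower. The interaction between IL-1β low and CYT, the difference of the CYT response with and without preconditioning, passed the thresholds for 1530 genes and for 1767 with the block. The largest rises over CYT cells were a log2 fold change of 4.35 for Cyp4a8-ps1 (standard error 0.38, adjusted p = 7.6e-07) and one of 4.03 for LOC100909928 (standard error 0.45, adjusted p = 6.3e-06) in the same test. Rsad2 fell furthest, with a log2 fold change of -5.63 (standard error 0.40, adjusted p = 1.3e-07), from 93.6 ± 54.4 CPM in CYT to 1.88 ± 0.677 CPM in IL-1β low + CYT cells.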

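The apoptosis gene Ddit3 was at 13.0 ± 1.42 CPM in untreated, 299 ± 29.9 in CYT and 28.0 ± 7.90 in IL-1β low + CYT cells (SD, n = 3), a log2 fold change of -3.42 from CYT to IL-1β low + CYT cells (standard error 0.17, adjusted p = 1.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It overlaps Mars1 in GRCr8. Bbc3 and Bid had log2 fold changes of -1.61 (standard error 0.11) and -1.11 (standard error 0.11), with adjusted p of 6.0e-08 and 1.9e-06 in the same test. Fas went from 36.6 ± 7.57 to 19.1 ± 1.74 CPM, and its log2 fold change of -0.94 (standard error 0.14, adjusted p = 8.0e-05) was under the fold change minimum of 1. Without CYT replicate 1 it was -1.12 and passed. Fas also overlaps another annotated gene. Of the 9 NF-κB genes drawn in Fig. 8D only Nfkbil1, which overlaps Atp6v1g2, passed the minimum, at -1.35 (standard error 0.13, adjusted p = 1.6e-06). Nfkb1, Nfkb2 and Relb had log2 fold changes of -0.88, -0.79 and -0.55, with adjusted p of 4.3e-06, 8.7e-06 and 1.5e-04. All of them stayed above untreated cells, where the log2 fold change of IL-1β low + CYT cells was 1.07 for Nfkb1, 2.84 for Nfkb2 and 2.48 for Relb. Stress genes fell further, with log2 fold changes of -4.12 for Trib3, -2.36 for Hmox1 and -1.87 for Atf4. Atf6 and Nfe2l2 were at -1.09 and -1.05, and without CYT replicate 2 Nfe2l2 was at -0.98, under the minimum. Sod2 passed the minimum but dropped under it in 4 of the 6 fits that left out 1 library. Atf4, Atf6 and Nfe2l2 in IL-1β low + CYT cells did not pass against untreated cells (adjusted p = 0.18, 0.33 and 0.36 from the same test), whereas Trib3 and Sod2 stayed above them by log2 fold changes of 1.96 and 1.67 (adjusted p = 8.7e-04 and 2.1e-08). Hmox1 and Atf6 overlap other annotated genes. Nos2 was at 48.8 ± 13.7 CPM in IL-1β low + CYT cells, a log2 fold change of -3.54 from CYT cells (standard error 0.21, adjusted p = 2.8e-08), and overlaps another annotated gene. Tnf, Nfkbiz and Nfkbid did not fall. Nfkbid, one of the 9 NF-κB genes, was higher by a log2 fold change of 0.54 (adjusted p = 0.0067 from the same test), under the minimum. It overlaps Aplp1. Tnf rose from 8.00 ± 0.930 CPM in CYT to 17.4 ± 3.31 CPM in IL-1β low + CYT cells (log2 fold change 1.11, adjusted p = 3.4e-04). Without IL-1β low + CYT replicate 1 its log2 fold change was 0.93, under the minimum. Nfkbiz changed by 0.06 (standard error 0.14, adjusted p = 0.76).

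**Figure D3:**
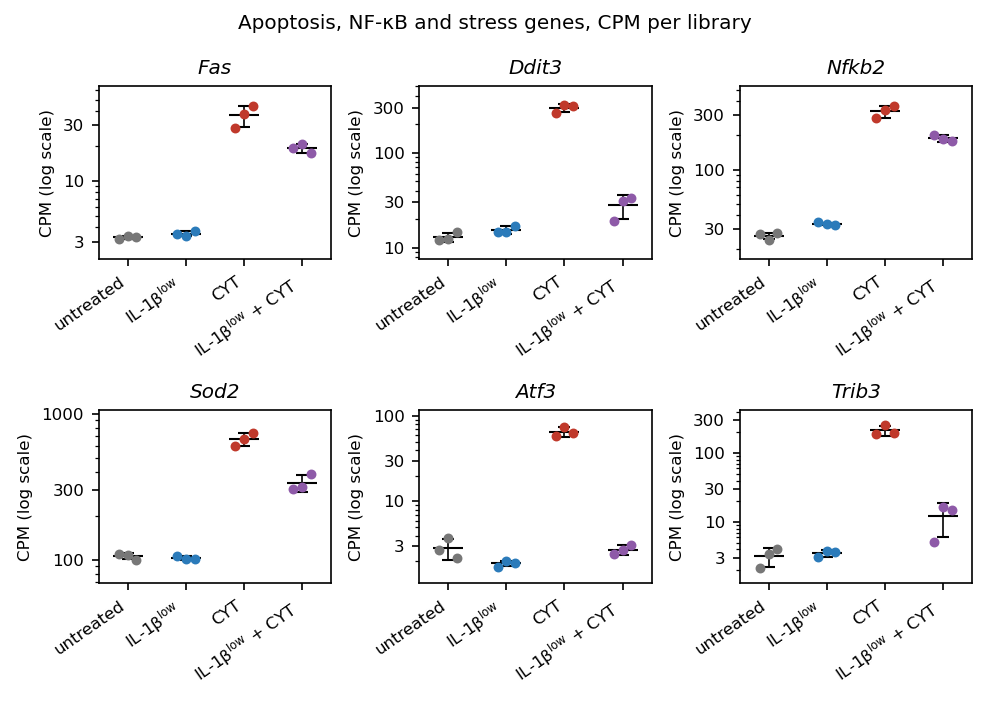
TMM-normalized CPM (log axis) of Fas, Ddit3, Nfkb2, Sod2, Atf3 and Trib3 in the 4 groups, with 1 point per library and bars for mean and SD of the 3 libraries. Ddit3 stood at 299 CPM with CYT and 28.0 CPM in IL-1β low + CYT cells, and Nfkb2 at 325 and 188 CPM.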

IL-1β^low^ treatment downregulated apoptosis-related genes (*Fas*, *Ddit3*, *Bid*, *Bbc3*), attenuated the expression of genes associated with NF-κB signaling (*Nfkb2*, *Relb*, *Nfkb1*, *Nfkbil1*) and cellular stress (*Sod2*, *Trib3*, *Hmox1*, *Atf4*, *Ern1*, *Atf3*, *Atf6*, *Nfe2l2*), and reduced the expression of cytokine-related inflammatory genes (*Nos2*). 

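Over all 6 pairwise comparisons 3718 genes passed the thresholds at least once, and 3913 with exactTest, the paper's test. All 42 genes drawn in Fig. 8D were among them under either test. In IL-1β low + CYT against CYT cells 23 of the 42 passed, and 37 had an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 38 with the adjustment over the 42 genes alone. In CYT against untreated cells 38 passed, and in IL-1β low against untreated cells 3. By the groups of Fig. 8D, the 9 NF-κB genes had a median log2 fold change of 1.95 with CYT and -0.55 between IL-1β low + CYT and CYT cells, 7 lower and 2 higher. The 10 stress-related genes had medians of 2.18 and -1.48, 8 lower and 2 higher. The 7 apoptosis genes had medians of 2.28 and -1.04, with Bcl2 as the gene that rose (log2 fold change 1.25, adjusted p = 1.3e-05 from the same test). The ratio of Bax to Bcl2 CPM was 6.87 ± 0.548 in untreated, 7.58 ± 1.08 in IL-1β low, 38.2 ± 6.08 in CYT and 10.1 ± 1.29 in IL-1β low + CYT cells (SD, n = 3). Bcl2 overlaps other annotated genes in GRCr8, so its values and this ratio are uncertain. The 5 genes related to pro-inflammatory cytokines had a median of 3.35 with CYT and 0.88 between IL-1β low + CYT and CYT cells, where Nos2 and Cxcl10 were lower and Tnf, Cxcl12 and Il1r1 higher. All 11 β-cell genes were higher in IL-1β low + CYT than in CYT cells, with a median log2 fold change of 0.81, and 5 passed. Irs2 changed least among them, by 0.16 (standard error 0.08, adjusted p = 0.12 from the same test).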

The heatmap of selected genes further supports our qPCR findings (Figs. 1, 3, 6).

Gene Set Enrichment Analysis (GSEA) evaluated the enrichment of selected Hallmark Gene Sets in IL-1β^low^-treated cells challenged with CYT, compared to those receiving the CYT challenge (Fig. 8E). 

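The Hallmark gene sets were not used here. Lists of genes written from general knowledge, fixed before the counts were read, were tested instead, so their scores are not those of Fig. 8E. They cover β-cell genes, the G2M phase, the unfolded protein response, NF-κB targets and apoptosis, and add S-phase, interferon response and p53 target genes. No list was made for the inflammatory response set. The 9 lists held 26 to 54 tested genes and were ranked, as in the paper, by the log2 fold change between IL-1β low + CYT and CYT cells and scored with fgsea, whose p comes from permutations of genes and was adjusted over the 9 lists by the Benjamini-Hochberg method. Genes are not independent replicates, so these p-values describe the ranking and not the spread between libraries. With the replicate number as a block, no list changed its direction or its side of the 0.05 threshold.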

IL-1β^low^-treated cells showed positive enrichment in the pancreas beta-cell gene set, suggesting an upregulation of genes that support β-cell phenotype. 

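The β-cell list had a normalized enrichment score (NES) of 2.16 (adjusted p = 5.2e-06 by fgsea's gene permutation) and the same score with the block. Of its 45 tested genes 38 were higher and 7 lower in IL-1β low + CYT than in CYT cells, with a median log2 fold change of 0.65, and 12 passed the thresholds. Its median was -1.03 in CYT against untreated cells and -0.30 in IL-1β low + CYT against untreated cells. The mean log2 expression of the list relative to untreated cells was -1.08 ± 0.122 in CYT and -0.39 ± 0.0501 in IL-1β low + CYT libraries (SD, n = 3).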

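The leading edge of the β-cell list, the genes before the maximum of the running score, held 25 of its 45 genes. Pcsk1 came at its top with a log2 fold change of 2.03 between IL-1β low + CYT and CYT cells (standard error 0.20, adjusted p = 2.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Isl1 followed with 1.90 (standard error 0.16, adjusted p = 5.6e-07 from the same test), ahead of Ffar1 with 1.81.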

Core enrichment genes, such as *Pcsk1* and *Isl1*, were identified as key contributors. 

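All 54 genes of the G2M list were higher in IL-1β low + CYT than in CYT cells, with a median log2 fold change of 0.75, and 14 passed the thresholds. The list had an NES of 2.39 (adjusted p = 1.2e-08 by fgsea's gene permutation), and 2.40 with the block. The S-phase list had an NES of 1.95 (adjusted p = 3.2e-04 by the same permutation), and 1.93 with the block, with 35 of 43 genes higher. Relative to untreated cells the mean log2 expression of the G2M list was -0.07 ± 0.0779 in IL-1β low, -1.01 ± 0.0489 in CYT and -0.28 ± 0.0734 in IL-1β low + CYT libraries (SD, n = 3). In CYT against untreated cells the G2M list had an NES of -2.38.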

A positive enrichment score for the G2M Checkpoint pathway suggests that IL-1β^low^-stimulated genes promote cell cycle progression, potentially enhancing proliferation or cell cycle regulation.

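Genes of the unfolded protein response were split into targets of the PERK and ATF4 arm and a list of other ER genes. The latter, named the ER chaperone list, held chaperones and folding enzymes. It also held genes that are neither, such as Xbp1, Herpud1, Sel1l and Sec61a1, so its score is not one of chaperones alone. All 29 genes of the PERK and ATF4 list were lower in IL-1β low + CYT than in CYT cells, with a median log2 fold change of -1.77, and 27 passed the thresholds. The list had an NES of -2.90 (adjusted p = 9.3e-18 by fgsea's gene permutation) with and without the block. The 32 genes of the ER chaperone list had an NES of -0.961 (adjusted p = 0.51 by the same permutation), or -0.952 with the block, and 19 were higher and 13 lower. Its leading edge held 7 genes, among them Herpud1, Sel1l and Xbp1. With camera in place of fgsea, the alternative that moved a list furthest, the direction of the chaperone list was up, with an adjusted p of 0.92. Atf3, which overlaps Garin4 in GRCr8, was at 65.2 ± 8.31 CPM in CYT and 2.74 ± 0.332 CPM in IL-1β low + CYT cells (log2 fold change -4.57, standard error 0.18, adjusted p = 1.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Chac1 went from 90.3 ± 8.40 to 10.1 ± 2.68 CPM, and Ern1 was at 57.8 ± 6.37 CPM in IL-1β low + CYT cells (log2 fold changes from CYT cells -3.15 and -2.24, adjusted p = 1.0e-08 and 5.4e-09 from the same test). Ern1, which overlaps the pseudogene Rps10-ps6, was in neither list.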

The UPR pathway exhibited negative enrichment in IL-1β^low^-treated cells, indicating reduced ER stress with *Atf3*, *Chac1*, and *Ern1* contributing to this effect. Other negatively enriched Hallmark gene sets included the inflammatory response, TNF-α signaling via NF-κB, and apoptosis pathways.

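The NF-κB list had an NES of -2.48 (adjusted p = 1.8e-08 by fgsea's gene permutation) with and without the block, and 30 of its 36 tested genes were lower in IL-1β low + CYT than in CYT cells. Of the 36, 18 passed the thresholds, 16 of them lower. The interferon response list had an NES of -2.61 (adjusted p = 1.1e-10 by the same permutation), or -2.60 with the block, with 34 of 41 genes lower. The apoptosis list had an NES of -1.94 (adjusted p = 6.4e-04), or -1.93 with the block, but 18 of its 33 genes were lower and 15 higher, with a median log2 fold change of -0.10. Its leading edge held 11 genes, among them Ddit3, Gadd45b, Hrk, Bbc3, Bid and Fas. The p53 target list had an NES of -1.96 (adjusted p = 5.6e-04) in both fits. From reduced expression of genes for inflammation, NF-κB signaling, ER stress and apoptosis together with preserved β-cell genes, the paper proposes that IL-1β low has a protective role under CYT.

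**Figure D4:**
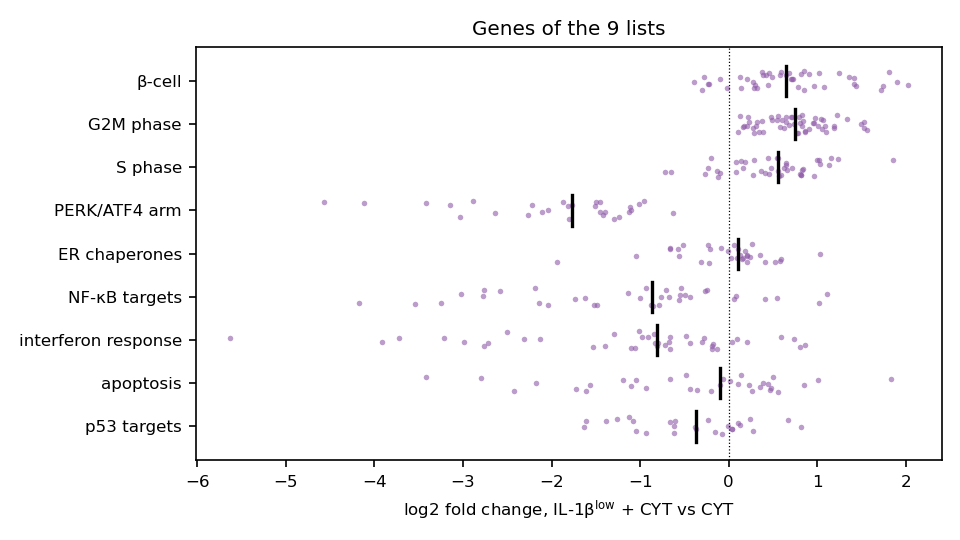
Log2 fold change between IL-1β low + CYT and CYT cells of each tested gene in the 9 lists. Each point is 1 gene, and the black line is the median of the list, which runs from -1.77 for the PERK and ATF4 arm to 0.75 for G2M.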

## Discussion

In this study, we show that IL-1β at basal physiological concentrations (IL-1β^low^), triggers a stress-response hormesis in vitro, strengthening pancreatic β-cell resilience and enhancing insulin secretion under inflammatory and cytotoxic conditions.

Priming β-cells with IL-1β^low^ activates survival mechanisms by modulating gene expression and promoting an adaptive response, reducing β-cell death/apoptosis triggered by pro-inflammatory cytokines in models mimicking the diabetic islet microenvironment. Interestingly, IL-1β^low^ did not induce a survival bias, as the number of cells remained unchanged after preconditioning, and no differences in cell death were observed between IL-1β-treated and control (untreated) cells.

β-cells exhibit a high density of IL-1R1 [31], prompting the question: why do these cells express abundant receptors that, when activated by their ligand, can initiate cell death? β-cells express components of the IL-1 signaling system, including IL-1α/β, IL-1R1, IL-1Ra, and IL-1R2, with the latter serving as a decoy receptor [25]. IL-1R1 knockout mice display impaired glucose tolerance and reduced insulin secretion [32]. Additionally, postprandial IL-1β secreted by macrophages contributes to blood glucose homeostasis [33]. Based on these observations, we investigated IL-1β priming’s effects on β-cells.

Prolonged inflammation disrupts the specialized phenotype of β-cells, leading to transdifferentiation and/or dedifferentiation [34]. This is clinically significant, as dedifferentiated β-cells are observed in patients with T1D and T2D, likely driven by chronic inflammation [35]. IL-1β (and/or TNF-α), combined with IFN-γ, disrupts cell function through NF-κB-regulated gene networks, ultimately leading to β-cell death. NF-κB-driven IL-1β transcriptional reprogramming reciprocally regulates chemokine and insulin secretion [36]. Cytokine-driven activation of the IKK complex triggers IκB phosphorylation, ubiquitination, and degradation, enabling NF-κB nuclear migration to induce inflammatory gene expression and mediators like iNOS [37, 38]. NO is a major driver of β-cell dysfunction and apoptosis [17, 18], impairs oxidative metabolism and insulin secretion, induces ER stress and activates signaling pathways culminating in β-cell apoptosis [11, 14]. However, depending on intracellular levels, NO can also suppress apoptosis via caspase-3-dependent DNA damage repair [20, 39–41].

We found that INS-1E cells preconditioned with IL-1β^low^ exhibited reduced NO secretion in response to CYT challenge (Fig. 1), mediated by suppression of the NF-κB signaling pathway, leading to decreased iNOS expression (Figs. 1, 2). Since CYT-induced NF-κB activation drives pro-apoptotic signaling in β-cells [14, 36], our findings suggest a protective role for IL-1β^low^ against CYT-induced cell death. We further assessed β-cell viability following IL-1β^low^ preconditioning and found that it significantly enhanced cell survival after both short-term and long-term CYT exposure (Fig. 3). A previous study reported a cytoprotective effect of IL-1β on β-cells. Research involving rat β-cells indicated that IL-1β may protect against necrosis caused by STZ or alloxan, although it did not protect against cytokine-induced apoptosis. This protection, however, came at the cost of β-cell phenotype integrity, mediated through an NO-dependent mechanism [42]. This apparent discrepancy with our results may be explained by the differences in experimental conditions. In this study, β-cells were exposed to very low concentrations (∼10 pg/ml) of IL-1β for 72 h. In contrast, the referenced study used higher IL-1β concentrations over a shorter exposure period.

While some studies dismiss a direct link between CHOP and cytokine-induced β-cell death [43], others highlight its key role in CYT-induced apoptosis, as its knockdown significantly reduces this effect in INS-1E cells [37]. Additionally, studies suggest that CHOP also has a pro-inflammatory function [44]. Consistently, CYT challenge led to increased CHOP expression levels. However, in IL-1β^low^-conditioned INS-1E cells, both CHOP and cleaved caspase-3 were downregulated. These findings align with previous research identifying CHOP as a key regulator of β-cell apoptosis. CHOP contributes to CYT-induced NF-κB-dependent pathways (*e.g*., NO production, induction of pro-apoptotic mediators) and regulates mitochondrial-mediated apoptosis (e.g., caspase-3) [37]. In addition to confirming CHOP’s relevance as a mediator in CYT-induced activation of the intrinsic apoptotic pathway, we provide new insights into how IL-1β^low^ attenuation of CHOP impacts β-cell survival under CYT/inflammatory challenge.

The UPR preserves cellular homeostasis under stress; however, excessive or prolonged ER stress compromises β-cell function and survival. β-cells rely on the ER and UPR machinery to process excess nutrients and ensure proper insulin folding and secretion [45]. Unresolved UPR contributes to T1D and T2D [3, 46]. The UPR cascade is initiated upon BiP dissociation by the autophosphorylation of PERK and IRE1, along with the proteolysis of ATF6 [47]. While XBP1 and ATF6 manage ER stress, their reduced expression may limit adverse effects, support metabolic adaptation, and mitigate inflammation. However, persistent ER stress can still lead to ATF4-mediated CHOP activation [48].

Cytokine-induced ER stress shifts β-cell energy priorities, promoting survival mechanisms at the expense of normal cellular functions, including protein folding, synthesis, and insulin secretion. However, exacerbated ER stress activates PERK/eIF2α/ATF4/CHOP pathway leading to β-cell dysfunction and apoptosis [1]. The PERK/p-eIF2α pathway plays a crucial role in cell survival under stress by reducing global protein synthesis while selectively translating specific mRNAs, such as ATF4, which can drive either pro-survival or pro-apoptotic responses depending on the cellular context [49].

Notably, IL-1β^low^ enhanced CYT-induced eIF2α phosphorylation in INS-1E cells, accompanied by reduced ATF4 and CHOP protein levels (Fig. 5). At the same time, IL-1β^low^ favored the expression of ER chaperones crucial for insulin folding, processing, and handling, such as BIP [50] and GRP94 [51], respectively. These findings suggest that IL-1β^low^ induces a distinct adaptive response and that its precise molecular mechanism requires further investigation. However, it clearly contributes to preserving β-cell integrity under pro-inflammatory cytokine-induced ER stress, with the pro-survival effects of the PERK/p-eIF2α pathway mediated through mechanisms involving ATF4/CHOP downregulation, although additional protective mechanisms cannot be ruled out. Future experiments should determine whether IL-1β^low^-induced PERK/p-eIF2α signaling promotes survival by reducing oxidative stress or enhancing autophagy while avoiding ATF4/CHOP upregulation [49, 52].

IL-1β^low^ mitigated the CYT-induced decline in β-cell identity and maturity markers (*e.g*., *Ucn3, MafA, Pdx-1*, and *GLUT2*) in both INS-1E cells and mouse islets (Figs. 6, 7) while preserving Pdx-1 and insulin expression (Fig. 6). This contrasts with previous reports suggesting that low concentrations of IL-1β drive β-cell dedifferentiation and dysfunction [53], possibly due to variations in its concentration and exposure duration.

IL-1β^low^ improved β-cell insulin secretion despite the acute impairment of glucose-stimulated insulin release by pro-inflammatory cytokines [9, 11, 14, 42, 54], with a stronger effect in isolated murine islets. This suggests IL-1β^low^ may also support other islet-resident cells, warranting further investigation into its broader islet benefits.

RNA-seq revealed a protective transcriptomic profile in IL-1β^low^-preconditioned INS-1E cells under CYT stimulation. DEGs showed preserved β-cell identity and reduced expression of inflammation, NF-κB signaling, ER stress, and apoptosis-related genes. IL-1β^low^ and IL-1β^low^ + CYT cells exhibited increased *Rfx6* gene transcript expression, encoding a protein essential for islet cell development and insulin production [55]. 

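Against untreated cells, Rfx6 had a log2 fold change of 0.70 in IL-1β low + CYT cells (standard error 0.13, adjusted p = 8.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In IL-1β low cells without CYT, at 103 ± 10.0 CPM (SD, n = 3), its adjusted p was 0.094 in the same test, and 0.0060 with the replicate number as a block, while its log2 fold change stayed under the minimum of 0.6. Leaving out each of the 6 libraries in turn moved that log2 fold change between 0.41 and 0.54.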

Mutations in *Rfx6* are associated with maturity-onset diabetes of the young [56], and its expression is dysregulated in human β- and α-cells in both T1D and T2D [57], while β-cell-specific *Rfx6* knockout mice exhibit impaired insulin secretion [58]. Isl1 regulates genes essential for β-cell differentiation and maturation, such as *Pdx-1* and *Slc2a2* (*GLUT2*) vital for β-cell function and glucose sensing, respectively [59]. 

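Isl1 was at 136 ± 17.7 CPM in untreated, 123 ± 16.6 in IL-1β low, 27.1 ± 7.11 in CYT and 101 ± 7.40 in IL-1β low + CYT cells (SD, n = 3). IL-1β low + CYT cells did not pass against untreated cells, with a log2 fold change of -0.43 (standard error 0.15, adjusted p = 0.061 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where CYT cells had one of -2.32 (standard error 0.16, adjusted p = 2.4e-08).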

IL-1β^low^-treatment preserved *Isl1* expression in INS-1E cells. The ER chaperone Edem1 supports insulin processing and β-cell function by mitigating ER stress [60]. 

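Edem1 was at 315 ± 3.16 CPM in untreated, 249 ± 24.9 in IL-1β low, 109 ± 9.77 in CYT and 222 ± 14.0 in IL-1β low + CYT cells (SD, n = 3). Its log2 fold change between IL-1β low + CYT and CYT cells was 1.03 (standard error 0.09, adjusted p = 7.6e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay just under the fold change minimum of 1 without the filter on low counts and in 3 of the 6 fits that left out 1 library. IL-1β low + CYT cells stayed below untreated cells by a log2 fold change of -0.51 (standard error 0.09, adjusted p = 7.8e-04).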

Additionally, GSEA indicates that IL-1β^low^ may enhance β-cell resilience by upregulating the cell cycle under inflammatory conditions. The enrichment of the G2M Checkpoint pathway may reflect an adaptive mechanism that counterbalances stress-induced β-cell loss by enhancing proliferative capacity or reinforcing cell cycle control. The observed negative enrichment in the UPR, inflammatory response, and apoptosis pathways indicates that IL-1β^low^ may reduce ER stress and inflammatory signaling, contributing to improved β-cell survival. The downregulation of genes involved in inflammation and cell death aligns with a protective role for IL-1β^low^ in modulating stress responses, ultimately fostering β-cell adaptation in a pro-inflammatory environment. qPCR validation of DEGs and GSEA-enriched genes in IL-1β^low^-treated cells is needed given their role in β-cell identity, function, and survival.

Collectively, we describe a novel aspect of IL-1β^low^’s effects on β-cells, highlighting its ability to induce gene expression changes, modulate ER stress and UPR. These changes enhance cellular resilience against inflammatory cytotoxic challenges triggered by cytokines. However, several questions remain to be addressed: 1) Does β-cell resilience result from a single adaptive molecular pathway in response to IL-1β^low^? 2) Could β-cell resilience be induced by other stress-inducing agents? 3) Since IL-1β^low^ induces an increase in p-eIF2α levels, and mammalian stress granules (SGs) are known to assemble in response to stress-induced p-eIF2α [61], could the β-cell response to IL-1β^low^ be associated with the protective effect mediated by SGs formation? and 4) Could IL-1β^low^’s effects be replicated in vivo?

Given that individuals genetically predisposed to T1D, T2D, obesity, or metabolic syndrome do not always progress to overt diabetes, it is plausible that, under certain conditions, β-cells activate protective defense mechanisms [6]. Our findings suggest that mild or transient stress induced by IL-1β^low^ can trigger such protective responses. Future research should focus on identifying novel hormesis inducers (hormetins) in β-cells and uncovering their mechanisms to develop therapies that enhance β-cell function and survival in diabetes.

## Materials and methods

### Reagents

Culture media, supplements and antibiotics were purchased from Gibco (Thermo Fisher Scien- tific, Carlsbad, CA, USA). Fetal bovine serum was obtained from Natocor (Córdoba, Argentina). Recombinant cytokines were purchased from R&D Systems (Minneapolis, MN, USA). Tauroursodeoxycholic acid (TUDCA), 5-methylisothiourea sulfate (SMT) and other analytical-grade reagents were purchased from Sigma-Aldrich.

### Animals

C57BL/6NCrl mice were bred in a controlled environment (20–22 °C, 12 h light–dark cycle) at the IIMT (Austral University-CONICET) animal facility and given *ad libitum* access to food and water. All procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals, Eighth edition (2011). The study was approved by the Animal Research and Care Committee (CICUAL #2023-03) at Austral University.

### INS-1E cell line

The rat β-cell line INS-1E (Prof. Wollheim, University Medical Centre, Geneva, Switzerland) was used between passages 63 and 90, and cultured at 37 °C in a humidified atmosphere containing 5% (vol./vol.) CO2 in complete RPMI 1640 culture medium [11 mM glucose, 10% (vol./vol.) heat-inactivated fetal bovine serum (FBS), penicillin (50 IU/ml), streptomycin (50 μg/ml), L-glutamine (2 mmol/l), 2-mercaptoethanol (50 μmol/l), HEPES (10 mmol/l) and sodium pyruvate (1 mmol/l)]. The presence of mycoplasma was periodically checked by PCR. INS-1E were seeded at a density of 11 × 10^3^ cells/cm^2^ in multiwell plates (Nunc, Thermo Scientific, Denmark) in complete medium.

### Mice islets isolation and culture

Islets (C57BL/6NCrl) were isolated by collagenase digestion and handpicked after density gradient centrifugation [62]. For standardization purposes, islets with a diameter of 100–125 μm were defined as one islet equivalent (IEQ). Islets were cultured on ultra-low attachment plates (Corning Costar, Kennebunk, ME, USA), at 37 °C in humidified atmosphere containing 5% (vol./vol.) CO2 in RPMI 1640 medium containing 5.5 mM glucose, 10% FBS, penicillin (50 IU/ml), streptomycin (50 μg/ml), L-glutamine (2 mmol/l) and HEPES (10 mmol/l) for 24 h prior to performing experiments.

### Hormesis induction by IL-1β treatment

INS-1E cells were conditioned with IL-1β 10 pg/ml for 72 h (IL-1β^low^), with fresh cytokine added every 24 h without replacing the culture media. Then, the culture media was renewed, and cells were challenged with a proinflammatory cytokine mixture (CYT: IL-1β 100 pg/ml + IFN-γ 5 ng/ml). When INS-1E cells were allowed to recover, CYT-containing media was removed after 16 h, followed by PBS washing and a 24 h incubation in CYT-free RPMI with 10% FBS before harvesting (24 h washout).

Mouse islets were treated with IL-1β, similar to INS-1E cells. After 72 h, the culture medium was refreshed, and the islets were challenged with a proinflammatory cytokine mixture (iCYT: IL-1β 100 pg/ml, IFN-γ 5 ng/ml, TNF-α 8 ng/ml) for 16 h. For recovery, the iCYT-containing medium was removed, and the islets cultured for 24 h, as with INS-1E cells. Alternatively, for GSIS experiments, islets were treated with IL-1β 10 pg/ml every 72 h, with media replaced each time IL-1β was added. After three IL-1β treatments, islets were challenged with iCYT for 16 h before starting the GSIS protocol.

### SDS-PAGE and Western blot

INS-1E cells were harvested on ice-cold PBS, washed and lysed in lysis buffer [50 mM Tris–HCl pH 7.4, 250 mM NaCl, 25 mM NaF, 2 mM EDTA, 0.1% Triton-X, protease inhibitors mix (Complete ULTRA, Roche)]. Protein concentration was determined using the BCA assay Kit (Pierce, Thermo Fisher Scientific, Carlsbad, CA, USA) and samples were stored at −20 °C. Proteins were separated by 8–12% SDS-polyacrylamide gel electrophoresis (SDS-PAGE), blotted onto nitrocellulose or PVDF membranes (GE-Healthcare, Amersham, UK) and incubated with primary antibodies: IκBα (#4814, 1:1000), p-IκBα (#9246, 1:1000), β-actin (#3700, 1:1000), ATF4 (#11815, 1:1000), CHOP (#2895, 1:1000), Cleaved caspase-3 (#9664, 1:1000), eIF2α (#2103, 1:1000), p-eIF2α (#9721, 1:1000), PDI (#3501, Cell Signaling Technology, Danvers, MA, USA, 1:1000); iNOS (#610332, BD Biosciences, San Jose, CA, USA, 1:1000), ORP150 (#ab124884, 1:1000), GRP94 (#ab13509, 1:1000), BIP (#ab21685, Abcam, Cambridge, MA, USA, 1:1000). Blots were incubated with HRP-conjugated secondary antibodies: Goat anti-Mouse IgG (H + L) (#62-6520; Thermo Fisher Scientific, Carlsbad, CA, USA, 1:5000) and Goat Anti-Rabbit IgG (H + L) (#BA1054, Boster Biological Technology, Pleasanton, CA, USA, 1:5000), followed by visualization using ECL (Supersignal; Thermo Fisher Scientific, Carlsbad, CA, USA).

### Immunofluorescent microscopy

INS-1E were cultured for 72 h on fibronectin-coated coverslips, treated as described in the figures, fixed by cold methanol and incubated with primary antibodies: monoclonal mouse anti-insulin (clone HB125); NFκB p65 (RelA, #sc-109, Santa Cruz Biotechnology, 1:60) or Pdx-1 (#5679, Cell Signaling Technology, Danvers, MA, USA, 1:100). Secondary antibodies were used at a 1:200 dilution: anti-mouse Alexa Fluor 488 or anti-rabbit Alexa Fluor 647 conjugated dye (Thermo Fisher Scientific, Carlsbad, CA, USA). Coverslips were mounted on slides with Mowiol and images were acquired on a NIKON Eclipse Ni microscope (Nikon, Tokyo, Japan). Image quantification was performed with Fiji software.

### Nitric oxide quantification

Nitrite levels were measured as an indicator of nitric oxide (NO) production using the Griess reagent (1% sulfanilamide and 0.1% naphthyl ethylenediamine dihydrochloride in 2.5% phosphoric acid) at 570 nm [14].

### Quantitative real-time PCR

Total RNA was extracted from INS-1E cells using TRIzol reagent (Thermo Fisher Scientific, Carlsbad, CA, USA) following the manufacturer’s instructions. Nucleic acid quantification and quality control were assessed with a NanoDrop One spectrophotometer (Thermo Fisher Scientific, Carlsbad, CA, USA). For cDNA synthesis, 1 μg of RNA was reverse-transcribed using RevertAid Reverse Transcriptase in the presence of RiboLock RNase Inhibitor (Thermo Fisher Scientific, Carlsbad, CA, USA) and oligo(dT) primers. All primers were designed using Primer3 and BLAST (NIH) (Supplementary Table 1). Real-time PCR was performed on an AriaMx Real-Time PCR Detection System (Agilent Technologies, Santa Clara, CA, USA), using Master Mix qPCR 2.0 Sybr Rox (Embiotec, BA, Argentina). Each reaction was carried out in triplicate, using HPRT as the normalization control. Relative gene expression was determined by the 2 − ΔΔCT method.

### Transient transfections and luciferase reporter assays

NF-κB transcriptional activity was evaluated by transfecting INS-1E cells with a plasmid containing multimerized NF-κB-binding sites linked to a minimal promoter upstream of the luciferase gene (κB-Luc promoter) [63]. ATF6 pathway activation was assessed using a reporter plasmid in which the firefly luciferase gene is driven by five copies of the ATF6 consensus binding site (5xATF6-LUC). To quantitatively measure XBP1 splicing, we employed a splicing-specific reporter plasmid where the firefly luciferase coding sequence is fused to the second ORF of unspliced XBP1 (XBP1u-LUC); luciferase expression occurs only upon IRE1-mediated splicing that removes the 26-nt intron. All transfections included a CMV-Renilla LUC expression vector for normalization.

Plasmids were transfected into INS-1E cells using Lipofectamine 3000 reagent (Thermo Fisher Scientific) in Opti-MEM medium following IL-1β^low^ conditioning. Thirty hours post-transfection, cells were challenged with pro-inflammatory cytokines. After treatment, cells were lysed and firefly and Renilla luciferase activities were sequentially measured using the Dual-Glo Luciferase Reporter Assay System (Promega) on a Centro LB963 luminometer (Berthold, Germany).

### Assessment of cell viability and apoptosis

For cell viability assays, INS-1E cells were seeded in 96-well plates. After treatment, the medium was replaced with fresh medium containing 0.5 mg/mL MTT (Thermo Fisher Scientific, Carlsbad, CA, USA). After 3 h at 37 °C, the medium was removed and replaced with 100 μL of acidified isopropanol (40 mM HCl), followed by incubation at room temperature for 15 min. Absorbance was measured at 570 nm [14].

For apoptosis assessment, INS-1E cells were seeded onto fibronectin-coated coverslips and treated as described in the figures. After treatment, cells were washed and stained with Hoechst 33342 (20 μg/ml) and propidium iodide (PI; 20 μg/mL) for 30 min at 37 °C. Coverslips were mounted on slides with Mowiol, and images were immediately acquired using a NIKON Eclipse Ni microscope (Nikon, Tokyo, Japan). The percentage of apoptotic cells was analyzed by two investigators blinded to the experiment using Fiji software. Additionally, apoptosis was evaluated by phosphatidylserine exposure analysis using PE-Annexin V and 7-AAD staining (BD Biosciences) according to the manufacturer’s instructions, followed by flow cytometry analysis (BD Accuri C6 Plus).

## Insulin quantification and glucose-stimulated insulin secretion (GSIS)

Insulin secretion from INS-1E and islets was quantified using a sandwich ELISA [14]. For GSIS, cells/islets were incubated in Krebs–Ringer phosphate buffer (KRB: 135 mmol/l NaCl, 0.5 mmol/L NaH2PO4, 3.6 mmol/l KCl, 0.5 mmol/L MgCl2, 1.5 mmol/L CaCl2, 5 mM NaHCO3, pH 7.4) supplemented with 10 mmol/L HEPES and 0.1% BSA. Cells/islets were first incubated in glucose-free medium for 2 h, followed by a 1-h incubation in fresh KRB-HEPES-BSA containing 2 mmol/l glucose. The supernatant was discarded, and cells/islets were incubated again in fresh KRB-HEPES-BSA with 2 mmol/L glucose. The supernatant was collected, and the cells/islets were subsequently incubated in KRB-HEPES-BSA with 20 mmol/l glucose for an additional 1 h before collecting the solution. Secreted insulin was normalized to total protein content in cell/islet lysates and stimulation index was calculated as the ratio of insulin released under high glucose versus low glucose condition. Protein concentration was determined using the BCA assay Kit (Pierce).

### RNAseq and bioinformatic analysis

Total RNA was extracted from INS-1E cells, and RNA sequencing (RNA-seq) libraries were prepared using the TruSeq RNA Library Prep Kit (Illumina). Sequencing was performed on the Illumina platform. Analyses were conducted in RStudio (R version 4.3.3) using Bioconductor packages. Raw sequencing reads underwent quality control using FastQC (version v0.11.9) to assess read quality [64]. Preprocessing, including adapter trimming and filtering of low-quality reads was performed using the rfastp package (version 1.12.0) [65]. The rat reference genome (mRatBN7.2, assembly GCF_015227675.2) was downloaded from NCBI and used to build a reference index with the Rsubread package (version 2.16.1) [66]. This index was subsequently used for read alignment. Read quantification was carried out with the featureCounts function from the Rsubread package, using the Rattus norvegicus gene annotation file (mRatBN7.2 GTF). The resulting count matrix was exported for further statistical analysis.

The edgeR package (version 4.0.16) was used to normalize sequencing counts and perform differential expression analysis between selected conditions [67]. To filter out lowly expressed genes, only genes with counts per million (CPM) > 1 in at least two samples were retained. Library sizes were recalculated, and normalization was performed using TMM (trimmed mean of M-values) normalization. Dispersion estimation was conducted, followed by the generation of a biological coefficient of variation (BCV) plot to assess variability across samples. For variance stabilization, the normalized expression data derived from the RNA-seq count matrix was voom-transformed using the limma package (version 3.58.1) [68]. The transformed matrix was subsequently used for principal component analysis (PCA).

The normalized count matrix was log2-transformed (log2-CPM) for heatmap generation. The heatmap was generated from a pre-filtered count matrix based on a list of differentially expressed genes (DEGs) that included all pairwise comparisons performed. DEGs were identified using exactTest, with different thresholds depending on the comparison: in IL-1β^low^-treated cells versus untreated cells, differentially expressed genes were selected using a false discovery rate (FDR) < 0.01 and |log2 fold change (log2FC)| > 0.6. This more permissive threshold was used because the untreated and IL-1β^low^-treated samples were highly similar, and the small differences between them required a less stringent log2FC cutoff to allow for the selection of statistically significant genes with low variation in expression. 

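Of the 72 genes with an adjusted p under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in IL-1β low against untreated cells, 33 had an absolute log2 fold change above 1. In CYT against untreated cells the threshold of 0.6 would have passed 5257 genes.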

For all other comparisons, a threshold of FDR < 0.01 and |log2FC| > 1 was applied.

GSEA (Gene Set Enrichment Analysis) was conducted using the msigdbr package (version 10.0.1) to obtain gene sets from the Hallmark Gene Set specific to the rat species (*Rattus norvegicus*). The ranked gene list, based on the log fold change (logFC) was used to perform the enrichment analysis with the fgsea package (version 1.28.0). The analysis aimed to identify pathways with significant positive or negative enrichment. Results were filtered to retain only those meeting a statistical significance threshold of *p* < 0.05. The gggsea package was used to visualize the GSEA results.

### Statistical analysis

Results are presented as mean ± SD. Comparison between groups was carried out using paired or unpaired Student ´s *t* test or ANOVA followed by Bonferroni ´s multiple comparison test, as appropriate. A *p* < 0.05 was considered to indicate a statistically significant difference. All statistical analyses were performed using GraphPad Prism version 10.2.3 Software.

## Supplementary information

supplemental material

uncropped original western blots

## Data Availability

RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE305828. The original data of Western blots are all shown in Supplementary Original Data. All other data generated or analyzed during this study are available from the corresponding author upon reasonable request.

# Supplementary material for: IL-1β priming triggers an adaptive stress response that enhances pancreatic β-cell resilience to subsequent cytotoxic inflammatory insult
**Source:** Cell Death Dis. 2025 Oct 21;16(1):744. doi: 10.1038/s41419-025-08059-0
**Supplement:** Supplementary file 1 — supplemental material

## Supplementary Information (SI)

### Cell Death and Disease

#### IL-1 $\beta$ priming triggers an adaptive stress response that enhances pancreatic $\beta$ -cell resilience to subsequent cytotoxic inflammatory insult

Carolina Sétula<sup>1,2</sup>, Ingrid Pensado-Evans<sup>1,2</sup>, Andrea Scelza-Figueredo<sup>1,2\*</sup>, Miranda Sol Orellano<sup>1,2\*</sup>, Ignacio Rodríguez-Valero<sup>1,2</sup>, Eduardo Spinedi<sup>3</sup>, Raghavendra G. Mirmira<sup>4</sup>, Luz Andreone<sup>1,2</sup> and Marcelo Javier Perone<sup>1,2‡</sup>

#### Supplementary Table 1. Primer sequences for qPCR

| Gene name    | Forward primer           | Reverse primer         | Target species |
|--------------|--------------------------|------------------------|----------------|
| iNOS         | CAGCTGGGCTGTACAAACCTT    | CATTGGAAGTGAAGCGTTTCG  | rat            |
| IL-1 $\beta$ | ACAAAAATGCCTCGTGCTGTC    | GTGCCGTCTTTCATCACACAG  | rat            |
| IL-1 $\beta$ | TTGAAGTTGACGGACCCCAA     | ATGTGCTGCTGCGAGATTTG   | mouse          |
| IL-1Ra       | CATCCTTCTGTTTCGTTCAAGATC | GAGCTGGTTGTTCTCAGGTAG  | rat            |
| IL-1Ra       | GGAAAAGACCCTGCAAGATGC    | GGATGCCCAAGAACACACTAT  | mouse          |
| IL-1R1       | ACTCCTGCTCTGATTTTCTTCC   | TCCAAACTGTCCCTCCAAGACC | rat            |
| IL-1R2       | GTGTGACTGAGGGGCTACAC     | CGTGGATTCTGTTGGCAACAC  | rat            |
| DP5          | GCCGTGGTGTACTTGGG        | GATTGTGCCAGAGCTTCACA   | rat            |
| PUMA         | AGTGCGCCTTCACCTTGG       | CAGGAGGCTAGTGGTCAGGT   | rat            |
| Bax          | GGCTGGACACTGGACTTCCT     | GGTGAGGACTCCAGCCACAA   | rat            |
| Bcl-2        | GATGACTGAGTACCTGAACCG    | CAGAGACAGCCAGGAGAAATC  | rat            |
| XBP1s        | GAGTCCGCAGCAGGTG         | GCGTCAGAATCCATGGGA     | rat            |
| XBP1t        | CACAGACTGCGCGAGATAGA     | CATCCCCAAGCGTGTCTTA    | rat            |
| Pdx-1        | CCCGAATGGAACCGAGACTG     | TGTAGGCTGTACGGGTCCTC   | rat, mouse     |
| MafA         | AAGCCGAGGAACCTTACCTGC    | TAGAGAAATAGCAGCGCGGG   | rat            |
| Ucn3         | GGAGTGGAGCGGTTTCCATA     | CATCAGCATCGCTCCCTGTA   | rat, mouse     |
| Ins1         | ACCTTTGTGGTCTCTACCTG     | AGCTCCAGTTGTGGCACTTG   | rat            |
| Ins2         | TGTGGTTCTCACTTGGTGGA     | CTCCAGTTGTGCCACTTGTG   | rat            |
| Ins1         | TGGACTATAAAGCTGGTGGGC    | TTGAAACAATGACCTGCTTGC  | mouse          |
| Ins2         | AGGACCCACAAGTGGCACAA     | GGTAGGCTGGGTAGTGGTGG   | mouse          |
| Glut2        | CTGGAGCCCTCTTGATGGG      | CCAGTCCTGAAATTAGCCAC   | rat, mouse     |
| Aldh1a3      | CCCTTCGATGCCAAAACGG      | CATTCTAGCTTGGCCCTTC    | mouse          |
| BiP          | ACCACCTATTCTGCGTCG       | GGTTGGACGTGAGTTGGTTC   | rat, mouse     |
| HPRT         | AGTCCCAGCGTCGTGATTAGCG   | GGGCCACAATGTGATGGCCTCC | rat, mouse     |

Supplementary figure 1

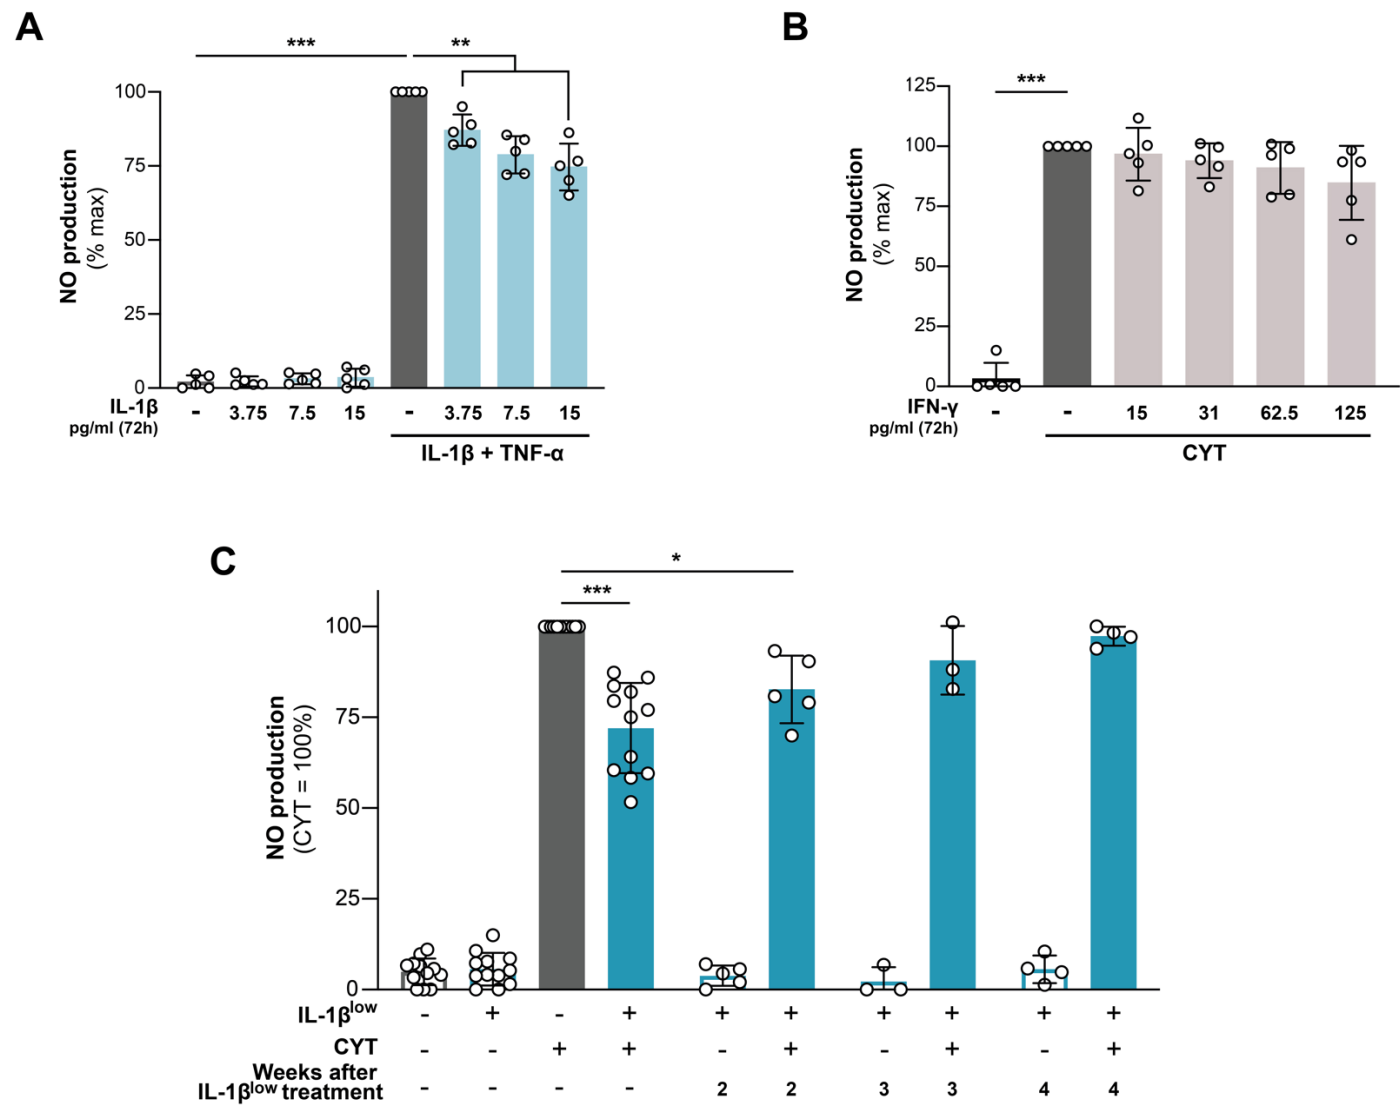

**Supplementary Figure 1: A.** INS-1E cells were treated for 72 h with IL-1β (3.75, 7.5 or 15 pg/ml as indicated) and subsequently challenged or not with IL-1β 100 pg/ml + TNF-α 8 ng/ml for 16 h, n=5.

**B.** INS-1E cells were treated for 72 h with IFN-γ (15, 31, 62.5 or 125 pg/ml as indicated) and subsequently challenged or not with or IL-1β 100 pg/ml + IFN-γ 5 ng/ml (CYT) for 16 h, n=5.

**C.** INS-1E cells were conditioned with IL-1β<sup>low</sup> and subsequently challenged or not with CYT for 16h. The CYT challenge was applied either immediately after IL-1β<sup>low</sup> treatment, or after 2, 3 or 4 weeks, n=3-5. During these intervals, cells were trypsinized two, three or four times, respectively. NO levels in the conditioned media were assessed by Griess reaction and normalized to total cell protein content. Data are shown as mean ± SD. (\*) p < 0.05, (\*\*) p < 0.01, (\*\*\*) p < 0.001.

## Supplementary figure 2

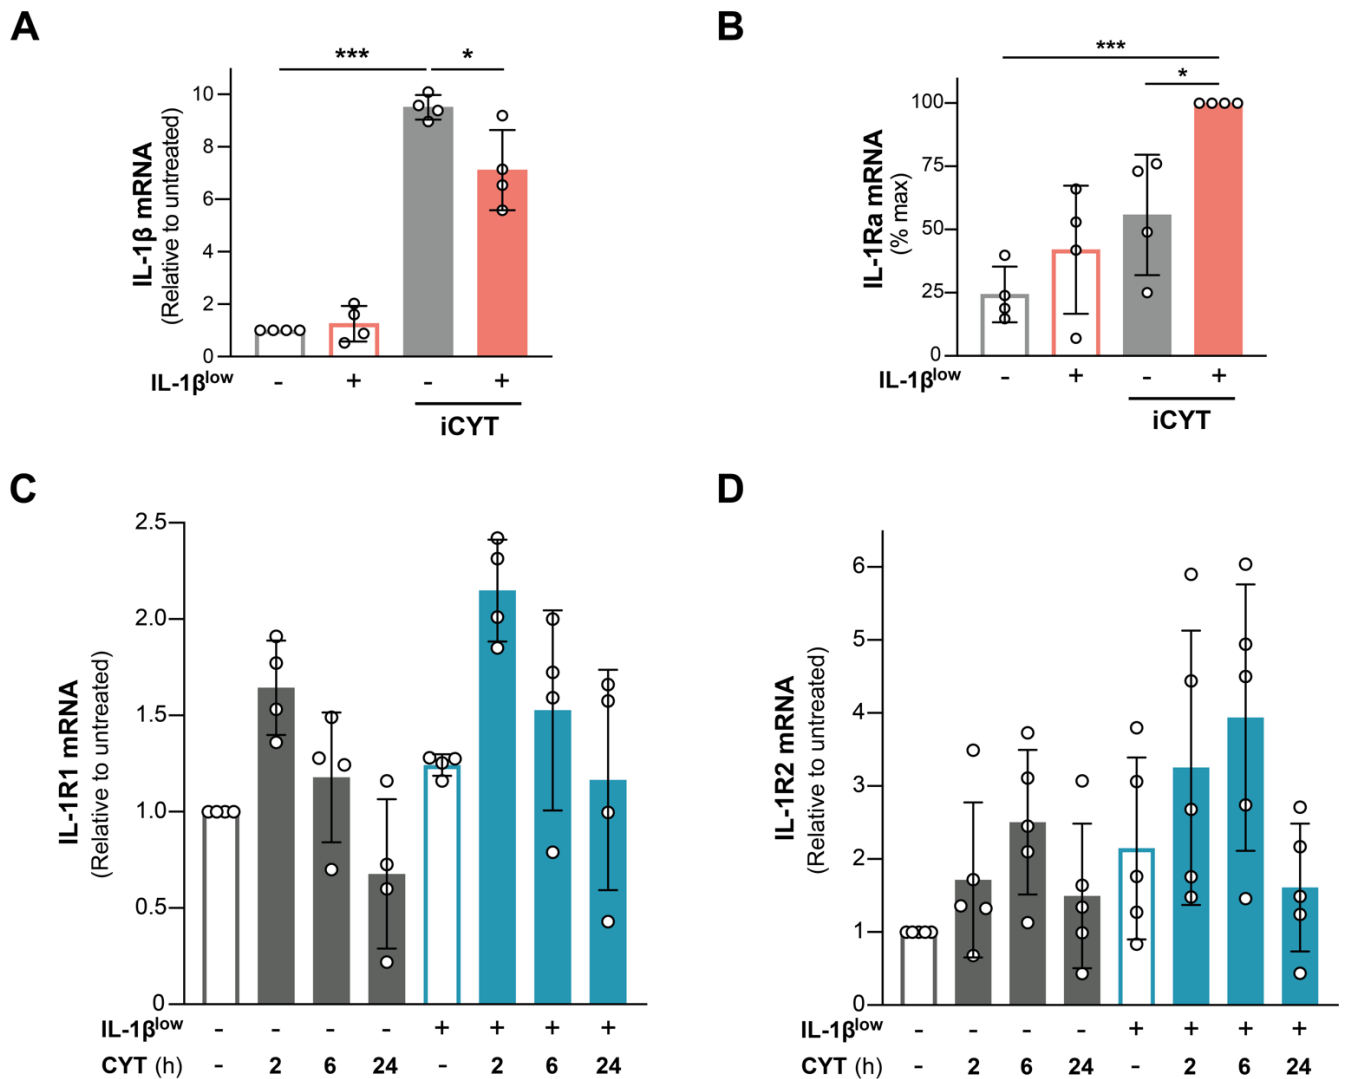

**Supplementary Figure 2: A-B.** Murine islets (50 IEQ/well) were conditioned for 72 h with IL-1β 10 pg/ml (IL-1β<sup>low</sup>) and subsequently challenged or not with IL-1β 100 pg/ml + IFN-γ 5 ng/ml + TNF-α 8 ng/mL (iCYT) for 16h. **A.** *IL-1β* mRNA and **B.** *IL-1Ra* mRNA expression were analyzed by RT-qPCR. Relative mRNA levels normalized to *HPRT*, n=4. **C-D.** INS-1E cells were conditioned for 72 h with IL-1β 10 pg/ml (IL-1β<sup>low</sup>) and subsequently challenged or not with IL-1β 100 pg/ml + IFN-γ 5 ng/ml (CYT) for the indicated times. **C.** *IL-1R1* mRNA and **D.** *IL-1R2* mRNA expression were analyzed by RT-qPCR. Relative mRNA levels normalized to *HPRT*, n=4-5. Data are shown as mean ± SD. (\*) p < 0.05, (\*\*\*) p < 0.001.

Supplementary figure 3

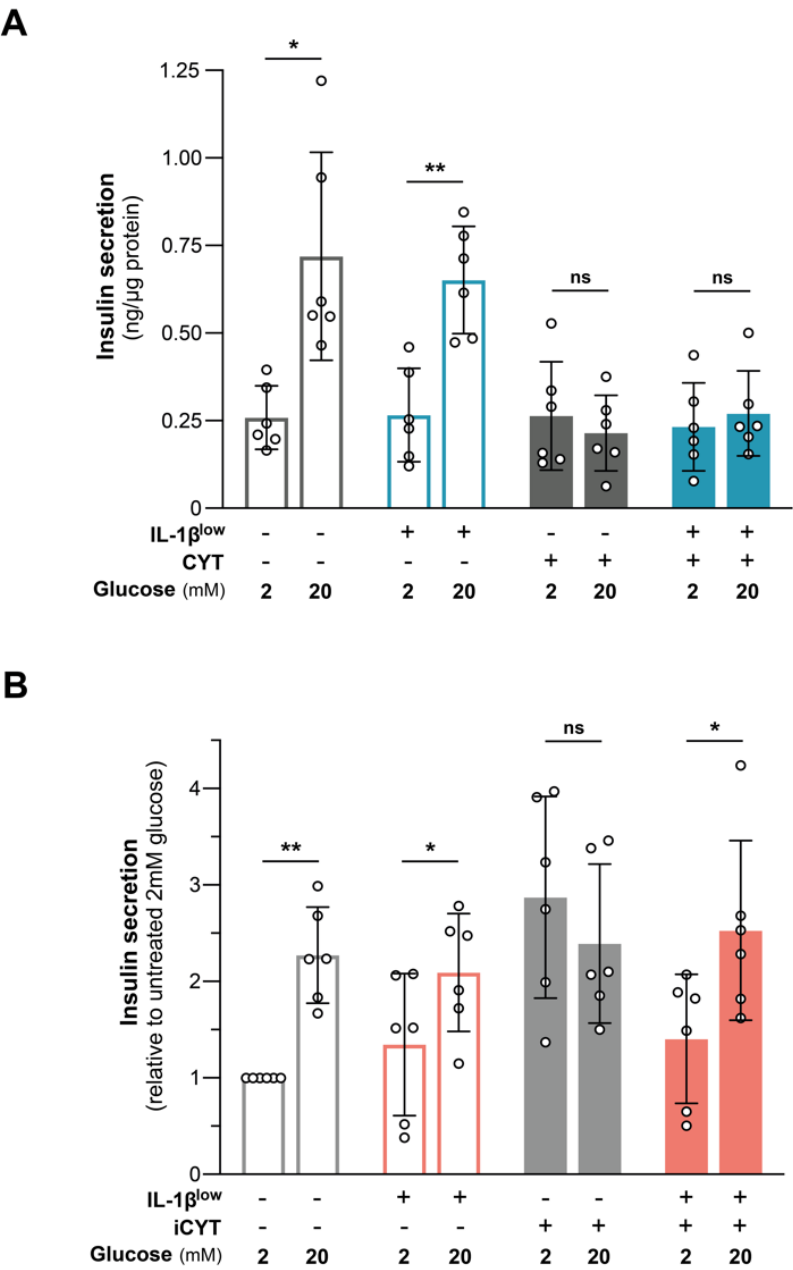

**Supplementary Figure 3: A.** INS-1E cells and **B.** isolated mouse islets (5 IEQ/well) were preconditioned with IL-1β<sup>low</sup> and then challenged or not with CYT (IL-1β 100 pg/ml + IFN-γ 5 ng/ml) or iCYT (IL-1β 100 pg/ml + IFN-γ 5 ng/ml + TNF-α 8 ng/ml), respectively. After 16h, a glucose-stimulated insulin secretion (GSIS) assay was performed. Insulin levels in the conditioned media of cells or islets cultured in low (2mM) or high (20 mM) glucose were measured by ELISA and normalized by total protein content. **A.** Insulin levels are presented as ng/μg protein, n=6. **B.** Due to inter-experimental variability in absolute insulin levels, insulin secretion is shown relative to that of untreated islets under 2mM glucose stimulation, n=6. Data are shown as mean ± SD. (\*) p < 0.05, (\*\*) p < 0.01, (ns) not significant.

# Supplementary material for: IL-1β priming triggers an adaptive stress response that enhances pancreatic β-cell resilience to subsequent cytotoxic inflammatory insult
**Source:** Cell Death Dis. 2025 Oct 21;16(1):744. doi: 10.1038/s41419-025-08059-0

iNOS – figure 1F

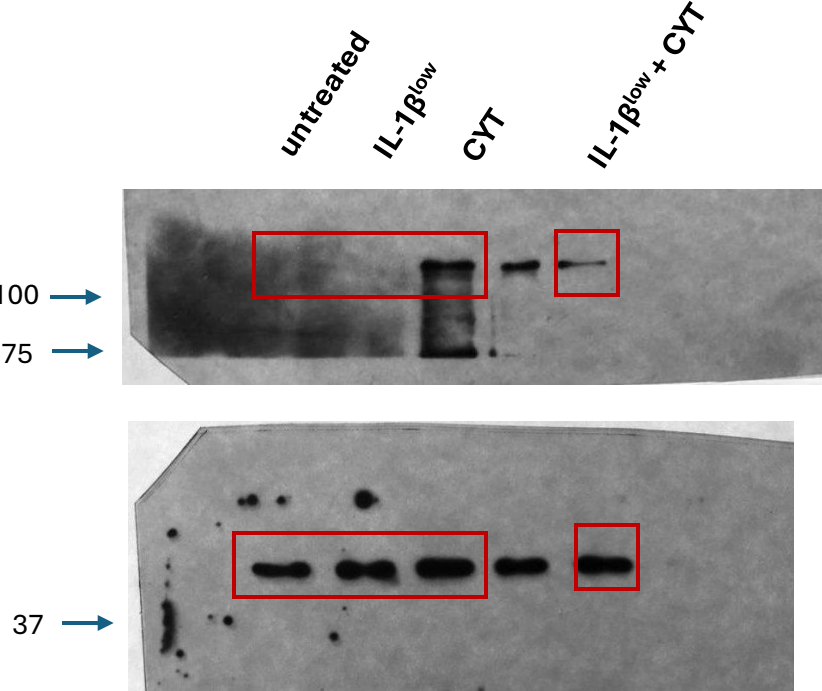

iNOS  
130 kDa

$\beta$ -actin  
42 kDa

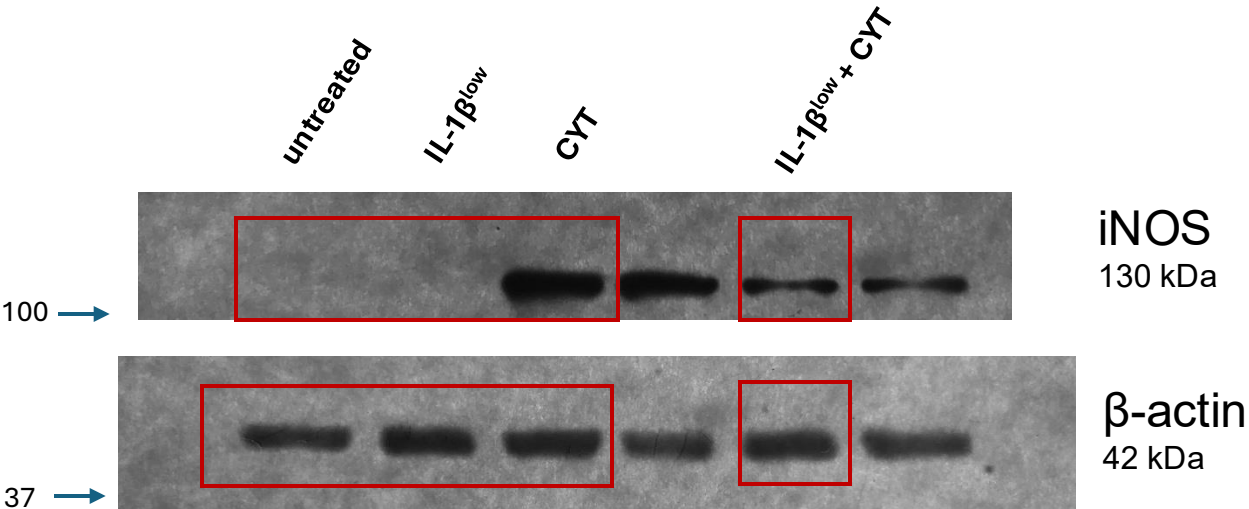

iNOS  
130 kDa

$\beta$ -actin  
42 kDa

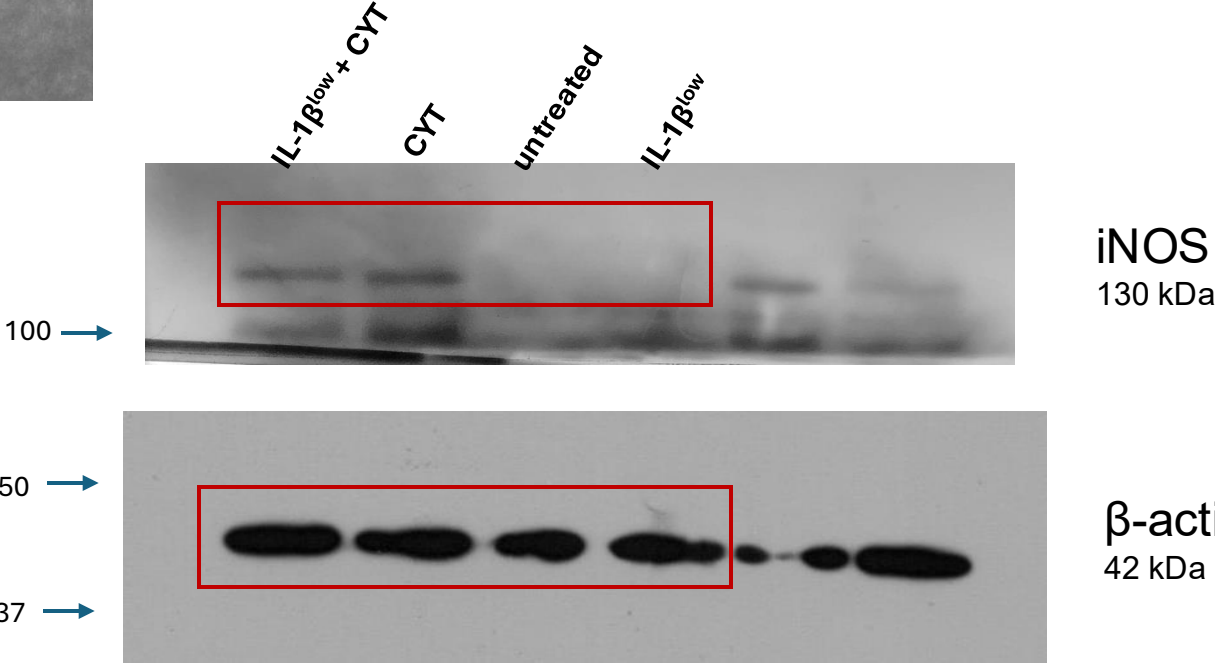

iNOS  
130 kDa

$\beta$ -actin  
42 kDa

IκBa and p-IκBa - figure 2A

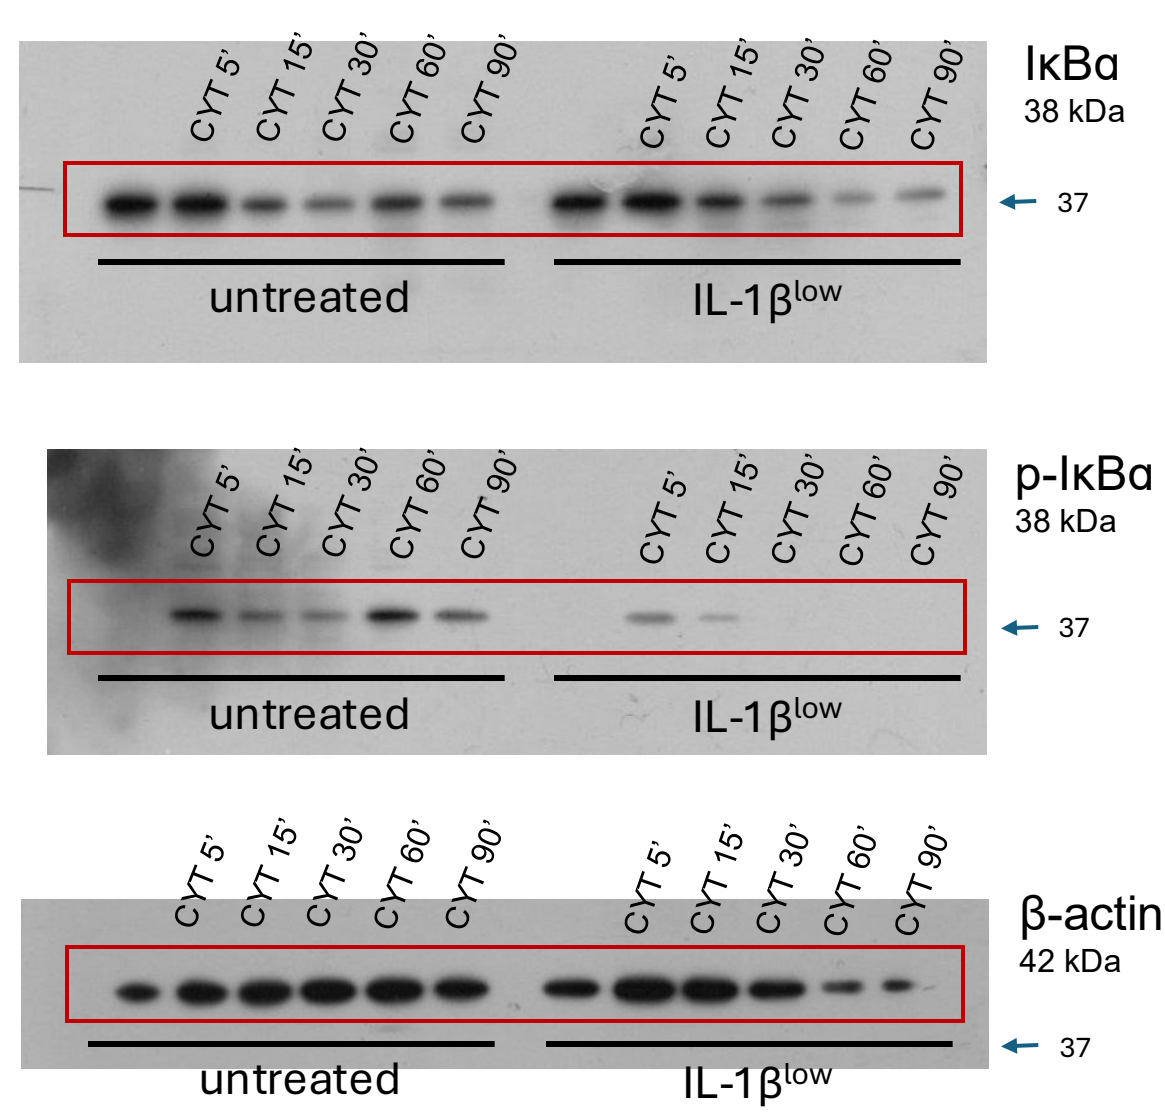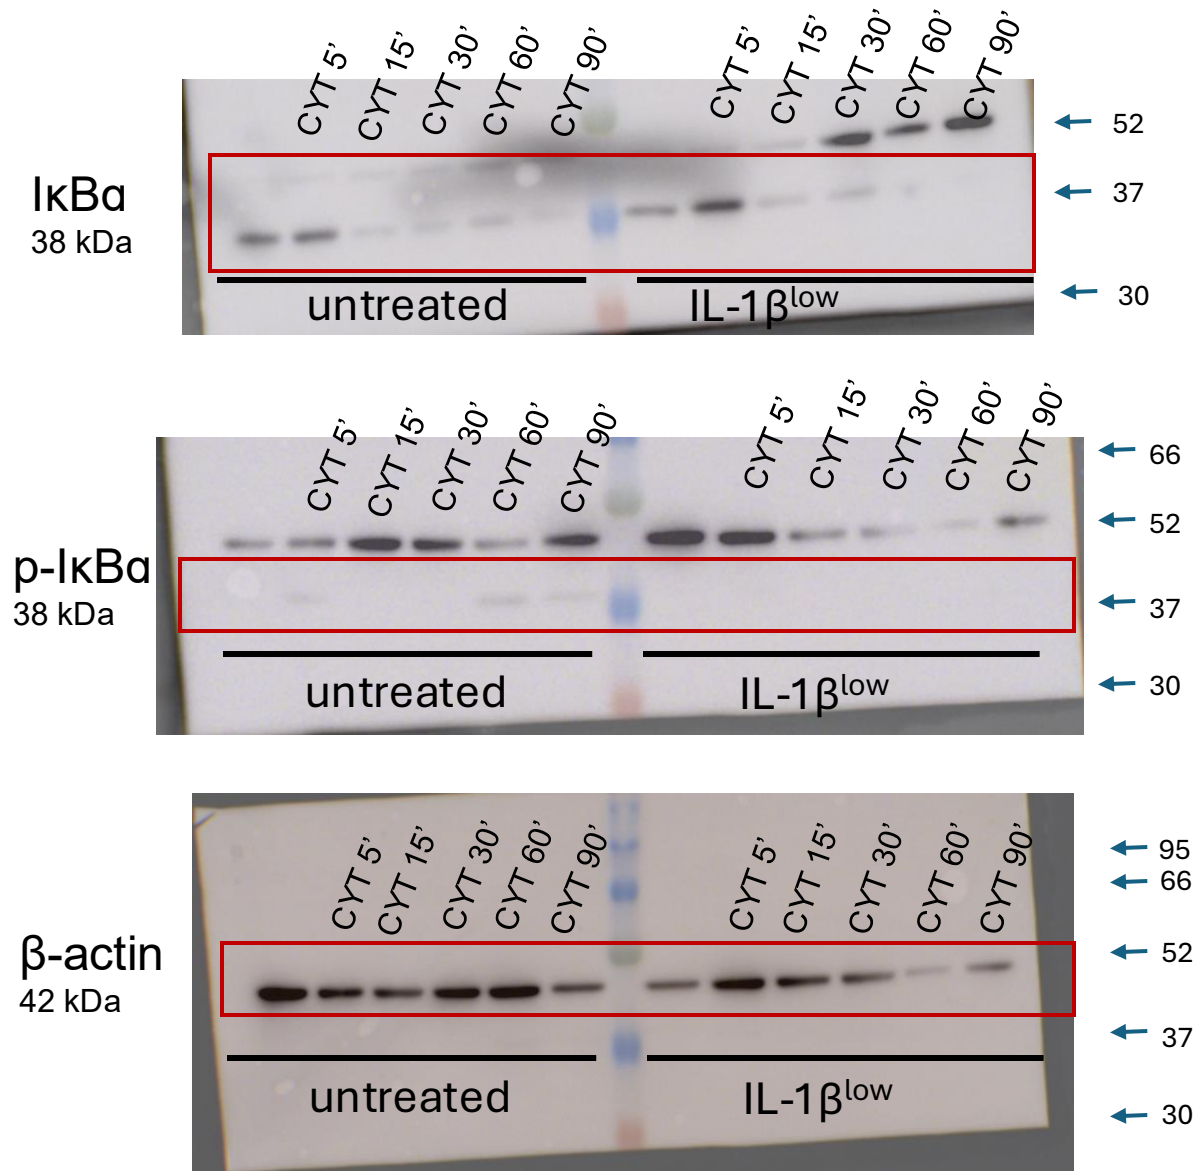

IκBa and p-IκBa - figure 2A

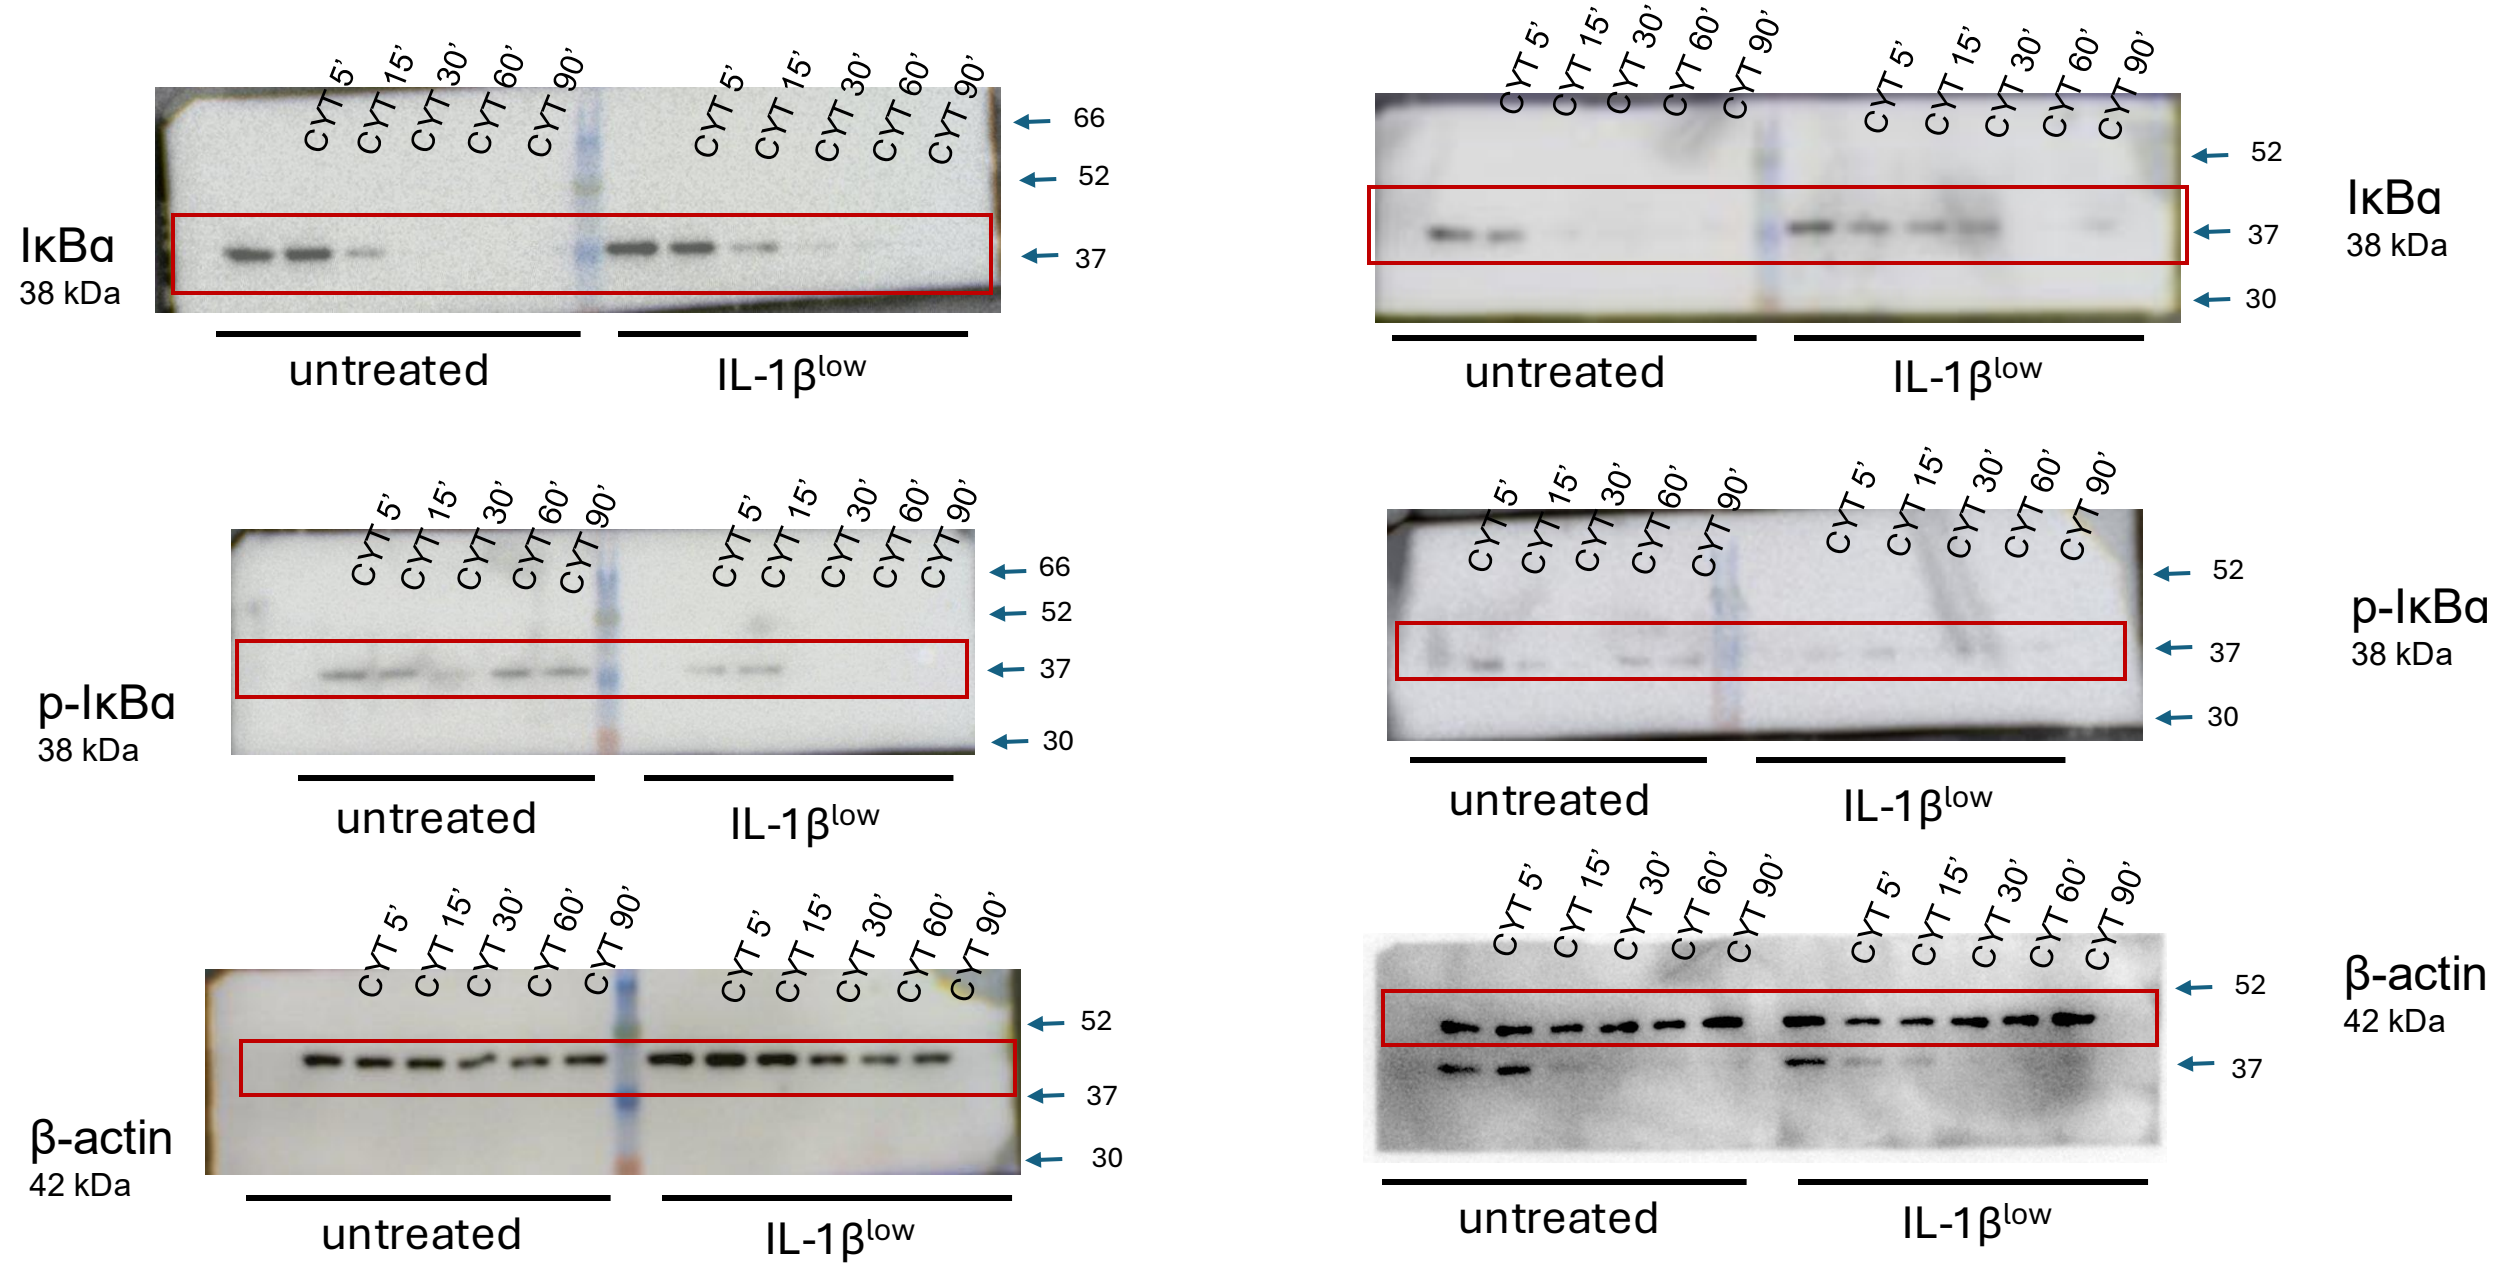

IκBa and p-IκBa - figure 2A

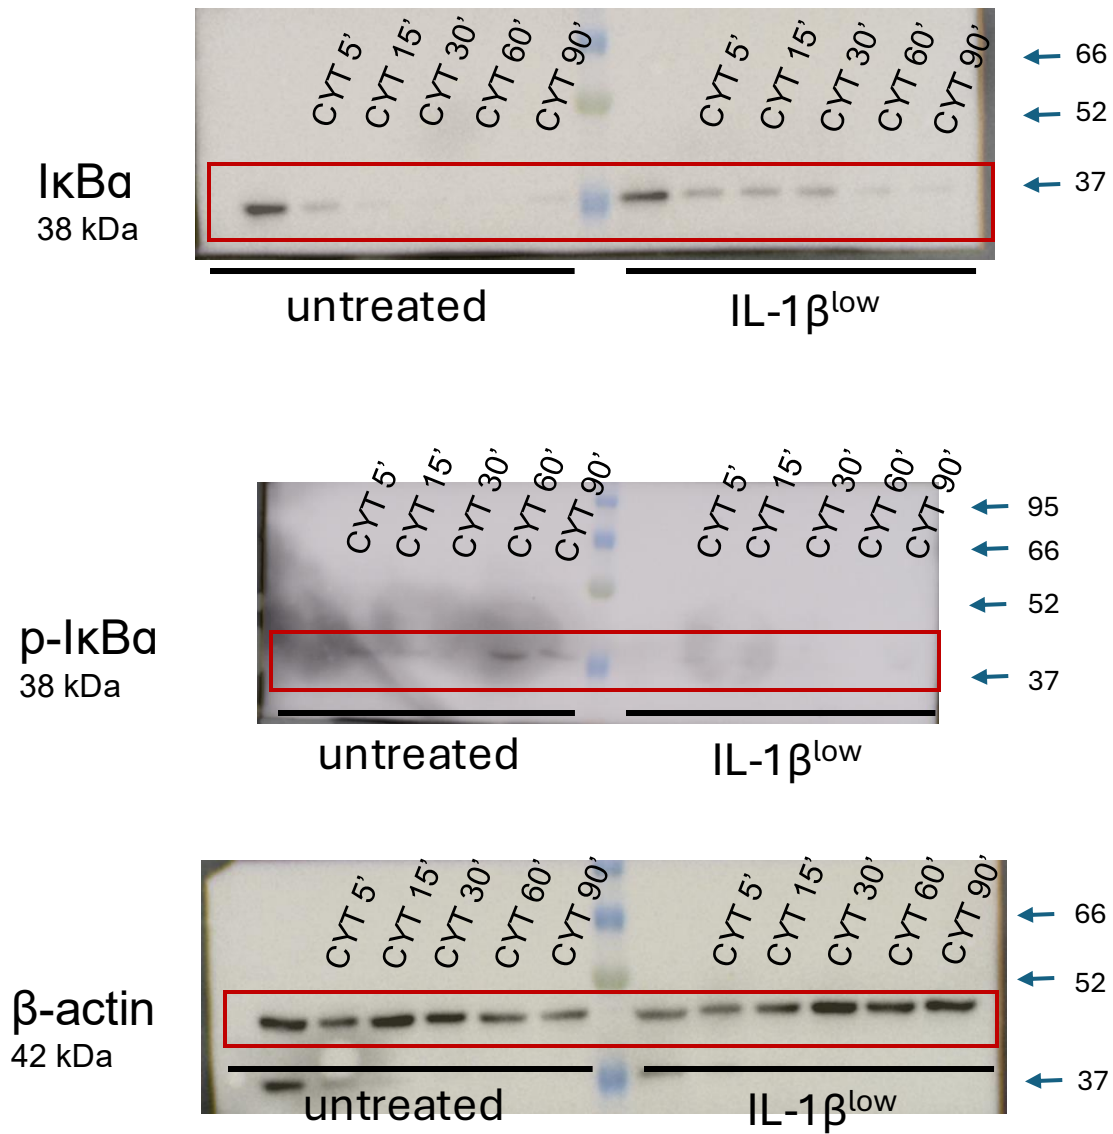

CHOP – figure 3H

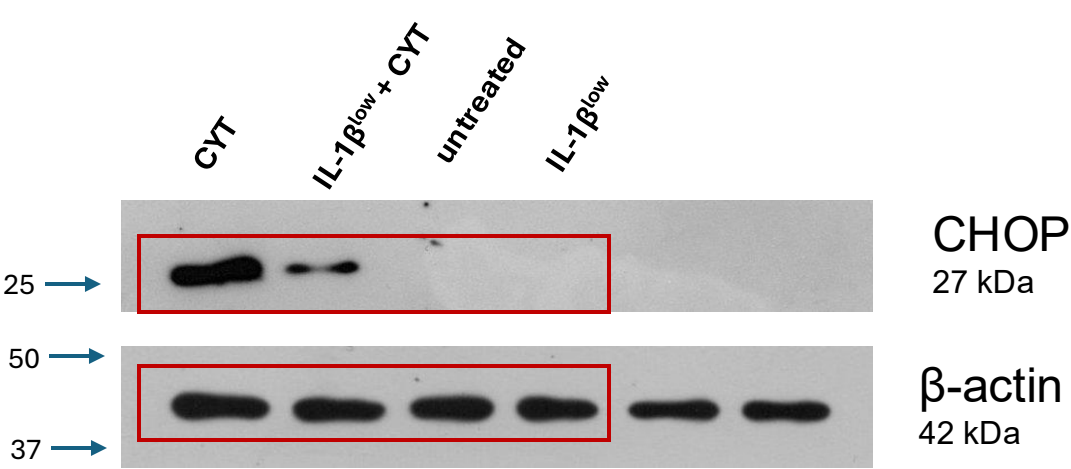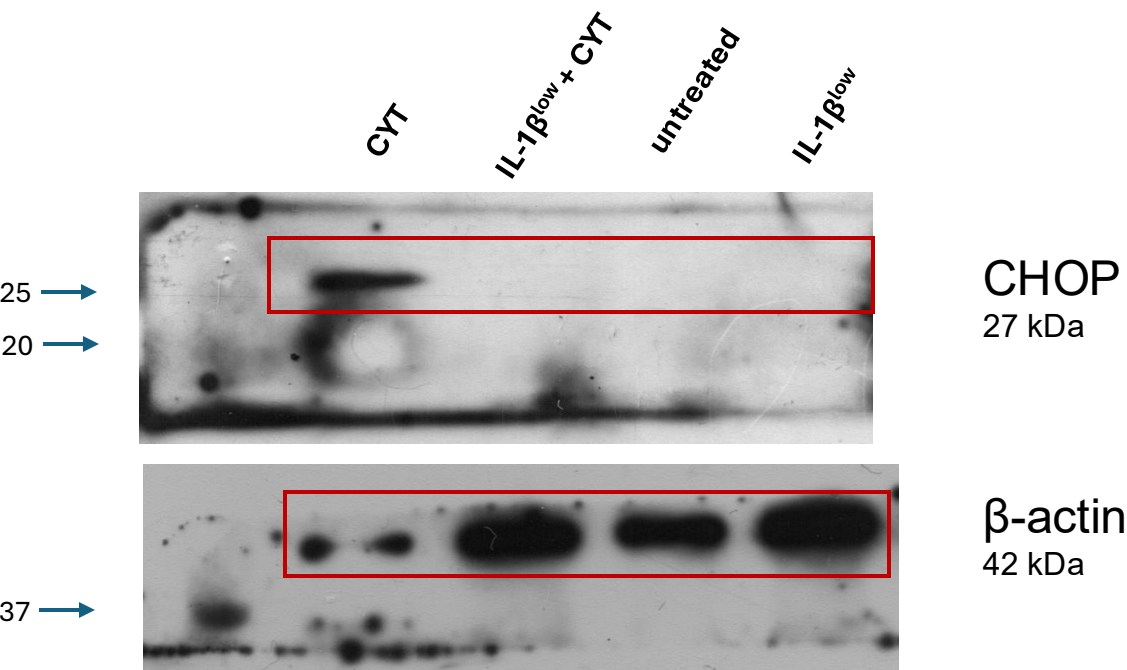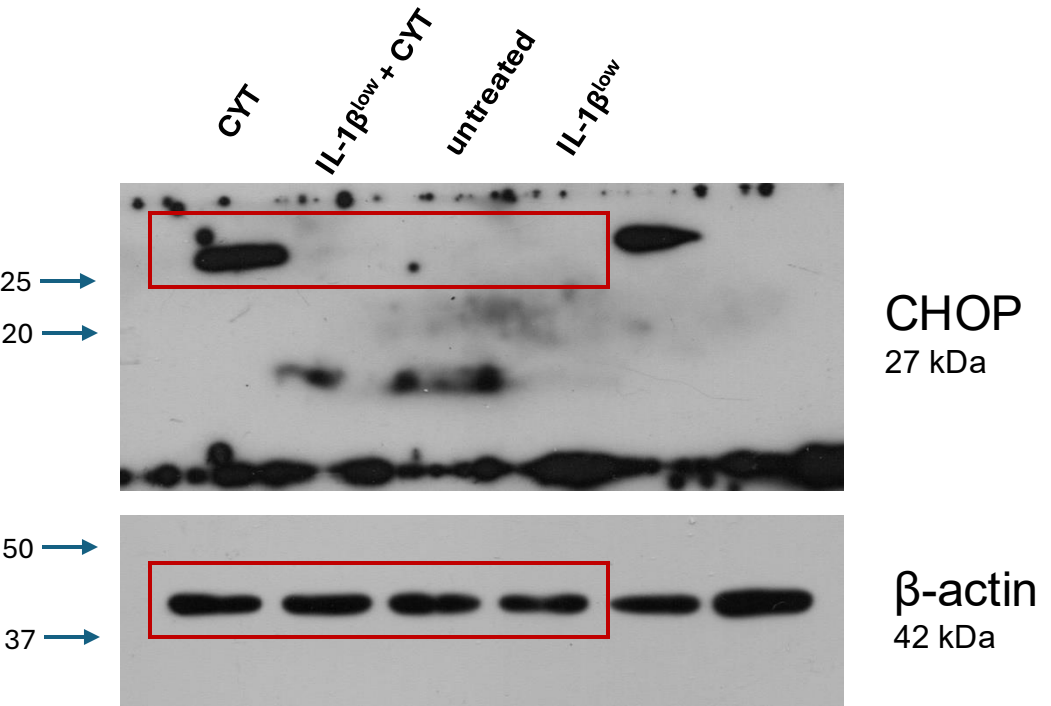

cleaved caspase-3 – figure 3H

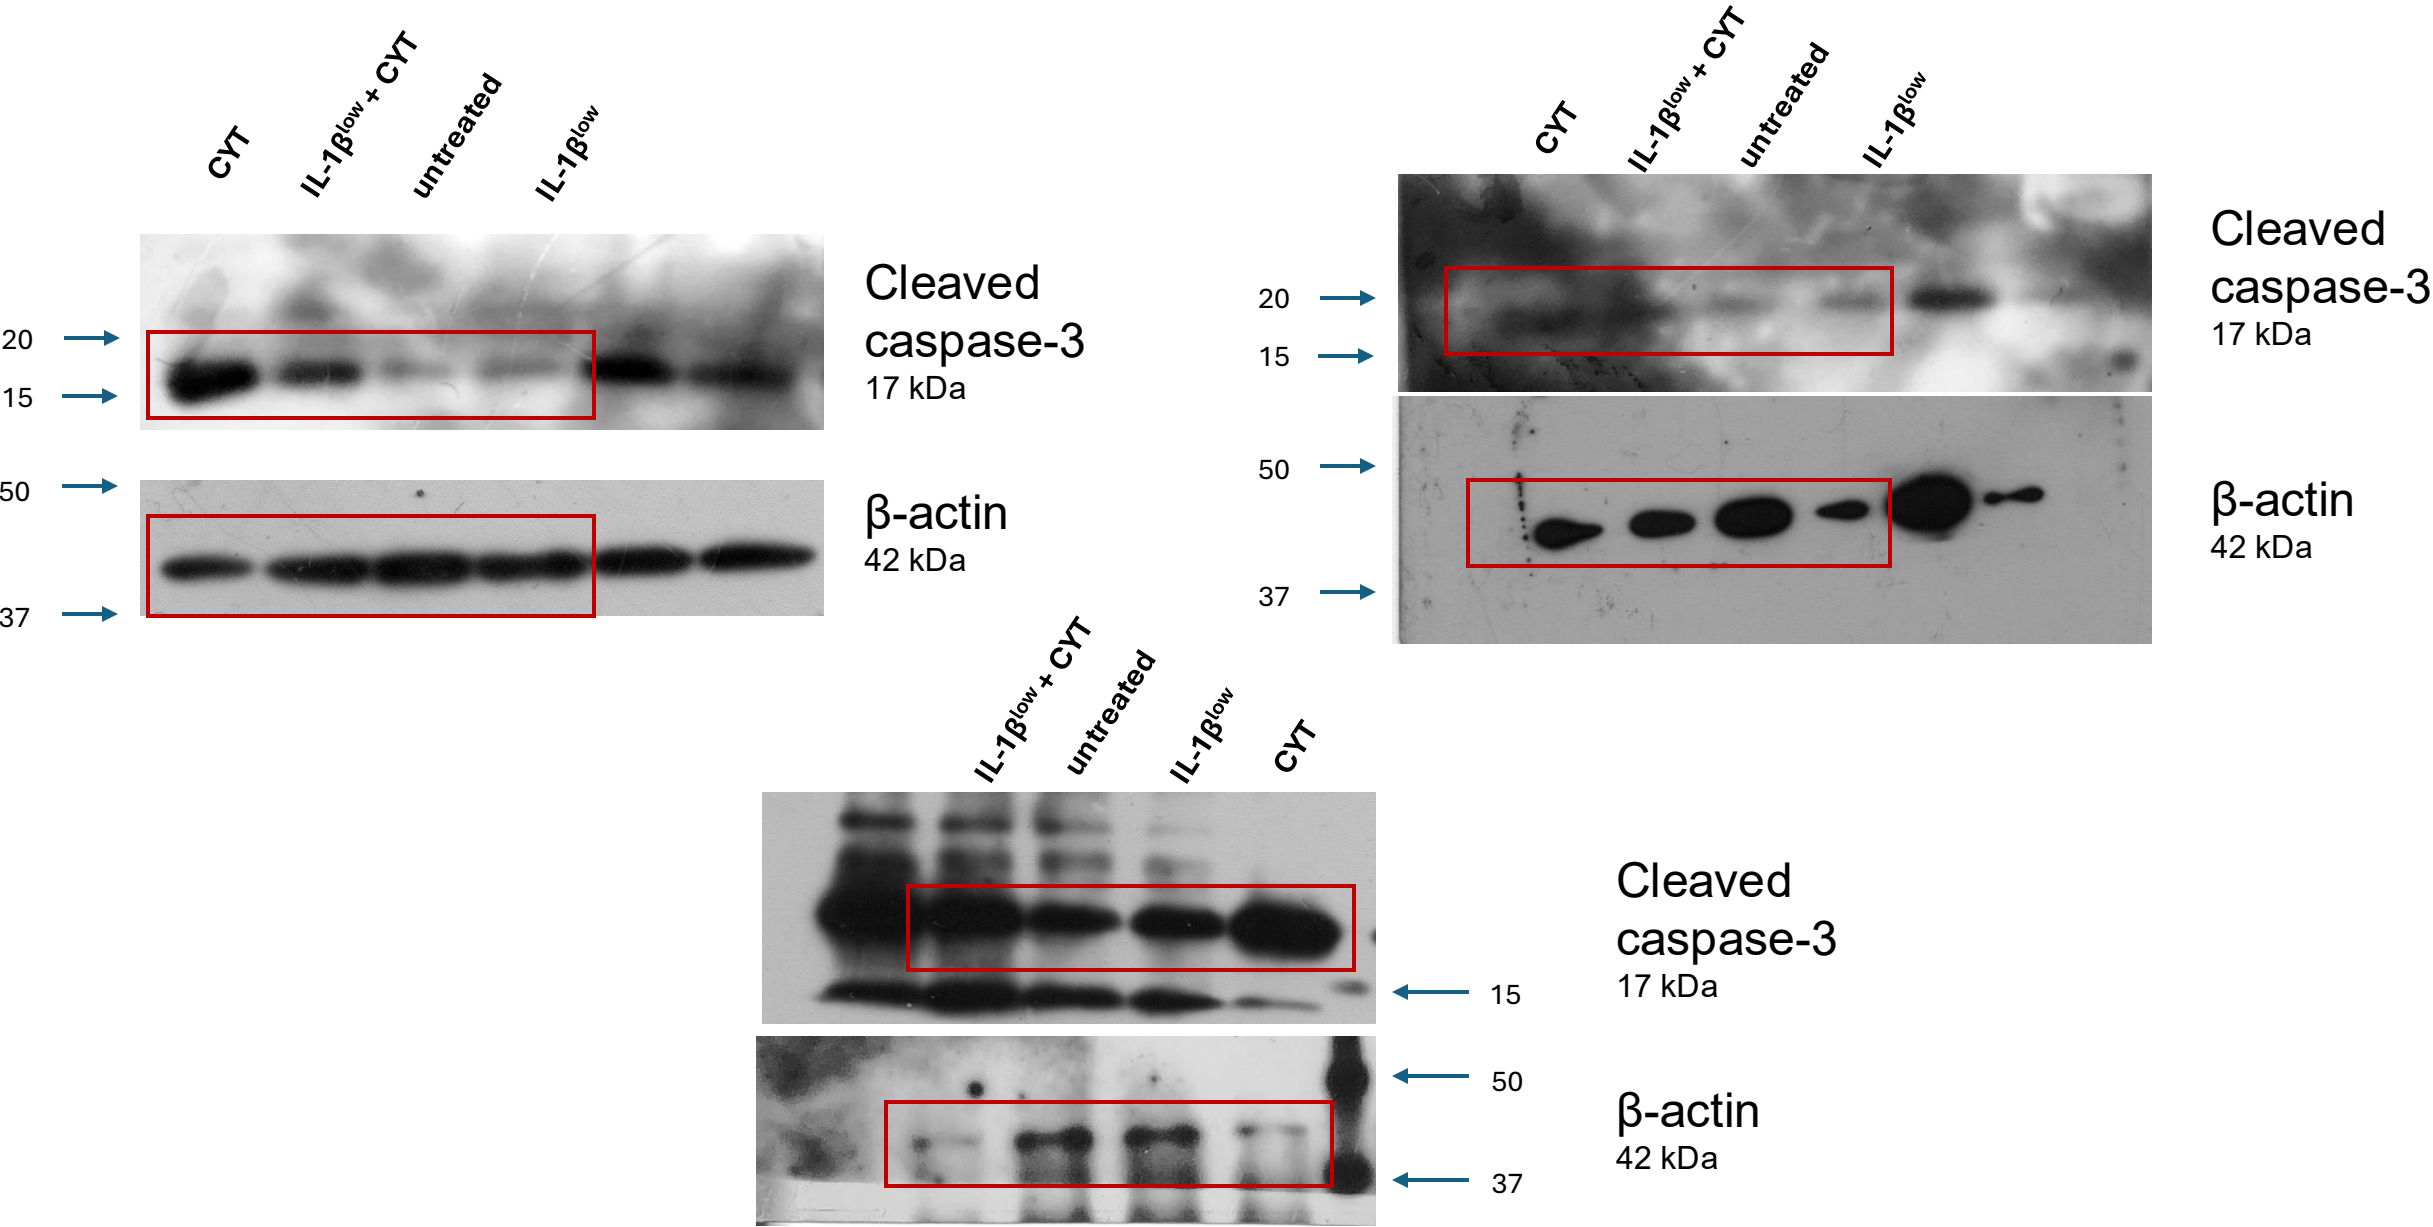

ATF4 - figure 4B

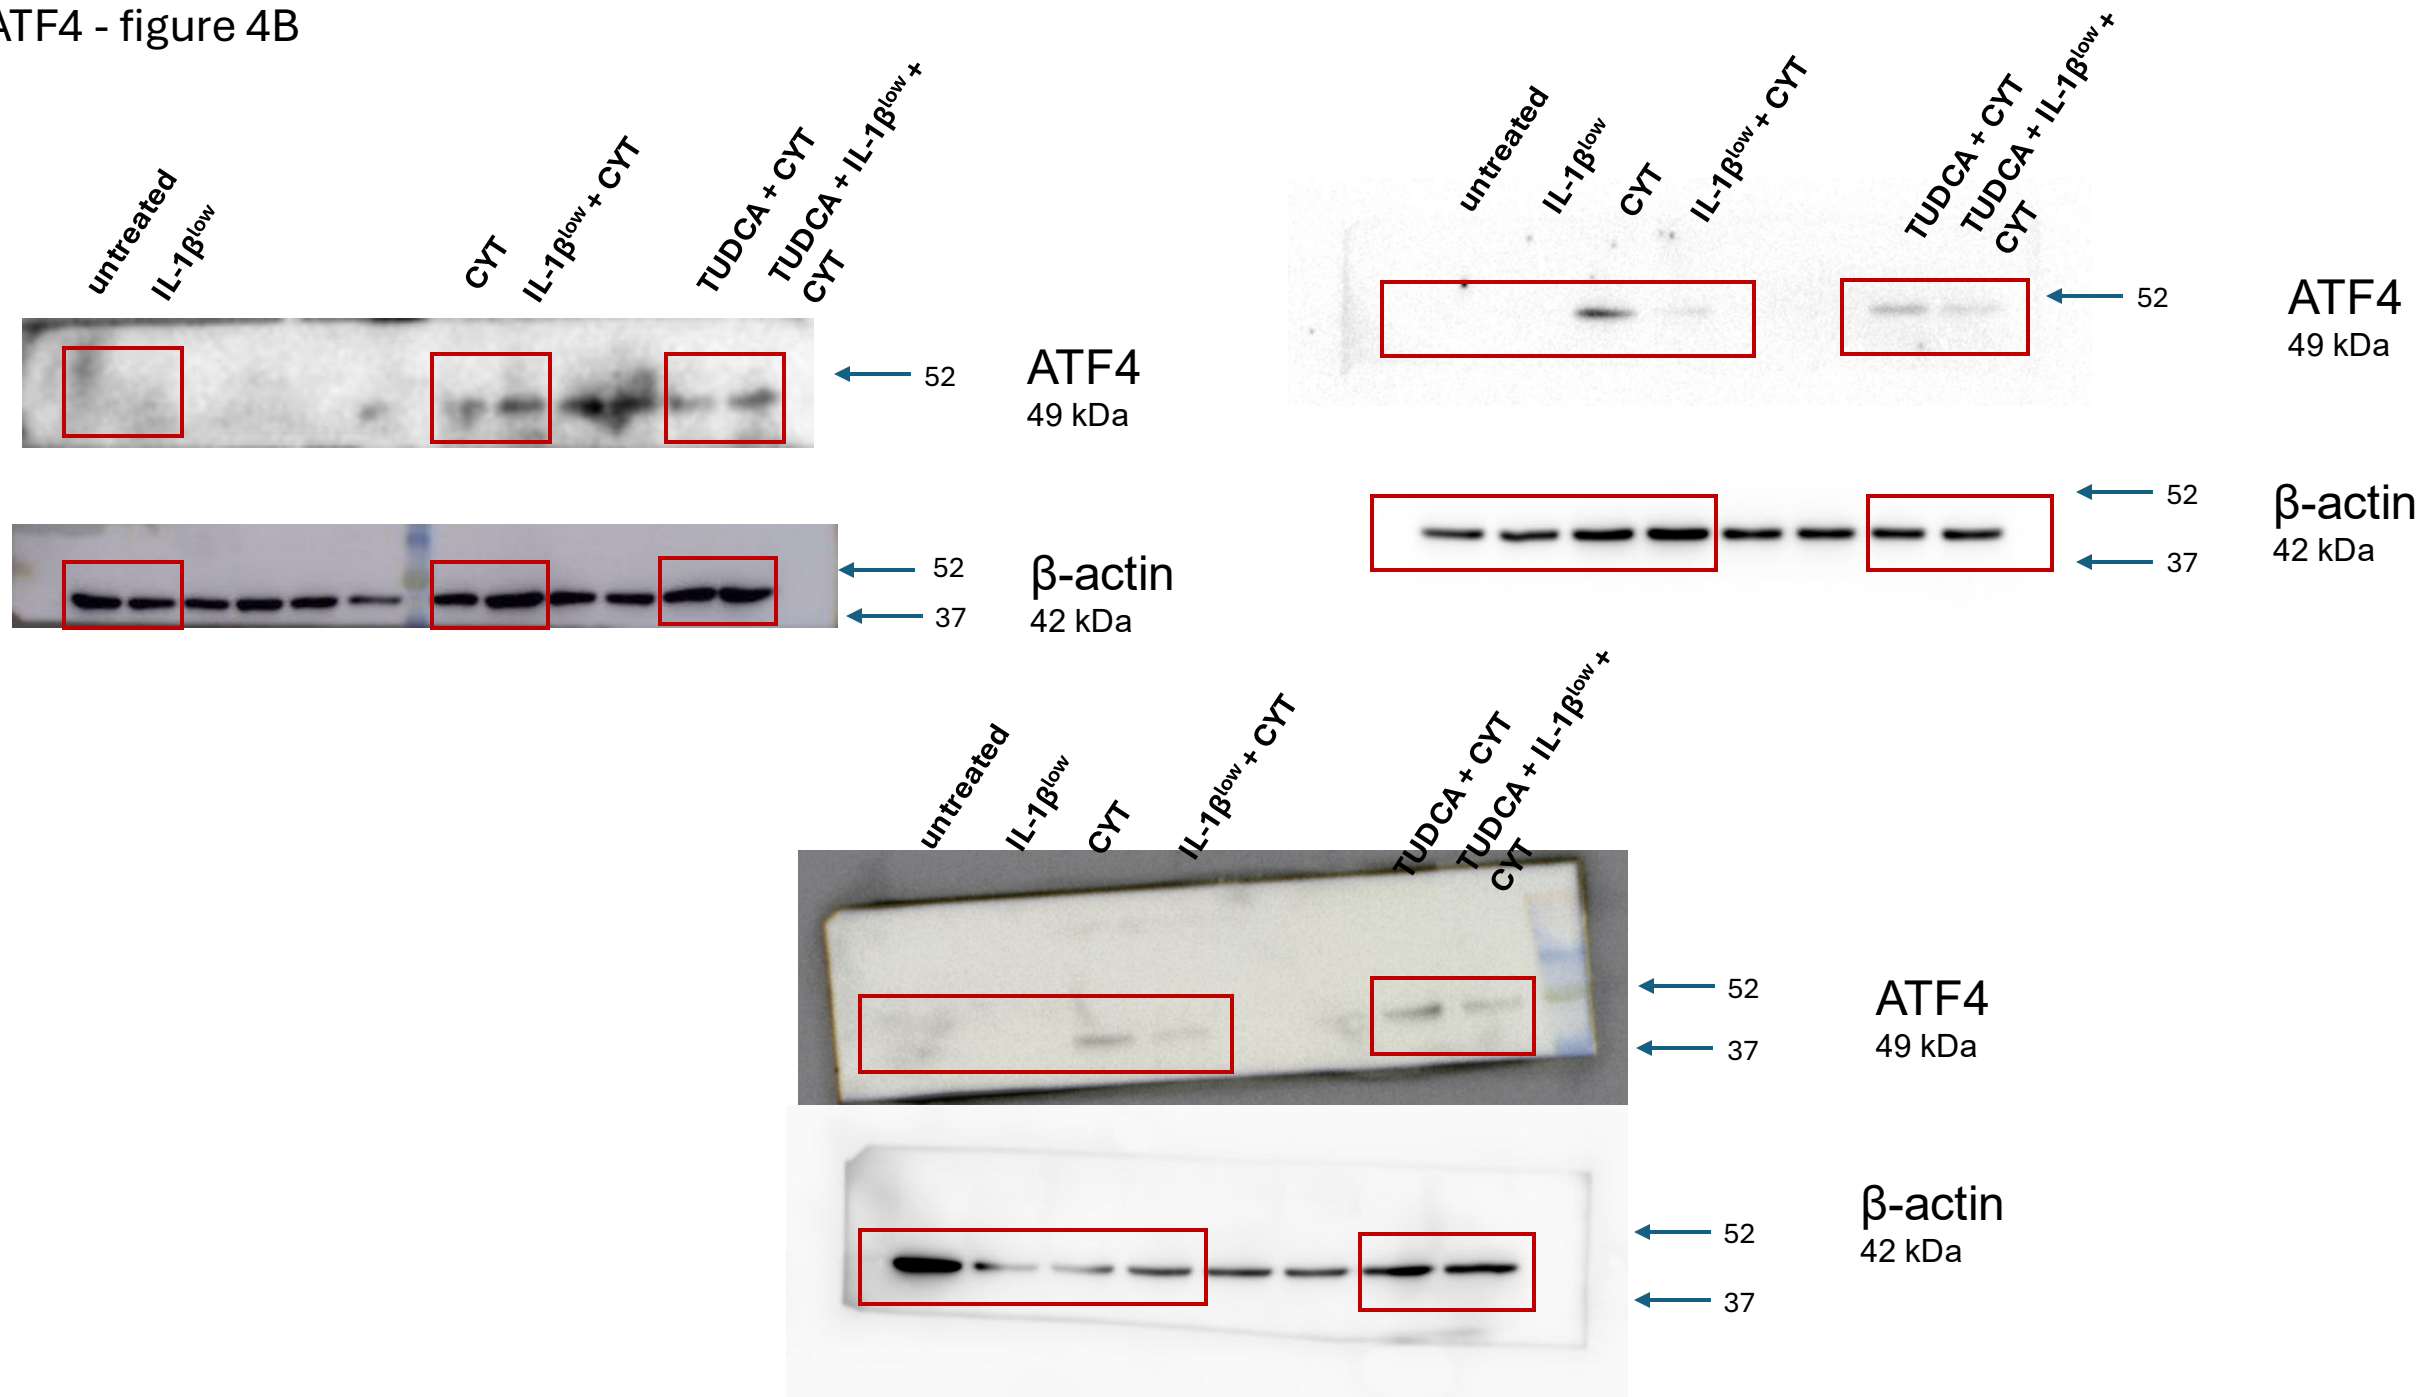

ATF4 - figure 4B

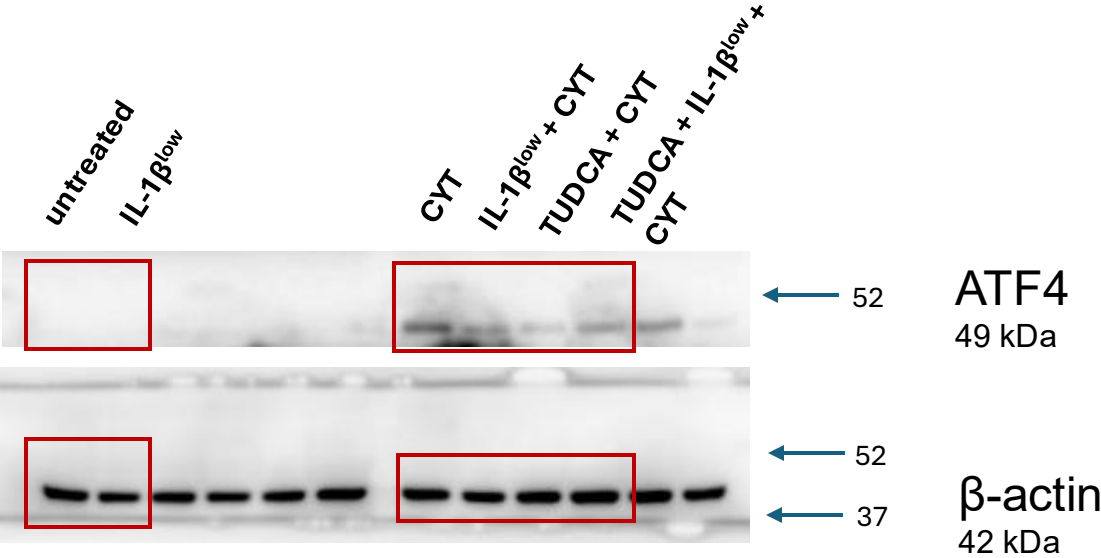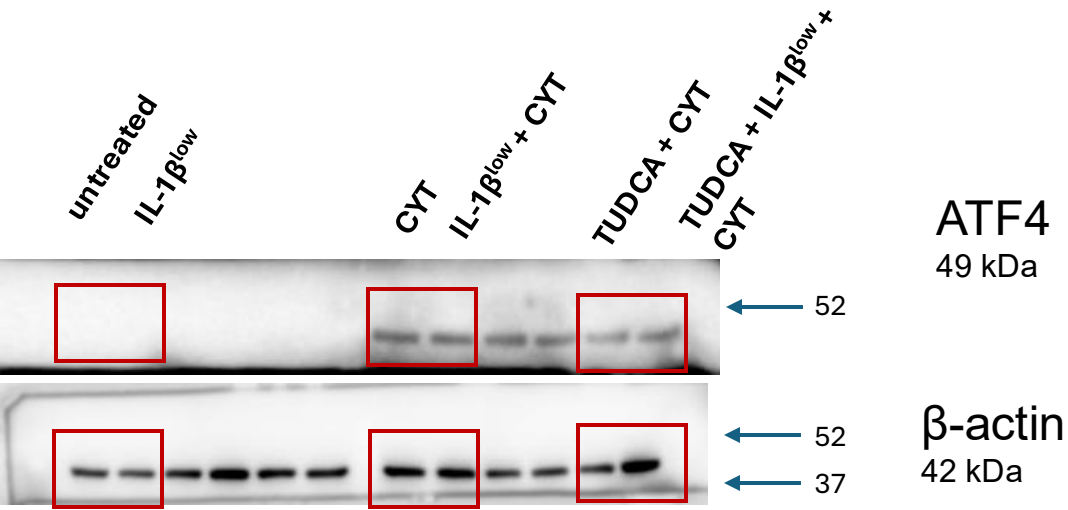

CHOP - figure 4B

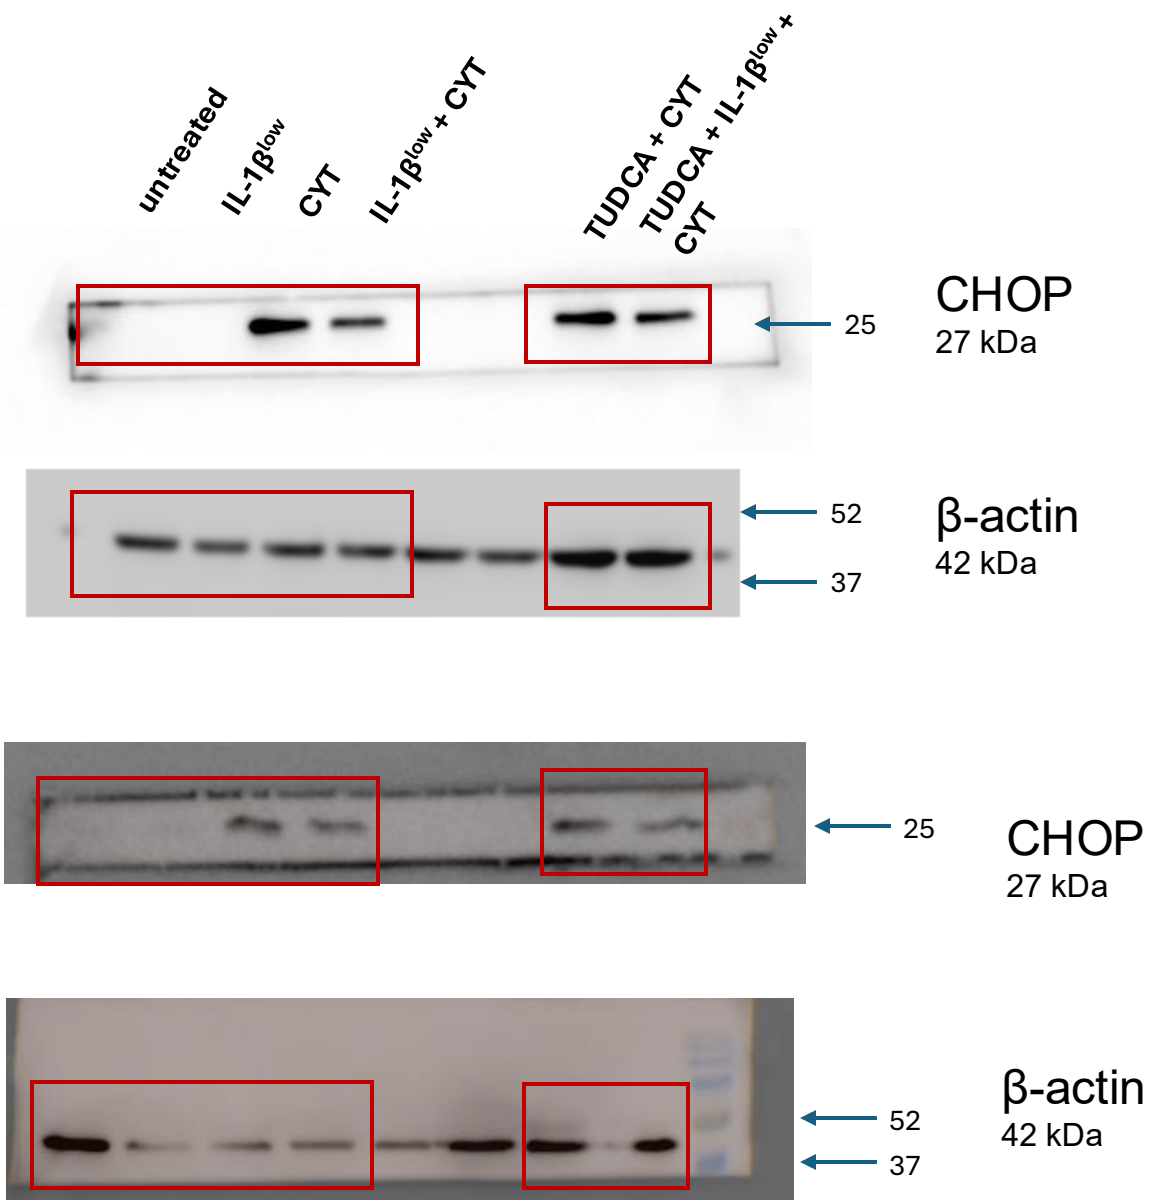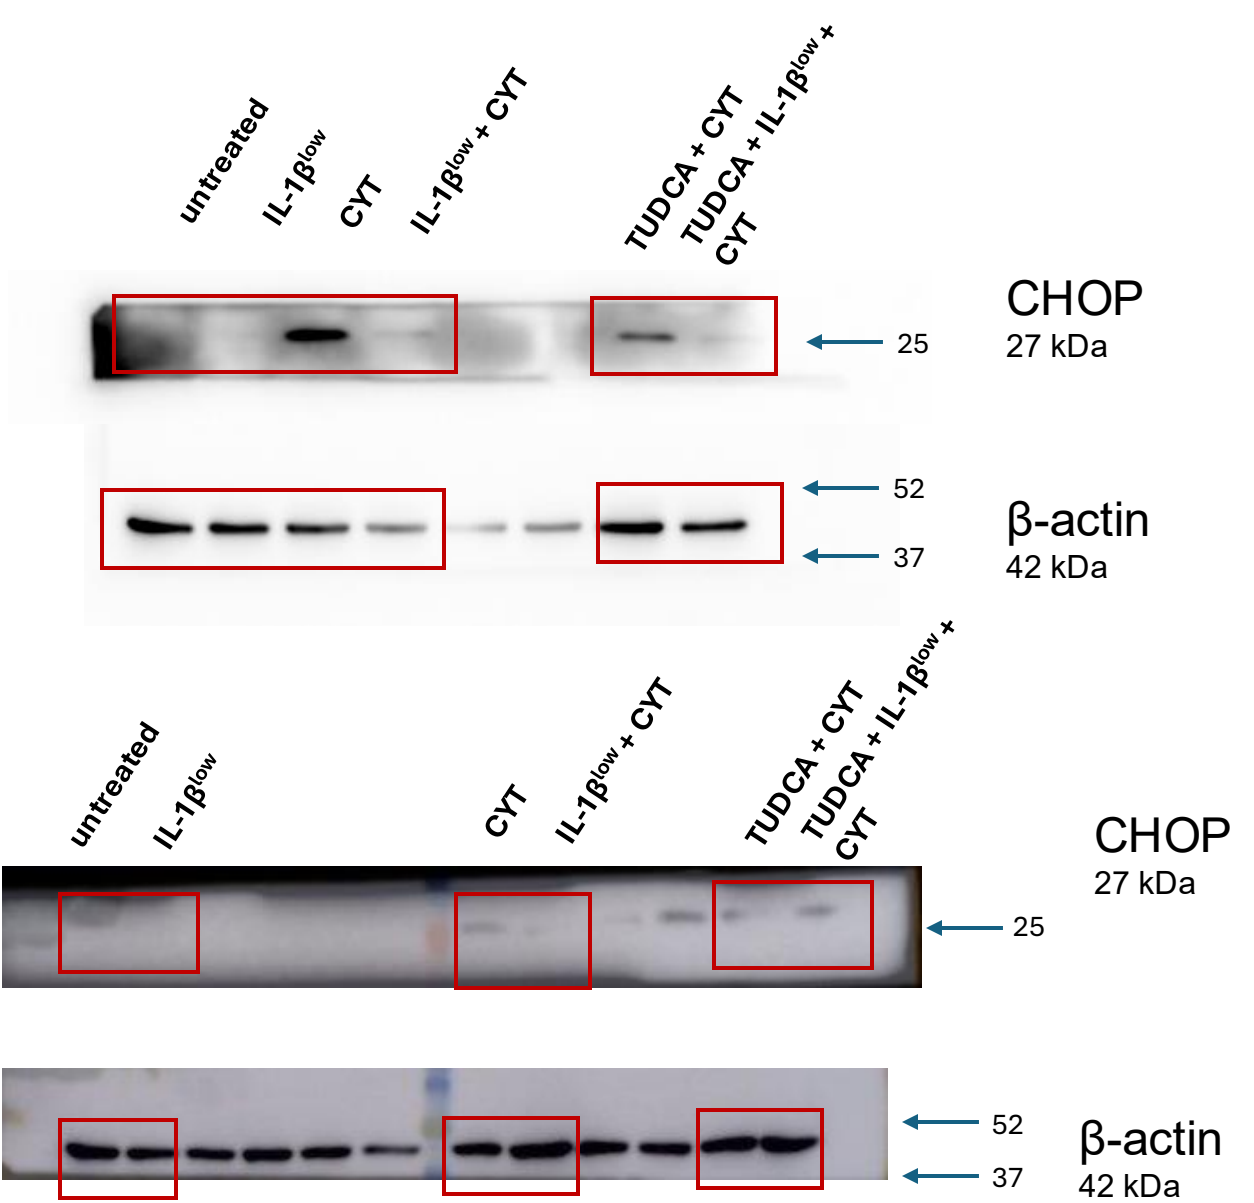

CHOP - figure 4B

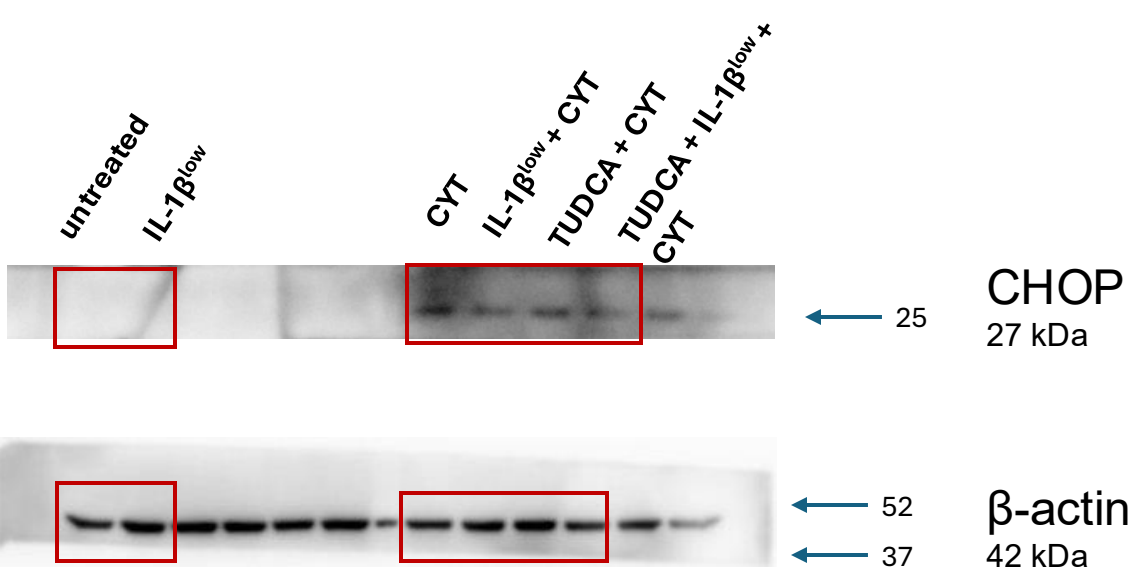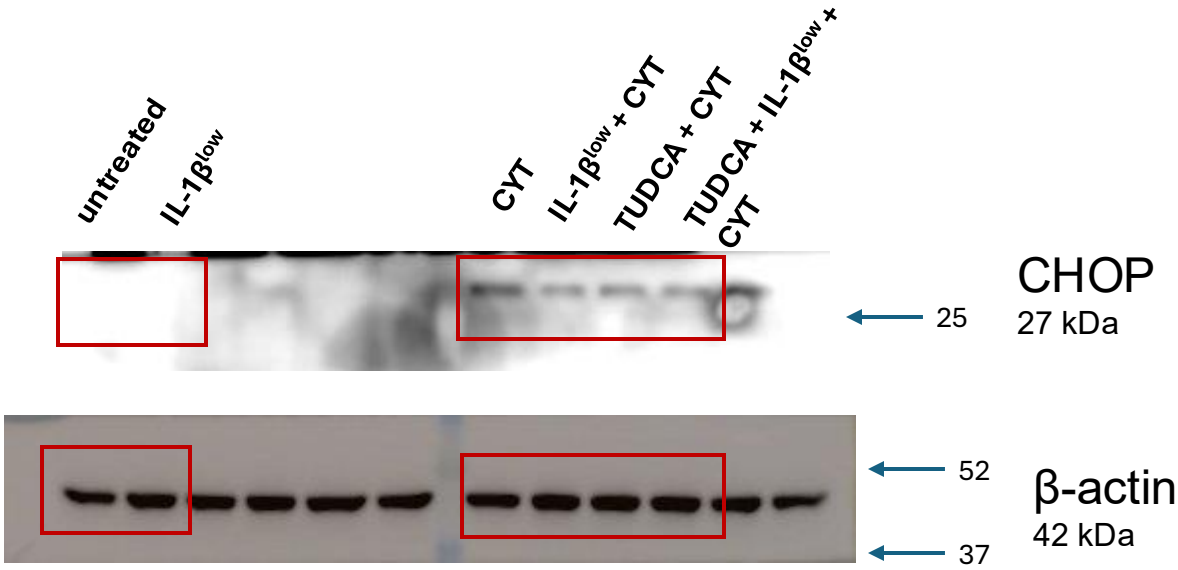

cleaved caspase-3 - figure 4B

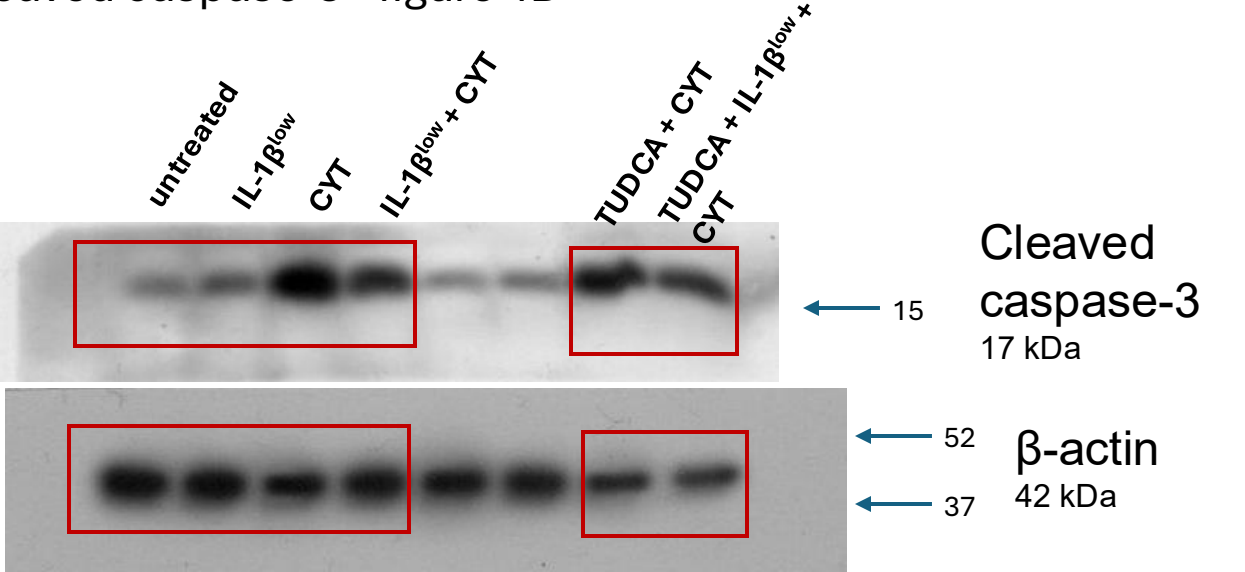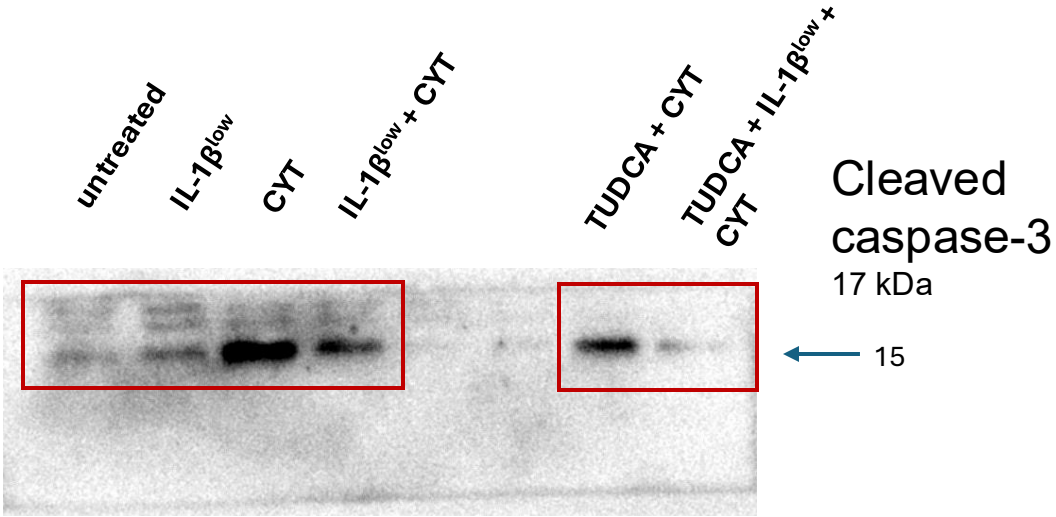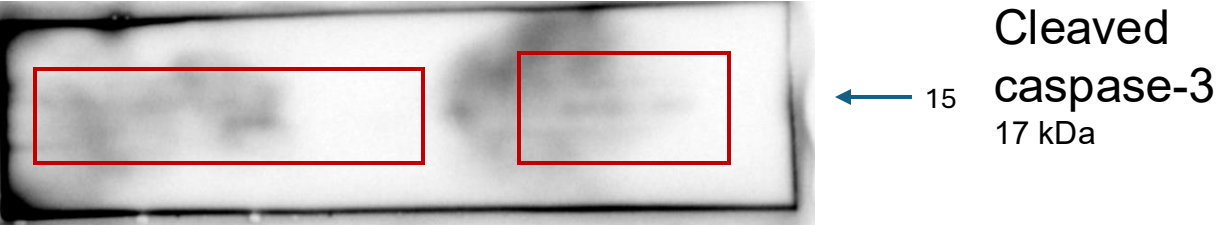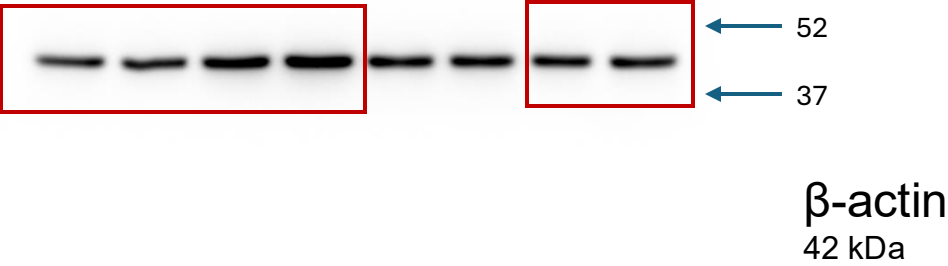

cleaved caspase-3 - figure 4B

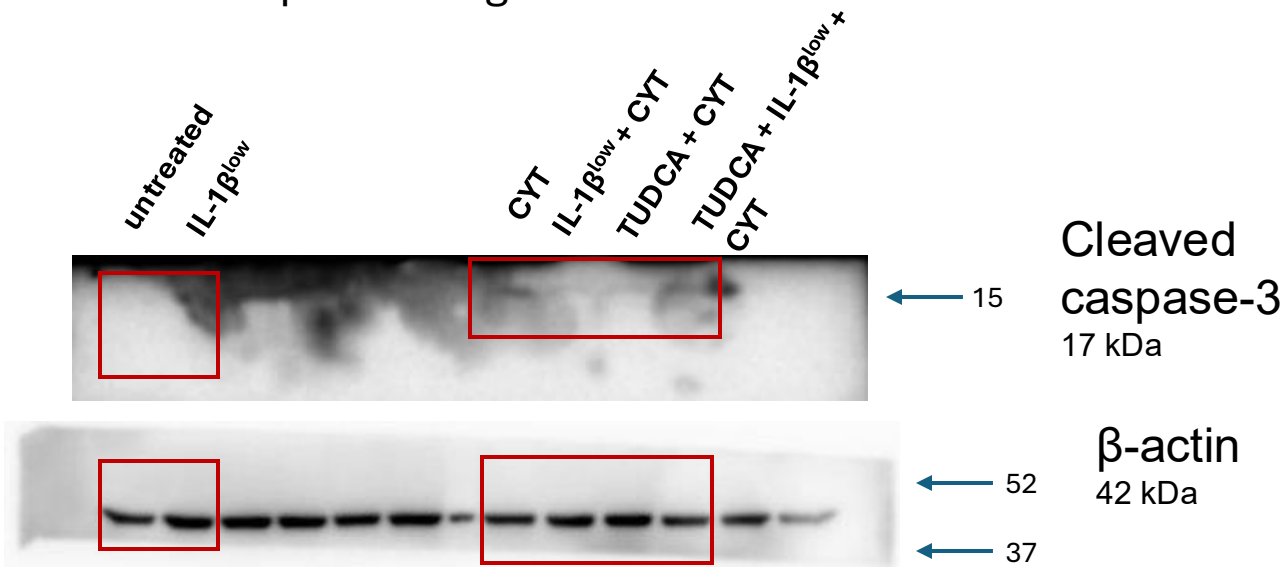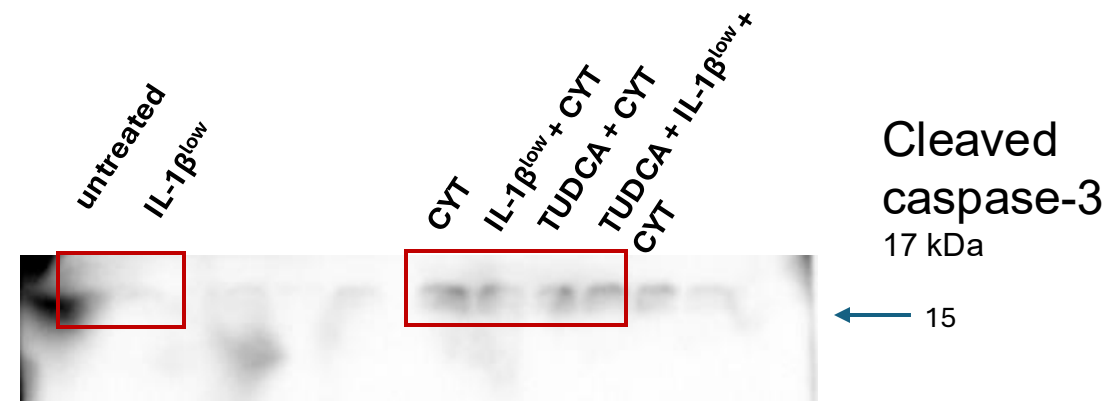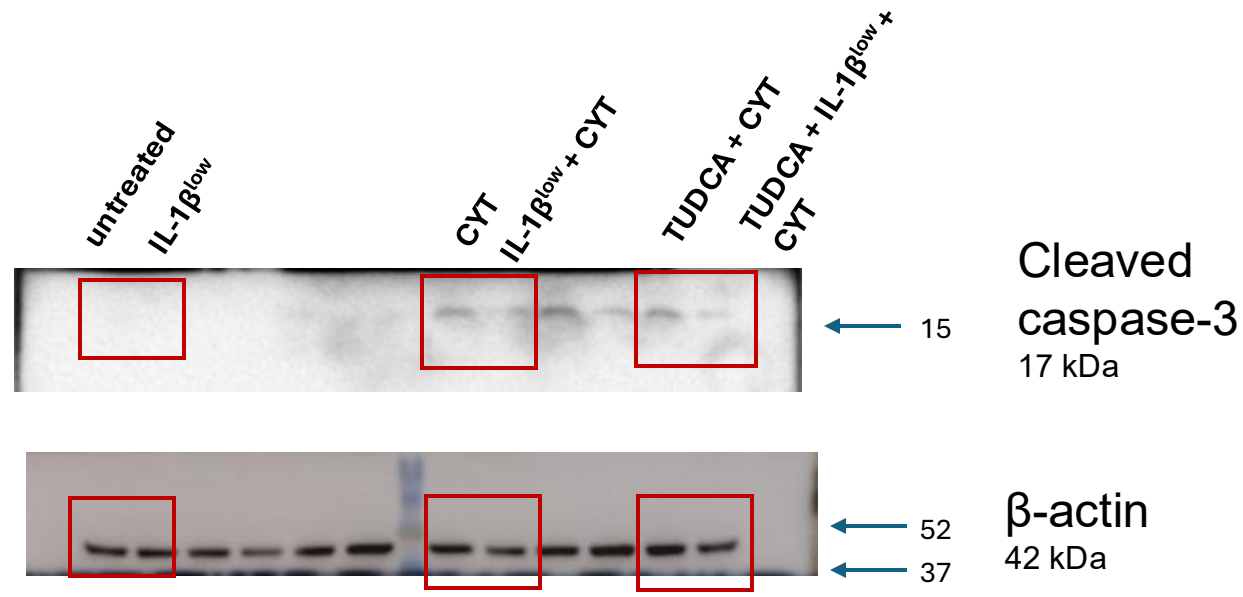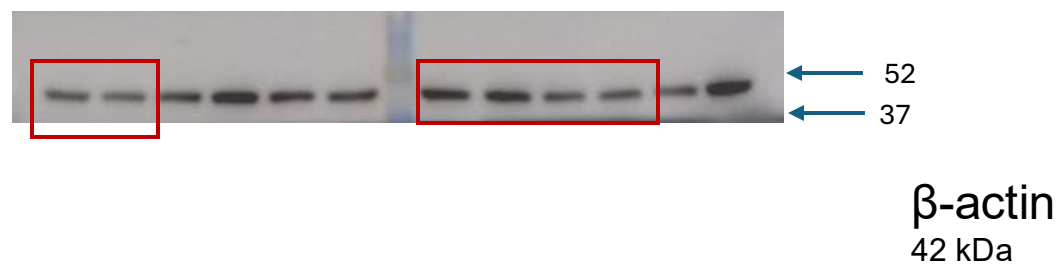

eIF2α and p-eIF2α - figure 5A

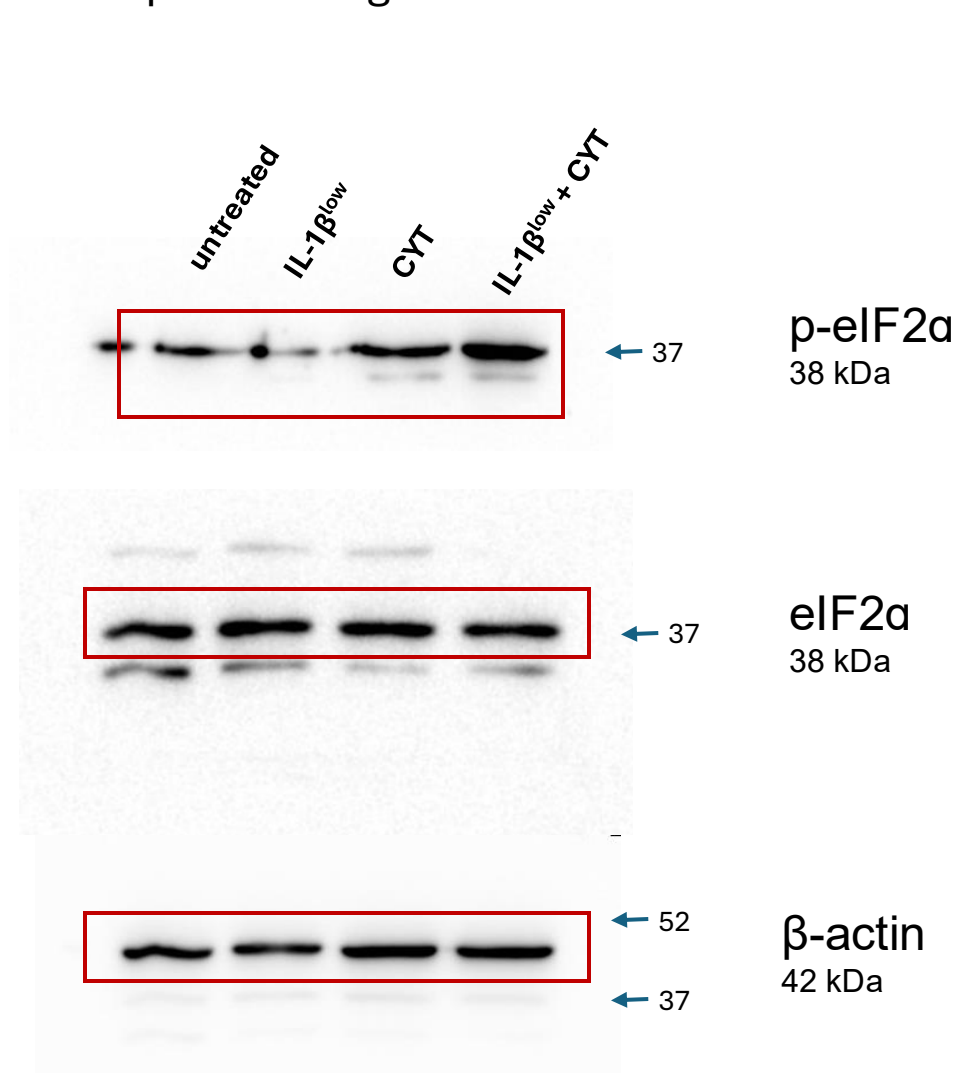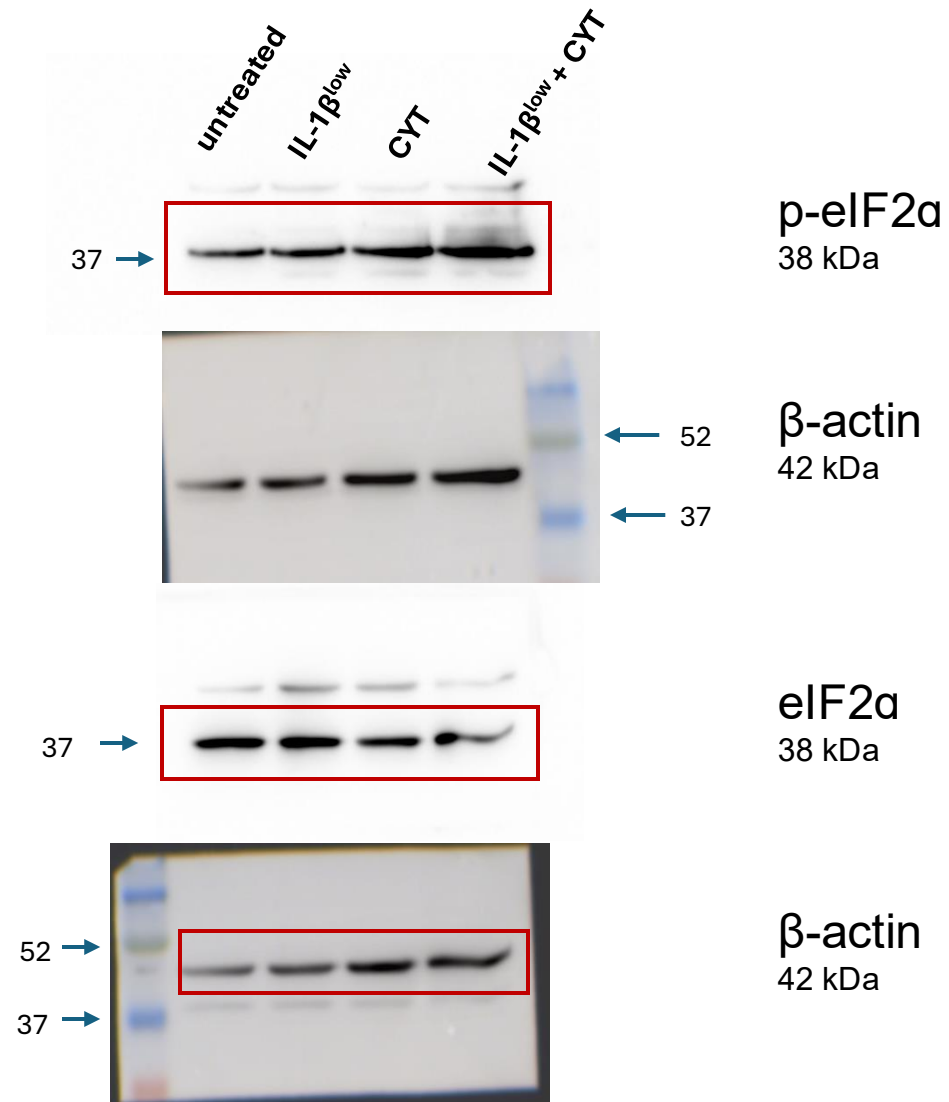

eIF2α and p-eIF2α - figure 5A

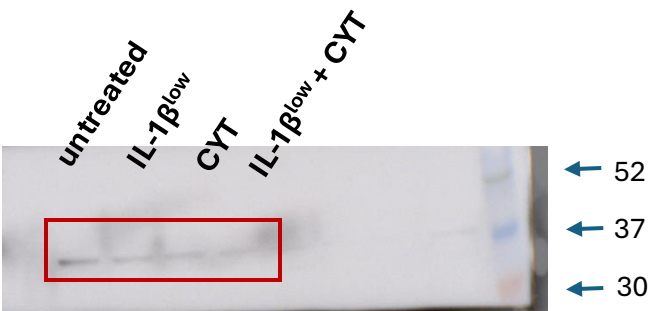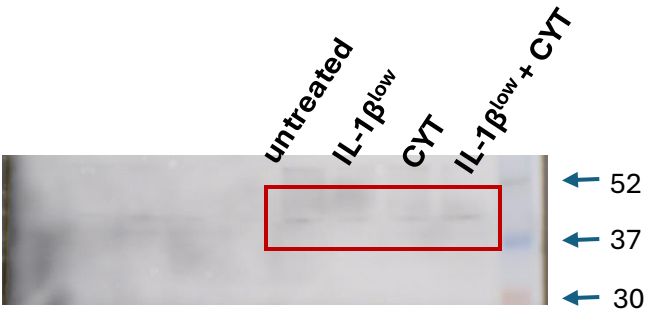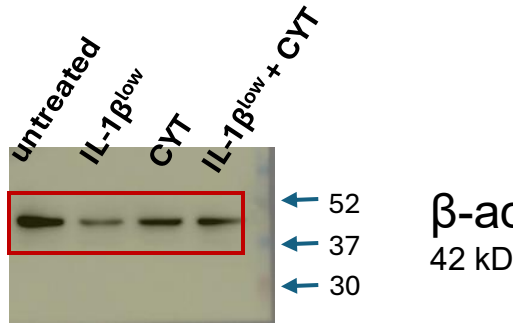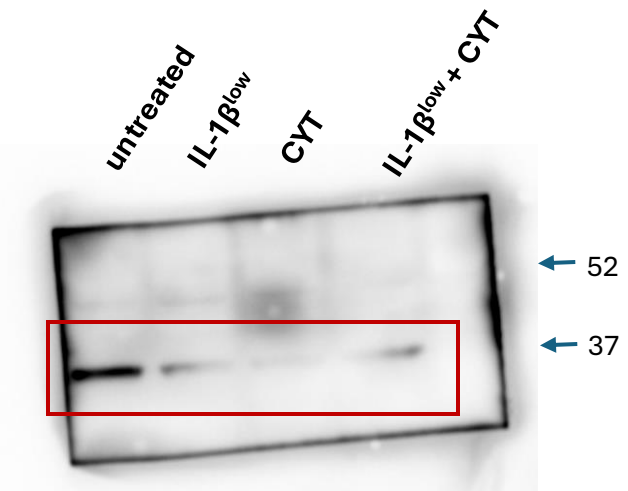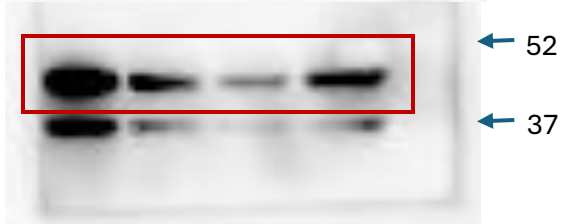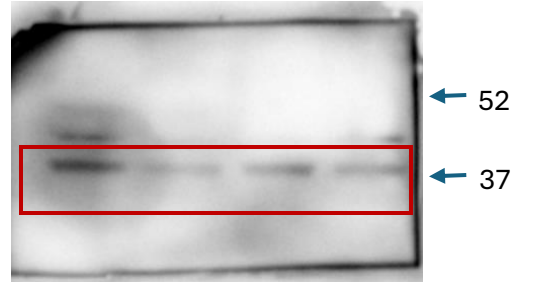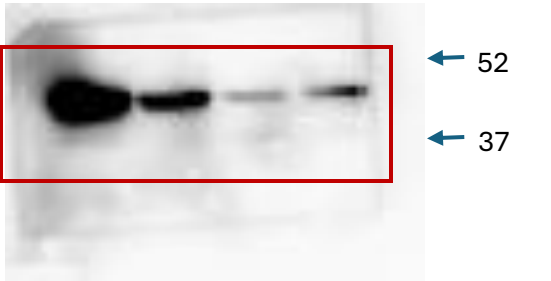

BiP - figure 5C

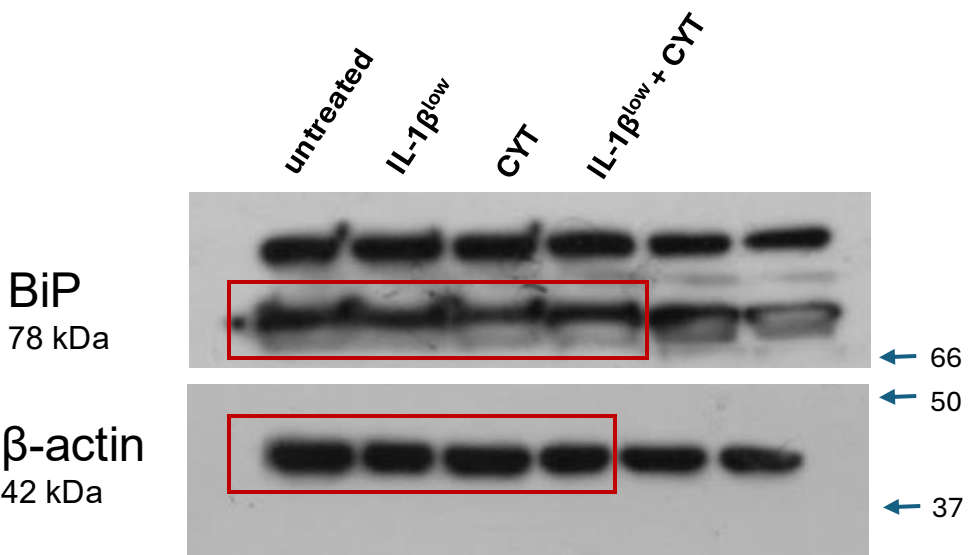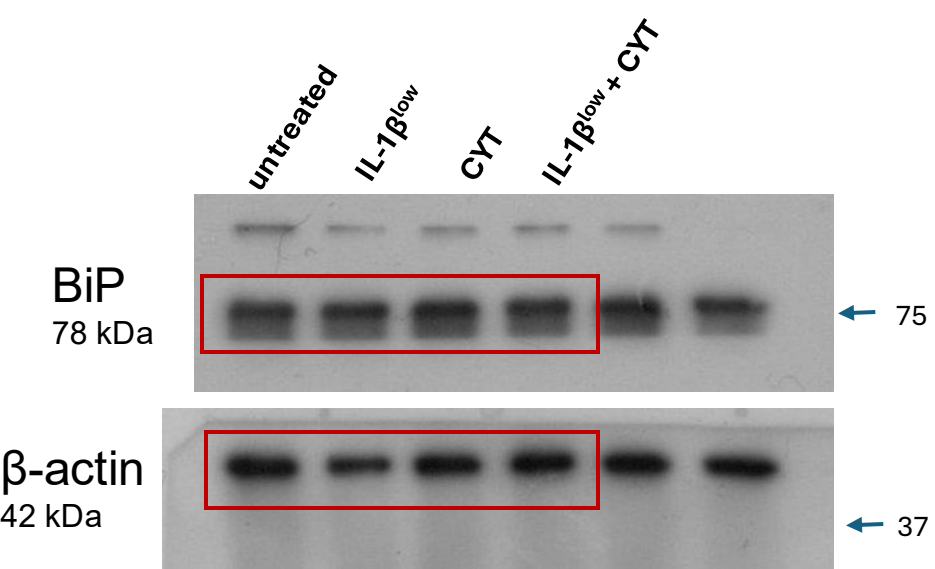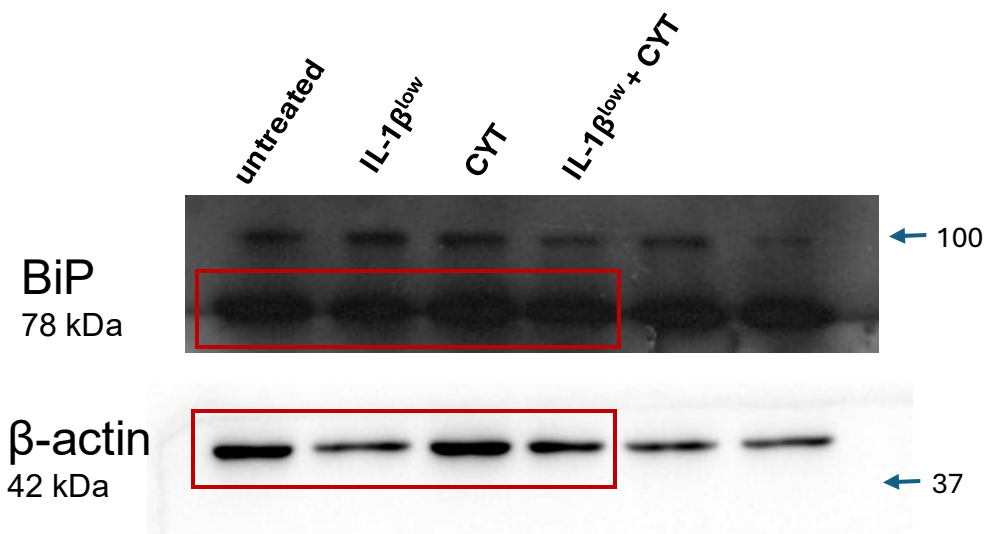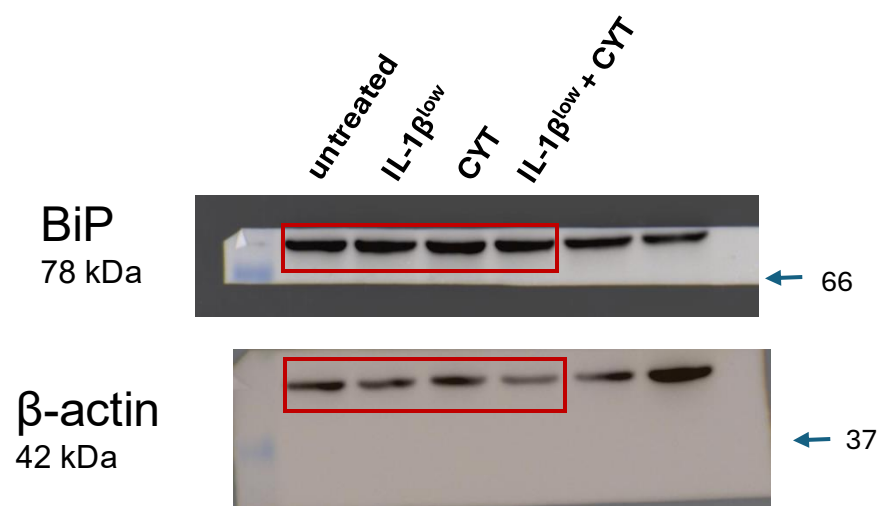

BiP - figure 5C

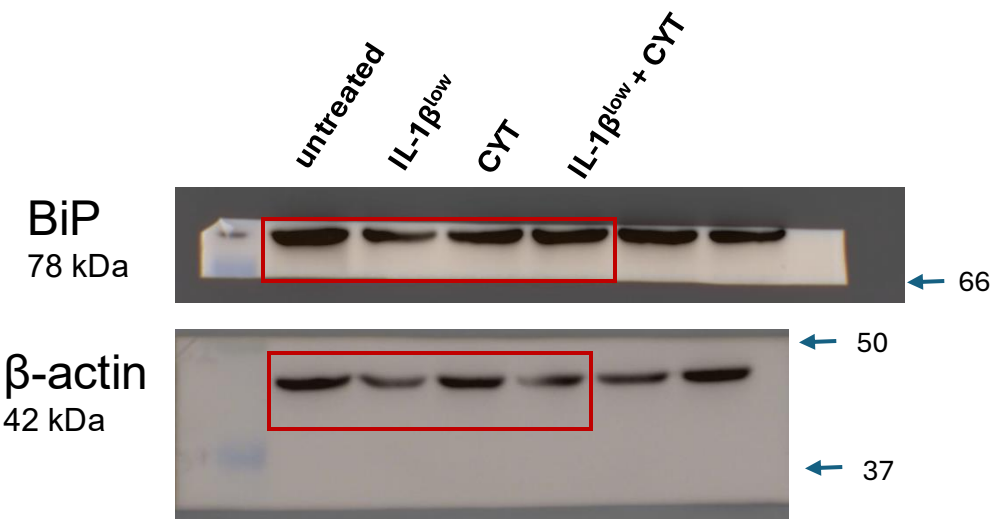

GRP94 - figure 5C

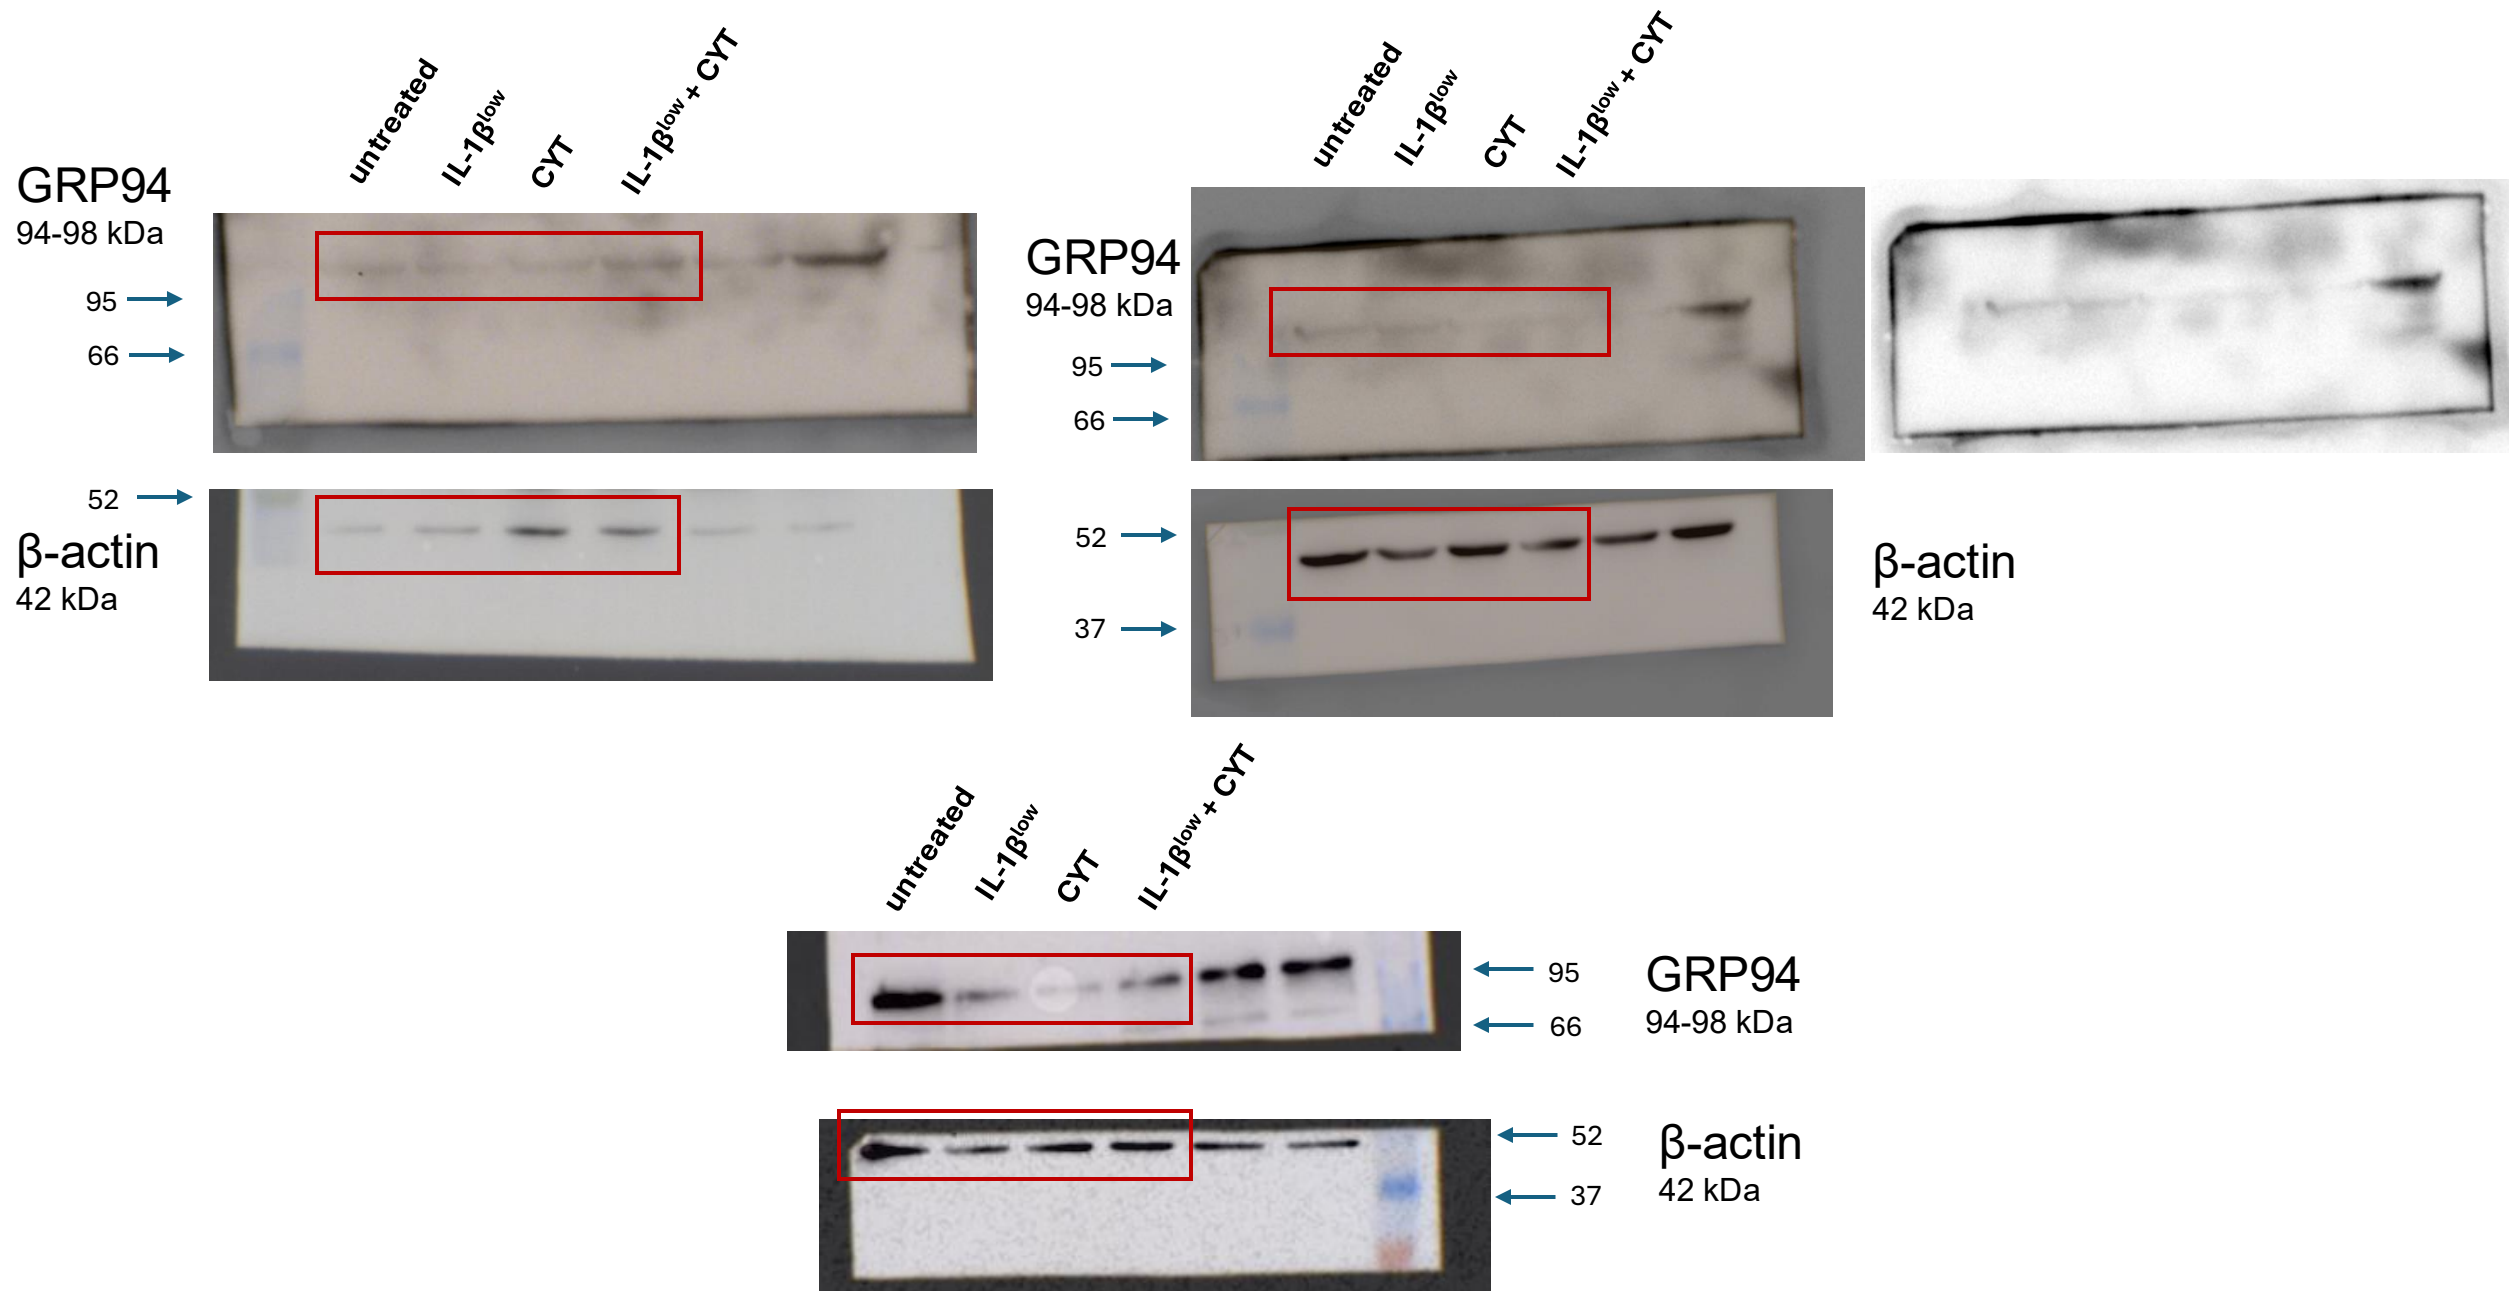

ORP150 - figure 5C

ORP150

111 kDa

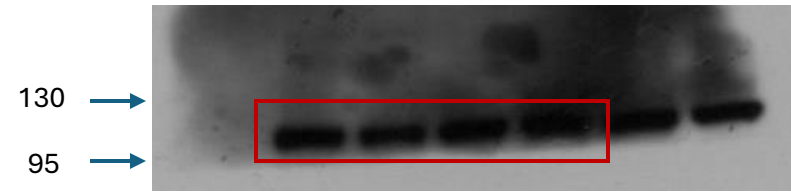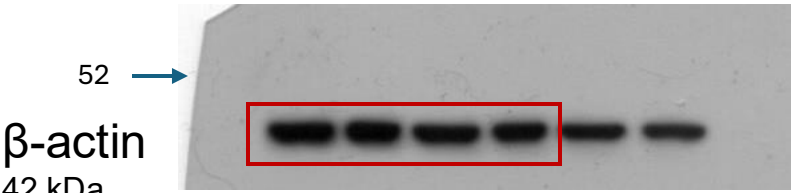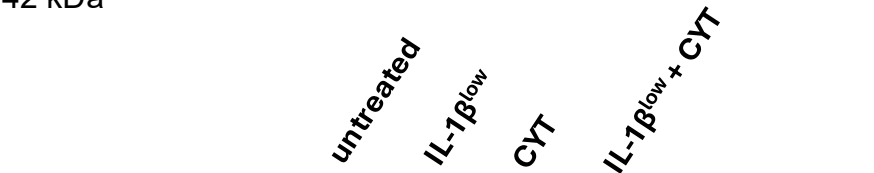

ORP150

111 kDa

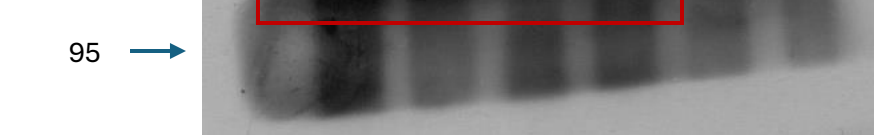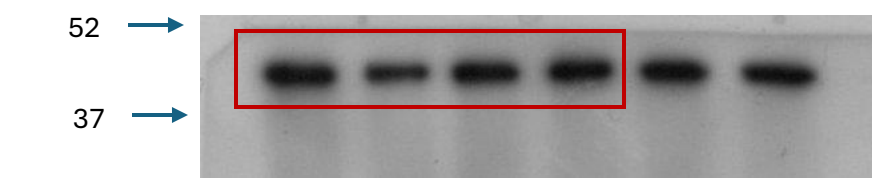

β-actin

42 kDa

270 →  
175 →  
130 →

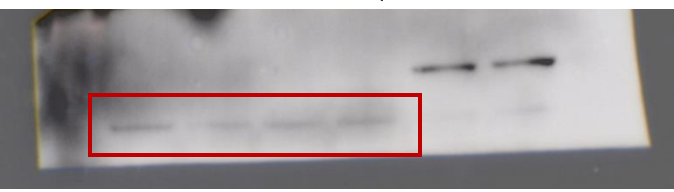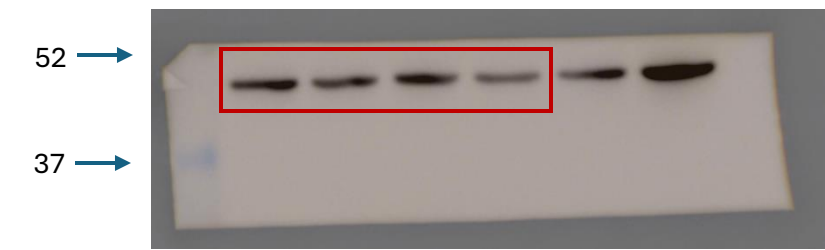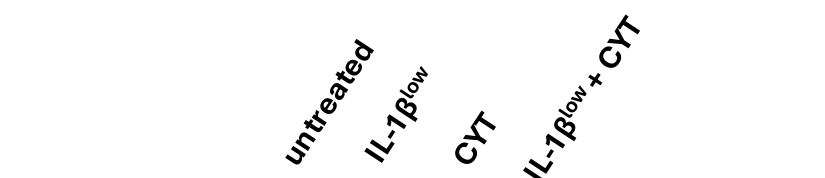

270 →  
175 →  
130 →

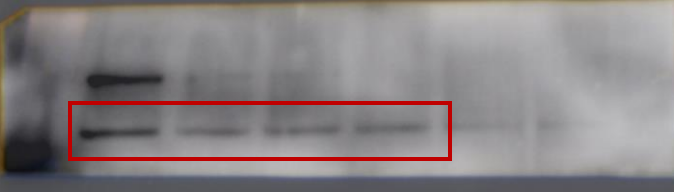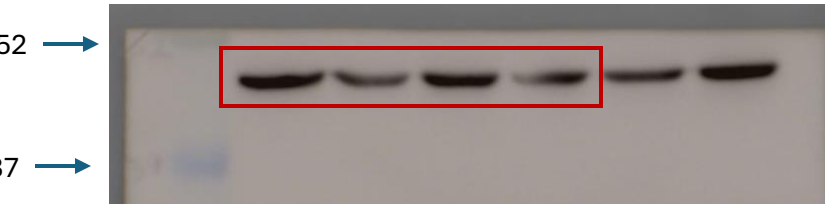

β-actin

42 kDa

ORP150

111 kDa

β-actin

42 kDa

ORP150

111 kDa

β-actin

42 kDa

PDI - figure 5C

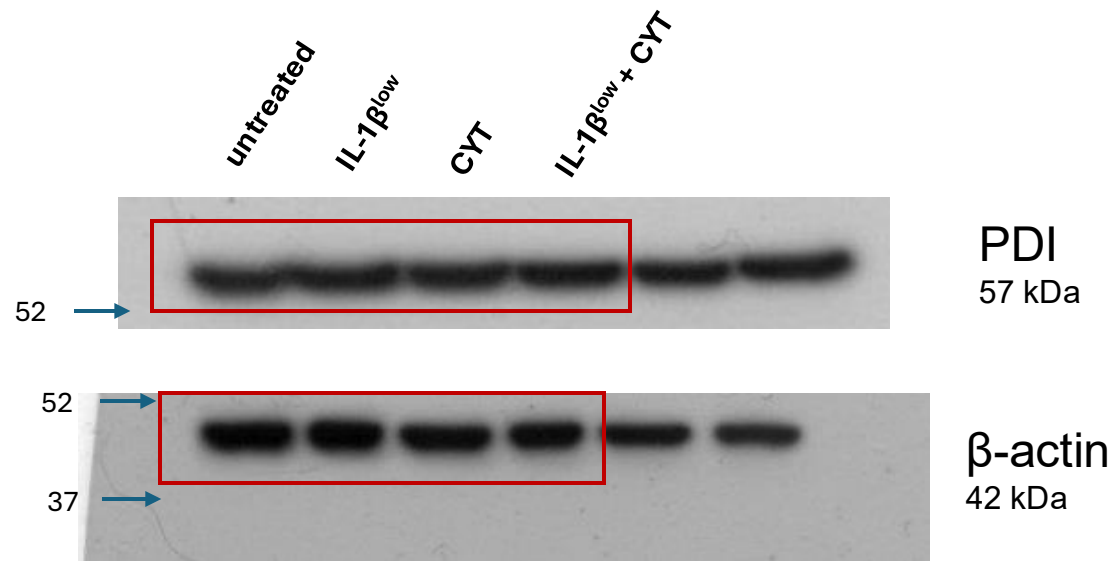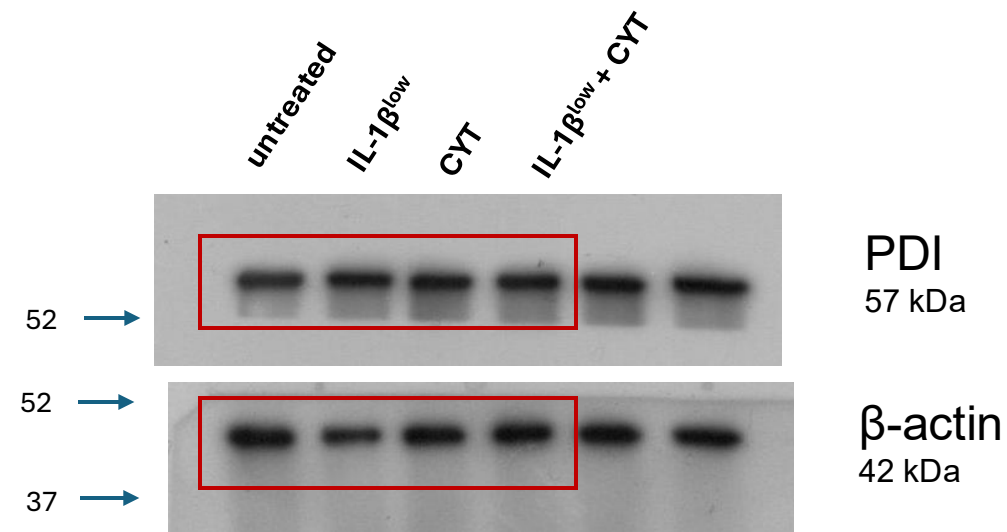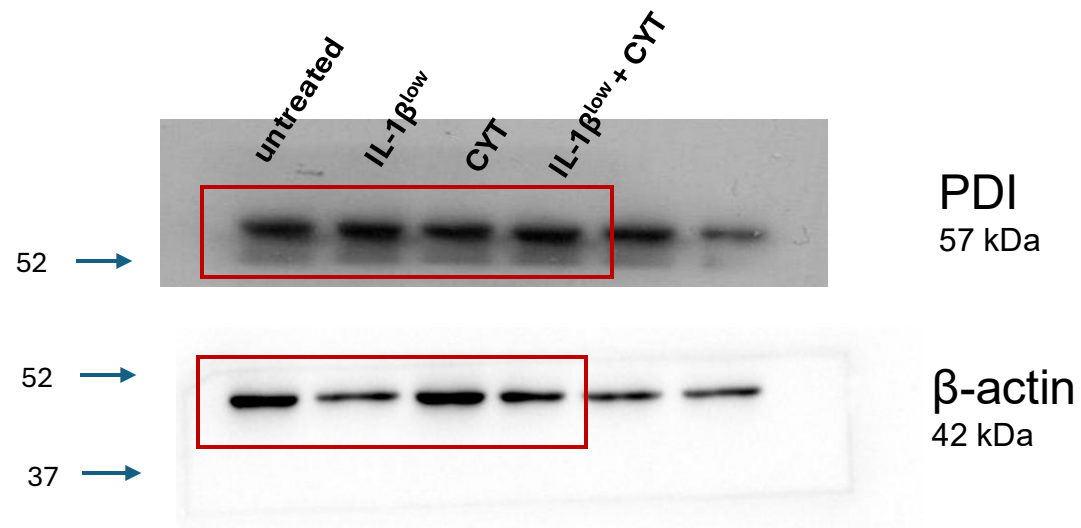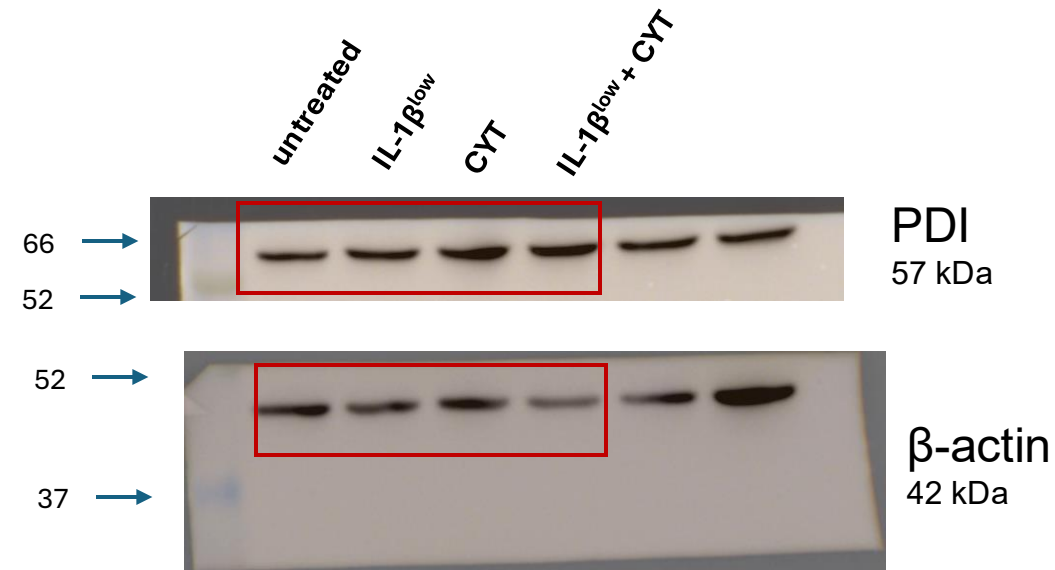

PDI - figure 5C

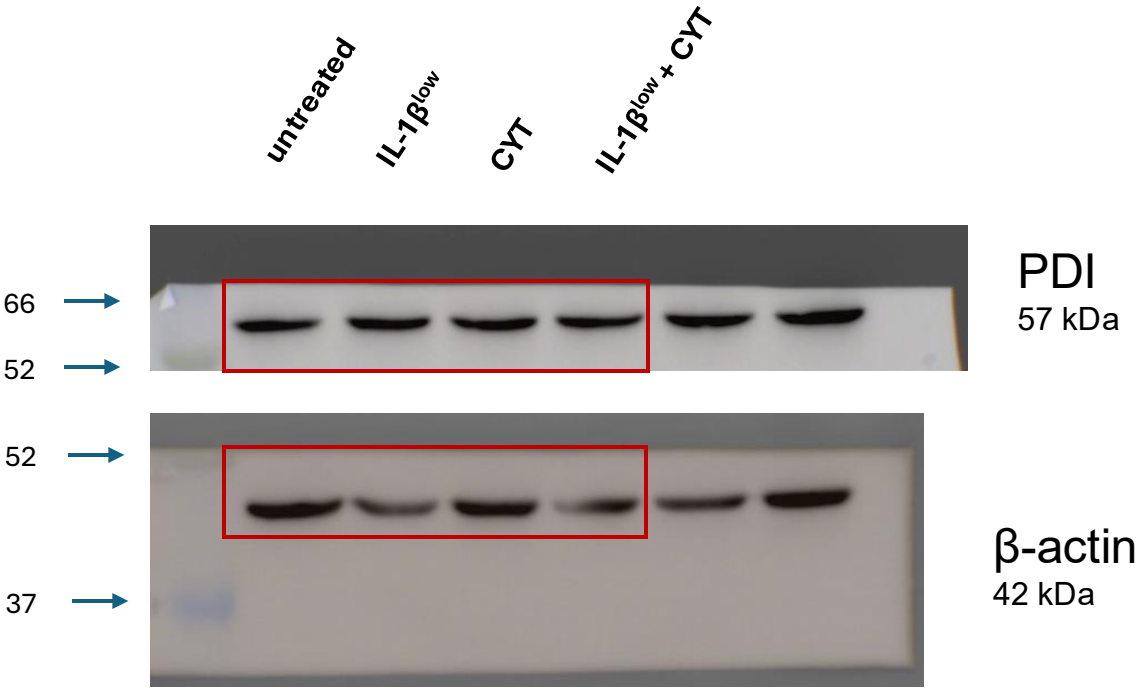

**Supplement:** Supplementary file 2 — uncropped original western blots

How the deposited data were processed for this re-analysis (not part of the article)

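Bulk RNA-seq was measured in INS-1E cells, with 3 libraries each of untreated, IL-1β low, CYT and IL-1β low + CYT cells. The authors prepared TruSeq libraries, checked the reads with FastQC, trimmed them with rfastp, aligned them to mRatBN7.2 with Rsubread and counted them on genes with featureCounts. The deposited table holds the resulting counts per gene symbol and library as whole numbers, and no normalization was applied to them before deposit. Steps on the reads are therefore included in the counts, and every later step was run again here. All 12 columns of the table were matched to a group and a replicate number by the name of the library in the sample labels, and 0 columns were left unused.

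Total counts ran from 15812640 to 20246806 per library, with a median of 17461925.5. Reads without molecular identifiers are not independent molecules, so the depth bounds counting error only. A fold against a group with at most 3 counts in every library was computed against 3 counts and is a lower bound.

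R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Genes with CPM above 1 in at least 2 libraries were kept, library sizes were recomputed and TMM factors calculated. All 12 libraries entered one fit of edgeR's quasi-likelihood model, and the 6 pairwise comparisons and the interaction between IL-1β low and CYT were tested as contrasts. Standard errors were derived from the log2 fold change and the F statistic. Adjusted p-values follow Benjamini-Hochberg over the genes tested. Genes passed with an adjusted p under 0.01 and an absolute log2 fold change above 0.6 (IL-1β low against untreated cells) or 1 (all others), the paper's thresholds. Principal components and distances used voom values. The share of a CYT response that was kept is the log2 fold change of IL-1β low + CYT against untreated cells over that of CYT against untreated cells, as a median over genes.

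Replicate numbers come from the sample labels, which number the biological replicates of each group from 1 to 3. The labels do not say that libraries with one number were grown together. The correlation of deviations from the group mean averaged 0.172 between same-numbered libraries. Each fit was also made with the replicate number as a block.

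The genes named are every gene the paper names or draws in Fig. 8D or measures in INS-1E cells, and, for each of IL-1β low against untreated, CYT against untreated, IL-1β low + CYT against CYT and the interaction, the 3 largest rises and 3 largest falls among genes that passed, had a mean log2 CPM above 2 and changed the same way in all same-numbered pairs. Not every gene that meets this rule is reported here. Gene lists stood in for the Hallmark sets, which were not used here.

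The choices above, the alternatives and the rule for naming genes were fixed before the data were examined. The alternatives were RLE size factors, DESeq2's Wald test, exactTest, no filter on low counts, at least 10 counts in every library, only the 2 groups compared, the replicate block, an adjusted p under 0.05 without a fold change minimum, glmTreat, other gene sets and scalings for principal components, camera and another ranking for gene lists, and leaving out each library in turn. Scripts were tested on simulated counts for 14048 genes, of which 200 were changed by a log2 fold change of 1.5 in either direction. There 182 of the changed genes (91%) and 1 unchanged gene passed.

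Protein, secretion and viability measurements and mouse islets were not analysed here.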

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

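The tests in this part were all chosen after the results they bear on were seen.

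The response to CYT differed between IL-1β low-preconditioned and other cells, by the interaction term, in 1530 genes, 785 higher and 745 lower than the sum of both single effects on the log2 scale. Only 1 of 100 splits of the 12 libraries, the real one, gave as many genes, and the largest count among the others was 774. The other splits put libraries of different treatments in one group, which widens the spread within groups. Their median count was 0, and such low counts do not test whether there is an interaction. The interaction is measured on the log2 scale, so a gene that IL-1β low already raises has less to rise with CYT before it reaches the same level. This holds for Cd74, whose interaction was -5.69 on the log2 scale (adjusted p = 3.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) although it rose in both arms.

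C3, Cd74, Tmem176a, Kcnn1, Tmem255a and Pde1c changed with IL-1β low alone, and the paper does not discuss them. C3 rose at least 50.4-fold. Cd74 and Tmem176a had log2 fold changes of 5.03 and 3.90, and Kcnn1, Tmem255a and Pde1c ones of -1.38, -1.35 and -1.17. Pde1c lost its adjusted p under 0.01 in 5 of the 6 fits that left out 1 library. RNA or reads from CYT libraries in the IL-1β low libraries would also raise C3 and Cd74. Nos2, which CYT induces and IL-1β low does not, stood in IL-1β low libraries at 0.0066% of its CYT level, against 2.69% for C3 and 2.82% for Cd74, so mixing on that scale is unlikely. A candidate explanation is a response of these genes to IL-1β low itself.

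Cyp4a8-ps1 had a log2 fold change of 4.35 between IL-1β low + CYT and CYT cells and an interaction of 3.82. It is annotated as a pseudogene, and Cyp4a8 itself had a log2 fold change of 3.51 in the same comparison. Reads of either gene could have been counted on the other, so which of them changed cannot be told apart. LOC100909928 and Clec2g, with log2 fold changes of 4.03 and 3.61, neighbour each other in the GRCr8 annotation. Shared reads or a shared regulation of this pair were not tested.

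Rsad2 fell with a log2 fold change of -5.63 between IL-1β low + CYT and CYT cells, and Apela with one of -4.22. Rsad2 ranged widely among the CYT libraries (93.6 ± 54.4 CPM, SD, n = 3). Left out in turn, no single library brought its log2 fold change closer to 0 than -5.12, so one CYT library with a high interferon response is an unlikely cause. As a hypothesis, genes of the type I interferon response may lose more of their CYT response than genes of the IFN-γ response. Of 12 genes chosen after the fall of Rsad2 was seen, 6 typical of type I interferon kept a median of 42.6% and 6 typical of IFN-γ 59.1%. Rsad2 itself was among the first 6, which favours the hypothesis. The means, 41.0% and 61.4%, were compared by an exact permutation test over genes (two-sided, p = 0.071), so the difference was not established.

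Oxtr and ND4L had interactions of 3.56 and 3.60 on the log2 scale. CYT lowered Oxtr from 52.9 ± 7.55 CPM to 0.749 ± 0.131 CPM (SD, n = 3), and it was at 4.19 ± 0.859 CPM in IL-1β low + CYT cells. The interaction of ND4L missed the 0.01 threshold in 4 of the 12 fits that left out 1 library, with an adjusted p between 1.1e-104 and 0.013 over its alternatives (from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or DESeq2's Wald test). ND4L is mitochondrially encoded, and a change of ND4L alone was weighed against a change of all such genes. All 13 mitochondrially encoded protein genes were lower in direction in CYT than in untreated cells, 11 of them with an adjusted p under 0.01. All 13 were higher in IL-1β low + CYT than in CYT cells, 7 of them with an adjusted p under 0.01. Their medians there were alike under TMM and RLE (0.99 and 0.97 on the log2 scale). With the replicate number as a block, 12 had an adjusted p under 0.01 in CYT against untreated cells. In IL-1β low + CYT against CYT cells 11 did. In IL-1β low against untreated cells 11 of the 13 were lower in direction, with a median log2 fold change of -0.32, 0 with an adjusted p under 0.01 and 1 with an unadjusted p under 0.05. As a list they had an NES of -1.75 there (p = 0.0057 by fgsea's gene permutation). This p treats the 13 genes as independent, so it describes the ranking and not the spread between libraries. Their summed CPM was 37403 ± 5158 in untreated, 31763 ± 9447 in IL-1β low, 23371 ± 5115 in CYT and 33591 ± 5261 in IL-1β low + CYT libraries (SD, n = 3). RNA handling that differed between single libraries would let the groups overlap. The highest CYT library, at 26606 CPM, lay below the lowest untreated library, at 31749 CPM, so that the CYT library was higher in 0 of the 9 pairs of both groups, and also below the lowest IL-1β low + CYT library, at 28277 CPM. The IL-1β low libraries, from 22715 to 41564 CPM, overlapped the CYT libraries. The separations go against such handling but do not exclude it, since 3 libraries part from 3 others in 10% of groupings by chance.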

How the results depend on the processing

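None of the alternatives in this part was chosen after a result was seen.

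Of the counts, shares, distances and list scores recomputed under alternatives other than leaving out a library, 103 values stayed within the limits set for them, which for a count of genes concern its total and not its split by direction, 26 moved and 1 reversed. The cause was not tested for any of these. In IL-1β low against untreated cells, 62 genes became 229 without a filter on low counts, 141 with the replicate block, 139 with DESeq2's Wald test and 137 with exactTest. The correlation of same-numbered libraries was 0.0196 there, against 0.320 between CYT and IL-1β low + CYT libraries. Of these sets, exactTest shared all 62 genes, and DESeq2 and the fit without a filter shared 61. With an adjusted p under 0.05 and no fold change minimum, the count was 193, with 8926 in CYT against untreated, 7267 in IL-1β low + CYT against CYT, 3124 in IL-1β low + CYT against untreated, 1855 in IL-1β low + CYT against IL-1β low, 8363 in CYT against IL-1β low cells and 5337 for the interaction. With glmTreat the counts in the same order were 10, 1404, 457, 353, 229, 1222 and 182. The balance of higher and lower genes turned with glmTreat in 4 of them. In CYT against untreated cells 849 were higher and 555 lower, against 1439 and 1657, in IL-1β low + CYT against CYT cells 177 and 280, against 937 and 848, in CYT against IL-1β low cells 766 and 456, against 1324 and 1407, and for the interaction 49 and 133, against 785 and 745. In the last 3 of these the balance was close to even and also turned under other settings. With at least 10 counts in every library it was 690 higher and 704 lower, 1063 and 1049, and 662 and 724, and with an adjusted p under 0.05 and no fold change minimum 3619 and 3648, 4185 and 4178, and 2595 and 2742. With only the 2 groups compared it turned in the first and second of the 3, to 785 and 828 and to 1354 and 1323. It turned in CYT against IL-1β low cells without a filter (1588 and 1586), for the interaction with RLE size factors (745 and 799), and in all 3 in several fits that left out 1 library. RLE size factors moved the median log2 fold change of all genes by at most -0.03.

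PC1 carried 48.7% and PC2 19.3% of the variance with genes scaled to unit variance, and 80.8% and 8.95% over the 500 genes with the largest variance. Over those 500 genes the distance between IL-1β low and untreated cells was 21.4% of that between CYT and untreated cells. The share of the CYT response kept by genes that rose was 34.3% with at least 10 counts in every library, and 32.7% with each arm measured against its own unchallenged group, where genes that fell kept 21.5%. The ER chaperone list, which had a negative score that did not pass, was placed in the upward direction by camera, with an adjusted p of 0.92. Over its other alternatives its adjusted p from fgsea ran from 0.32 to 0.78.

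Leaving out each library in turn gave 141 values that stayed and 15 that moved. The counts ran from 16 to 74 genes in IL-1β low against untreated, 2750 to 3192 in CYT against untreated, 1534 to 1939 in IL-1β low + CYT against CYT, 748 to 997 in IL-1β low + CYT against untreated, 489 to 537 in IL-1β low + CYT against IL-1β low and 2463 to 2876 in CYT against IL-1β low cells, and 1276 to 1707 for the interaction. PC1 ran from 64.4% to 71.7%, PC2 from 9.54% to 14.4%, and the distance of IL-1β low from untreated cells from 26.3% to 33.1% of that of CYT cells. The share kept by genes that rose ran from 35.5% to 41.0%, and by genes that fell from 27.5% to 38.6%. List scores kept their direction, for example 2.12 to 2.32 for the β-cell list and -2.92 to -2.85 for the PERK and ATF4 list.

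Of 1746 values of named genes under alternatives, 1692 kept their direction and their side of the threshold, 39 became weaker, 11 stronger and 4 reversed. The 4 belong to genes close to 0 between IL-1β low + CYT and CYT cells. Without 1 library each, Nfkbiz ran from -0.047 (without CYT replicate 2) to 0.13, and was at -0.0073 without IL-1β low + CYT replicate 3. Hprt1, the paper's RT-qPCR reference gene, ran from -0.082 (without IL-1β low + CYT replicate 3) to 0.085, and was at -0.027 without CYT replicate 2. Genes outside a stricter filter, such as C3 and Rsad2 with at least 10 counts in every library, have no value there.

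Depth limits Il1b, Il1rn, Ucn3 and Aldh1a3, which did not pass the filter. The 3 CYT libraries together held 26 counts of Il1b and 20 of Il1rn, and the 3 IL-1β low + CYT libraries 8 and 1.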

Differences from the paper's values

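No test in this part was chosen after its result was seen. The PC1 and PC2 shares were 67.6% and 12.3%, against about 65% and about 12% in Fig. 8C, read by eye. The limit set for a difference was a factor of 1.5, which neither passed. It is a wide limit, since PC1 shares of 48.7% with scaled genes and 80.8% over 500 genes did not pass it either.

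The paper states that Rfx6 transcripts increased in IL-1β low cells as well as in IL-1β low + CYT cells. In IL-1β low against untreated cells its log2 fold change was 0.47, under the paper's minimum of 0.6, with an adjusted p of 0.094 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives set before the data were examined its log2 fold change ran from 0.41 to 0.54 and its adjusted p from 0.0014 to 0.34, and none of them called it. With the replicate block its adjusted p was 0.0060.

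The paper lists Nkx6-1 among genes whose expression IL-1β low preserved under CYT. Between IL-1β low + CYT and CYT cells its log2 fold change was 0.65 with an adjusted p of 0.015 from the same test. Over the alternatives the adjusted p ran from 2.9e-04 to 0.081, and it was 0.0011 with the replicate block. None of the alternatives took its log2 fold change past 1. The paper does not state that Nkx6-1 passed the thresholds in this comparison.

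The paper lists Fas, Nfkb1, Nfkb2 and Relb as lower with IL-1β low under CYT. The direction was the same here and each adjusted p was under 0.01, but their log2 fold changes of -0.94, -0.88, -0.79 and -0.55 were under the paper's minimum of 1. The paper does not state that they passed it in this comparison. Its heatmap drew genes called in any pairwise comparison, which held here for all 42, so these values do not contradict the paper. Fas passed without CYT replicate 1, with -1.12.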

Other observations

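In this part, the comparisons of lists with random lists were planned before their results were seen, and the splits of libraries were chosen afterwards.

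In each of the 6 pairwise comparisons, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes past the thresholds. This is the smallest share that this design allows. All other splits gave 0 genes. They mix both groups, which puts the real contrast into the spread within groups, so their counts cannot tell the real grouping from chance. For gene lists the comparison with other splits also tells little. Each of the 9 other splits puts 2 libraries of one group with 1 of the other, so that part of the real contrast stays in it, and a score depends on ranks. A score as large as in the comparison of IL-1β low + CYT with CYT cells came from 5 of the 10 splits for the NF-κB list, 3 for the β-cell, PERK and ATF4, ER chaperone and interferon lists, 2 for the S-phase and apoptosis lists, and 1 for the G2M and p53 lists. Among the 4 splits that part all same-numbered libraries, as the real one does, these numbers were 3 for the NF-κB list, 2 for the β-cell, ER chaperone, interferon and apoptosis lists, and 1 for the others.

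The loss of the CYT response in IL-1β low + CYT cells was uneven between lists. The 23 genes of the PERK and ATF4 list that rose with CYT kept a median of 12.5% of their log2 change (SD 3.18 over replicate numbers, n = 3), and the 33 genes of the NF-κB list kept 78.3% (SD 4.53, n = 3). Several of the latter, such as Nos2, Tnf, C3 and Lcn2, had at most 3 counts in every untreated library. Their log2 change with CYT is not well measured, so the share of the NF-κB list and comparisons that use it are uncertain. Interferon, apoptosis and p53 genes that rose kept 66.8%, 45.6% and 37.5%. Of 10000 random lists matched on the size of the CYT response, 0% kept as little as the PERK and ATF4 list, and 0.47% kept as much as the NF-κB list. The medians of these random lists were 42.1% and 65.2%, so the size of the CYT response goes with part of the difference between both lists but is unlikely to be its whole cause. A difference in expression level is an unlikely cause of the fall of the PERK and ATF4 list, since 0% of 10000 random lists matched on expression had a median as low. A hypothesis is that, after 16 h of CYT, IL-1β low limits transcripts of the PERK and ATF4 list more than those of the NF-κB list. It does not concern PERK activity, since the paper found more phosphorylated eIF2α in IL-1β low + CYT than in CYT cells. Nor does it concern early NF-κB signaling, which the paper found reduced and which was not sampled by RNA-seq. The direct difference between both lists has no test over libraries beyond the values by replicate number.

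The ER chaperone list, in contrast, was lower in IL-1β low + CYT than in untreated cells (NES -2.22, median log2 fold change -0.47), much as in CYT cells (NES -1.56, median -0.62). Its mean log2 expression relative to untreated cells was -0.48 ± 0.0325 in CYT and -0.53 ± 0.0112 in IL-1β low + CYT libraries (SD, n = 3).

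Several genes that the paper measured by RT-qPCR or Western blot have RNA-seq values here. Hspa5 encodes BiP, whose mRNA the paper reports as higher after IL-1β low by RT-qPCR. It had a log2 fold change of -0.08 in IL-1β low against untreated cells (adjusted p = 0.75 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had one of -0.66 with CYT and -0.22 between IL-1β low + CYT and CYT cells (adjusted p = 1.1e-04 and 0.11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hyou1 and Hsp90b1 had log2 fold changes of 0.18 and 0.21 between IL-1β low + CYT and CYT cells (adjusted p = 0.24 and 0.19), and P4hb one of -0.57 (adjusted p = 5.8e-04). Slc2a2 changed by -0.13 with CYT (adjusted p = 0.45) and by 0.59 between IL-1β low + CYT and CYT cells (adjusted p = 0.0035). Hrk, which encodes DP5, had a log2 fold change of 2.69 with CYT and -2.43 between IL-1β low + CYT and CYT cells. Ins2 was lower in IL-1β low than in untreated cells, with a log2 fold change of -0.73 (adjusted p = 0.0043), but lost its adjusted p under 0.01 in 5 of the 6 fits that left out 1 library. It overlaps another annotated gene in GRCr8. Cxcl12 rose with IL-1β low alone, with a log2 fold change of 1.75, and stood at 21.8 ± 4.16 CPM in IL-1β low + CYT against 2.28 ± 0.385 CPM in CYT cells (SD, n = 3). For Il1rn, which encodes IL-1Ra, the paper reports a rise with IL-1β low by RT-qPCR after a shorter CYT challenge. The 3 libraries of a group together held 4 counts of it in untreated, 0 in IL-1β low, 20 in CYT and 1 in IL-1β low + CYT cells, too few to be tested.

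The apoptosis list rested on few genes. Of random lists matched on expression, 21.1% had a median as low as its -0.10, against 0.17% for the p53 list with -0.37.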
